# SRC and TKS5 mediated podosome formation in fibroblasts promotes extracellular matrix invasion and pulmonary fibrosis

**DOI:** 10.1038/s41467-023-41614-x

**Published:** 2023-09-21

**Authors:** Ilianna Barbayianni, Paraskevi Kanellopoulou, Dionysios Fanidis, Dimitris Nastos, Eleftheria-Dimitra Ntouskou, Apostolos Galaris, Vaggelis Harokopos, Pantelis Hatzis, Eliza Tsitoura, Robert Homer, Naftali Kaminski, Katerina M. Antoniou, Bruno Crestani, Argyrios Tzouvelekis, Vassilis Aidinis

**Keywords:** Respiration, Podosomes, Molecular medicine

## Abstract

The activation and accumulation of lung fibroblasts resulting in aberrant deposition of extracellular matrix components, is a pathogenic hallmark of Idiopathic Pulmonary Fibrosis, a lethal and incurable disease. In this report, increased expression of TKS5, a scaffold protein essential for the formation of podosomes, was detected in the lung tissue of Idiopathic Pulmonary Fibrosis patients and bleomycin-treated mice. Τhe profibrotic milieu is found to induce *TKS5* expression and the formation of prominent podosome rosettes in lung fibroblasts, that are retained ex vivo, culminating in increased extracellular matrix invasion. *Tks5*^*+/-*^ mice are found resistant to bleomycin-induced pulmonary fibrosis, largely attributed to diminished podosome formation in fibroblasts and decreased extracellular matrix invasion. As computationally predicted, inhibition of src kinase is shown to potently attenuate podosome formation in lung fibroblasts and extracellular matrix invasion, and bleomycin-induced pulmonary fibrosis, suggesting pharmacological targeting of podosomes as a very promising therapeutic option in pulmonary fibrosis.

## Abstract (web summary)

The activation and accumulation of lung fibroblasts resulting in aberrant deposition of extracellular matrix components is a pathogenic hallmark of idiopathic pulmonary fibrosis. Here, the authors show that the formation of podosomes in lung fibroblasts stimulates extracellular matrix invasion in a mouse model of the disease, suggesting that pharmacological targeting of podosome formation or organization might be a therapeutic option.

## Introduction

Tissue fibrosis is a pathogenic process that affects most organs and constitutes a complication of many chronic diseases including cancer; such fibroproliferative disorders account for >45% of all disease-related deaths worldwide^1^. Among them, Idiopathic pulmonary fibrosis (IPF) is a chronic, progressive, interstitial lung disease affecting mostly older adults. IPF patients exhibit progressive worsening of respiratory functions, which lead to dyspnea and eventually to respiratory failure. Histologically, IPF is characterized by lung parenchymal scarring, as evident by a usual interstitial pneumonia (UIP) profile, characterized by patchy dense fibrosis with architectural distortion and a subpleural and paraseptal preference, and is distinguished by the presence of fibroblast foci^2^. Although the etiopathogenesis of IPF remains largely elusive, the prevailing hypothesis suggests that the mechanisms driving IPF involve age-related aberrant recapitulation of developmental programs and reflect abnormal, deregulated wound healing in response to persistent alveolar epithelial damage, resulting in the accumulation of lung fibroblasts (LFs)^3^.

LFs are the main effector cells in pulmonary fibrosis, secreting exuberant amounts of extracellular matrix (ECM) components, such as different types of collagens. LFs also secrete a variety of ECM remodeling enzymes, such as matrix metalloproteinases (MMPs), thus coordinating the overall ECM structural organization and consequently the mechanical properties of the lung^4^. LF activation upon fibrogenic cues, such as TGFβ or other growth factors (including PDGF and VEGF), is characterized by the expression of alpha smooth muscle actin (αSMA/ACTA2), and/or increased collagen expression, as exemplified by COL1A1^5,6^. ECM fibrotic remodeling and resulting mechanical cues are considered as crucial stimulating and perpetuating factors for LF activation^6,7^, while the chemoattraction of LFs to various signals and their resistance to apoptosis has been suggested to promote respectively their recruitment and accumulation^5,6^.

Fibroblast accumulation in pulmonary fibrosis has also been suggested to be mediated by their ability to invade the underlying ECM, and increased ECM invasion of fibroblasts isolated from the lung tissue of IPF patients or animal models has been reported^8–11^. Activation of invasion, critical for embryonic development, is among the well-established hallmarks of cancer^12^, and one of the many shared hallmarks between cancer cells and activated LFs^13^. Invasion critically relies on the proteolysis of the underlying ECM via invadopodia in cancer cells and podosomes in other cell types^14,15^.

Podosomes are comprised of a filamentous (F)-actin-rich core enriched in actin-regulating proteins, such as the Arp2/3 complex and cortactin (CTTN), and are surrounded by a ring of scaffold proteins, most notably SH3 and PX domains 2A (SH3PXD2A; commonly known as tyrosine kinase substrate with 5 SH3 domains, TKS5)^14–16^. The effector molecules of the podosomes are various proteases, such as matrix metalloproteinases (MMPs, mainly 2, 9, and 14) that digest the ECM locally, thus stimulating the invasion and migration of podosome bearing cells^16,17^.

*Tks5* expression is necessary for neural crest cell migration during embryonic development in zebrafish^18^, and homozygous disruption of *Tks5* in mice resulted in neonatal death^19^. Beyond embryonic development, which heavily relies on migration and invasion, increased TKS5 expression has been reported in different types of cancers^14–16^, including lung adenocarcinoma, where it was suggested to mediate metastatic invasion^20^. Pulmonary fibrosis confers one of the highest risks for lung cancer development, while many similarities between activated LFs and cancer cells have been suggested, including ECM invasion^13^. Therefore, in this report we investigated a possible role of TKS5 and podosomes in the pathogenesis of pulmonary fibrosis employing in silico analysis of publicly available human and mouse transcriptomic datasets, de novo analysis of human samples and associated clinical data, disease modeling in mice, ex vivo*/*in vitro human/mouse cell cultures and dedicated functional assays, as well as pharmacologic validation experiments. In this context, increased Tks5 expression is detected in both human and mouse fibrotic lungs, primarily expressed in LFs. Τhe profibrotic milieu, is shown to induce TKS5 expression and the formation of prominent podosome rosettes in fibroblasts, culminating in increased ECM invasion. Haploinsufficient *Tks5*^*+/-*^ mice are found resistant to BLM-induced pulmonary fibrosis, largely attributable to diminished podosome formation in LFs and decreased ECM invasion. Expression profiling reveals an ECM-podosome cross talk, and pharmacologic connectivity map analysis suggests several inhibitors that could prevent podosome formation and thus pulmonary fibrosis. Among them, inhibition of src kinase is shown to potently attenuate podosome formation in LFs, ECM invasion, as well as BLM-induced pulmonary fibrosis.

## Results

### Increased *TKS5* expression in pulmonary fibrosis

Increased *TKS5* mRNA levels were detected in silico in the lung tissue of IPF patients as compared with control samples (Fig. 1a), in most publicly available IPF transcriptomic datasets (Supplementary Table 1) at Fibromine^21^, including three of the largest ones (Fig. 1b and Supplementary Fig. 1a, c). Importantly, *TKS5* mRNA expression in fibrotic lungs correlated with the expression of *COL1A1* (Fig. 1c and Supplementary Fig. 1b, d), a well-established marker of fibrotic gene expression. Confirming the in silico results, increased *TKS5* mRNA levels were detected with quantitative RNA RT-PCR (Q-RT-PCR) in lung tissue isolated from IPF patients (*n* = 20), as compared with COPD patients (*n* = 19) and healthy lung tissue (*n* = 9) (Supplementary Table 2 and Fig. 1d). Moreover, positive TKS5 immunostaining was detected in the lungs of IPF/UIP patients (*n* = 3), as opposed to control samples (*n* = 3), mainly localized in the alveolar epithelium and fibrotic areas (Fig. 1e and Supplementary Fig. 2). Similar conclusions were derived from the analysis of a publicly available single cell RNA sequencing (scRNAseq) dataset of lung tissue from transplant recipients with pulmonary fibrosis (*n* = 4) and healthy lung tissue from transplant donors (*n* = 8)^22^. *TKS5* mRNA expression was mostly detected in subsets of epithelial cells, basal cells and especially fibroblasts (Supplementary Fig. 1e, f), where TKS5-expressing LFs were found to belong to a *COL1A1*-expressing subpopulation (Supplementary Fig. 1g, f).

**Fig. 1:**
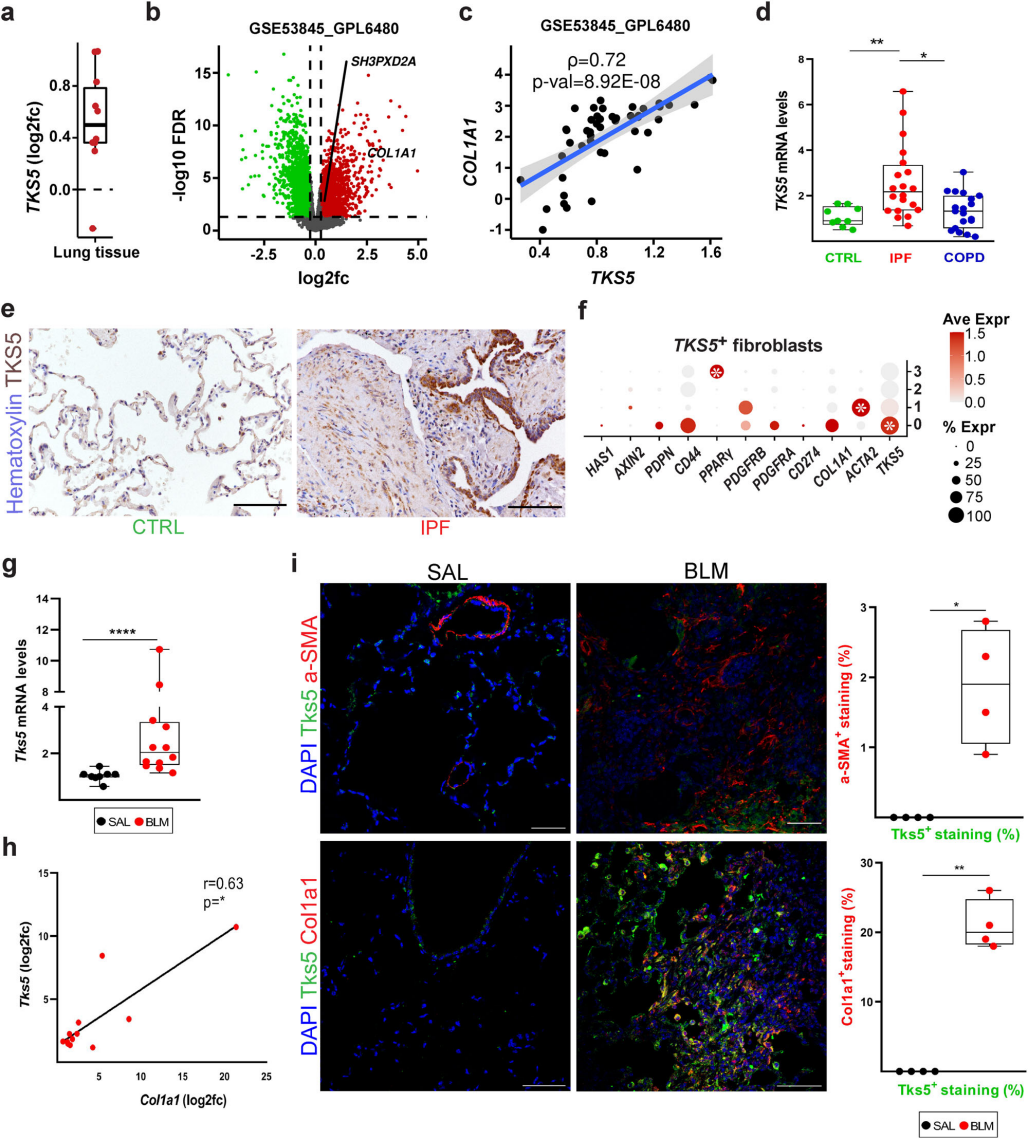
Increased *TKS5* expression in pulmonary fibrosis. **a** *TKS5* mRNA expression in lung tissue from Idiopathic Pulmonary Fibrosis (IPF) patients as compared (log2FC) to controls (CTRL) in different publicly available datasets (*n* = 9) (Supplementary Table 1) at Fibromine. **b** Volcano plot from a representative large dataset (FC > 1.2, FDR < 0.05). **c** Scatter plot of *TKS5* and *COL1A1* expression in the same dataset with a fitted linear model and 95% CI; correlation was assessed with two-tailed Spearman’s test (*ρ* > 0.6; *p* = 8.92E-08). **d** Increased *TKS5* mRNA levels in the lung tissue of IPF (Usual Interstitial Pneumonitis; UIP) patients (*n* = 20) were detected with Q-RT-PCR (*r*^2^ = 0.98, *E* = 97%), as compared with lung tissue from COPD pa tients (*n* = 19) and control (CTRL) lung tissue isolated from lung cancer patients (*n* = 9) (Supplementary Table 2). Values were normalized to the expression values of the housekeeping gene *B2M* and presented as fold change to CTRL values. Statistical significance was assessed with two-tailed Kruskal-Wallis test (^**^p = 0.0076, ^*^p = 0.0129). **e** Increased TKS5 immunostaining in fibrotic lungs. Representative images from immunohistochemistry for TKS5 (brown) in IPF and CTRL lung tissue (*n* = 3; Supplementary Fig. 2); scale bars = 50 μm. **f** *TKS5* is expressed mainly by the *COL1A1*-expressing cluster/LF subpopulation. in a publicly available scRNAseq dataset (Reyfman, Walter et al. 2019). Statistical significance was assessed with Wilcoxon Rank Sum test (^*^FC > 1.2, Bonferroni corrected *p* = 8.9E-12 / 1.1E-10 / 2.1E-3 from left to right). **g**, **h** *Tks5* and *Col1a1* mRNA expression was interrogated with Q-RT-PCR (r^2^ = 0.89/0.93; E = 103%/96%); cumulative result from 3 different experiments. Values were normalized over the expression of *B2m* and presented as fold change (log2) over control (*n* = 8/12). Statistical significance was assessed with two-tailed Mann Witney test (^****^p < 0.0001). **h** Two tailed spearman correlation plot of *Col1a1* expression in the same samples (^*^p = 0.0323; *r* = 0.63). **i**. Double immunostaining against Tks5 (green) and aSMA (Acta2) or Col1a1 (red); representative images are shown, followed by their respective quantification (*n* = 4) with Image J; scale bars=50 μm; a representative experiment out of 3 successful independent ones are shown. Statistical significance was assessed with two-tailed Welch’s test (^*^p = 0.0211, ^**^p = 0.0013). In all panels all samples are biologically independent; boxplots visualize the median of each distribution; upper/lower hinges represent 1^st^/3^rd^ quartiles; whiskers extend no further than 1.5 * IQR from the respective hinge. Source data for all panels are provided as a Source Data file.

Increased *Tks5* mRNA levels, correlating with *Col1a1* mRNA levels, were also detected in the lung tissue of mice post bleomycin (BLM) administration (Fig. 1g, h), a widely used animal model of pulmonary fibrosis;^23–25^ immunostaining localized Tks5 in the alveolar epithelium and fibrotic areas (Fig. 1i), as in human patients. Moreover, double immunostaining for aSMA or Col1a1, prominent activation markers of fibroblasts in both mice and humans, indicated that Tks5 localized mainly to a Col1a1 expressing fibroblast subset, as Tks5 staining overlapped with 20% of Col1a1 staining, as opposed to a 2% with aSMA staining (Fig. 1i and Supplementary Fig. 3).

Therefore, pulmonary fibrosis in both humans and mice is associated with increased *TKS5* expression, consistently correlated with the expression of  *Col1a1*, especially in LFs.

### TGFβ-induced podosome rosettes is an inherent property of fibrotic LFs

TGFβ, among the main pro-fibrotic factors driving disease development in vivo, was found to stimulate *TKS5* mRNA expression in different primary normal human lung fibroblast (NHLF) clones (Fig. 2a), correlating with *COL1A1* mRNA expression (Fig. 2b); identical results were obtained from an independently derived NHLF cell line at a different lab/setting (Supplementary Fig. 4a, b), as well as from the human fibroblastic cell line MRC5 (Supplementary Fig. S4c, d). In agreement with the essential role of TKS5 on podosome formation (colocalization of F-actin with TKS5 or CTTN)^26^, TGFβ, playing a prominent role in proliferation and migration of fibroblasts (Supplementary Fig. 4e–g respectively), potently stimulated the formation of podosomes in NHLFs in vitro, organized in distinctive rosettes (Fig. 2c–f and Supplementary Fig. 5a–f). Moreover, TGFβ-induced podosomes in LFs were enriched in MMP9 (Fig. 2g, h and Supplementary Fig. 5g, h), likely contributing to the increased degradation of a fluorescein-conjugated gelatin substrate (Fig. 2i, j), a nominal podosome property.

**Fig. 2:**
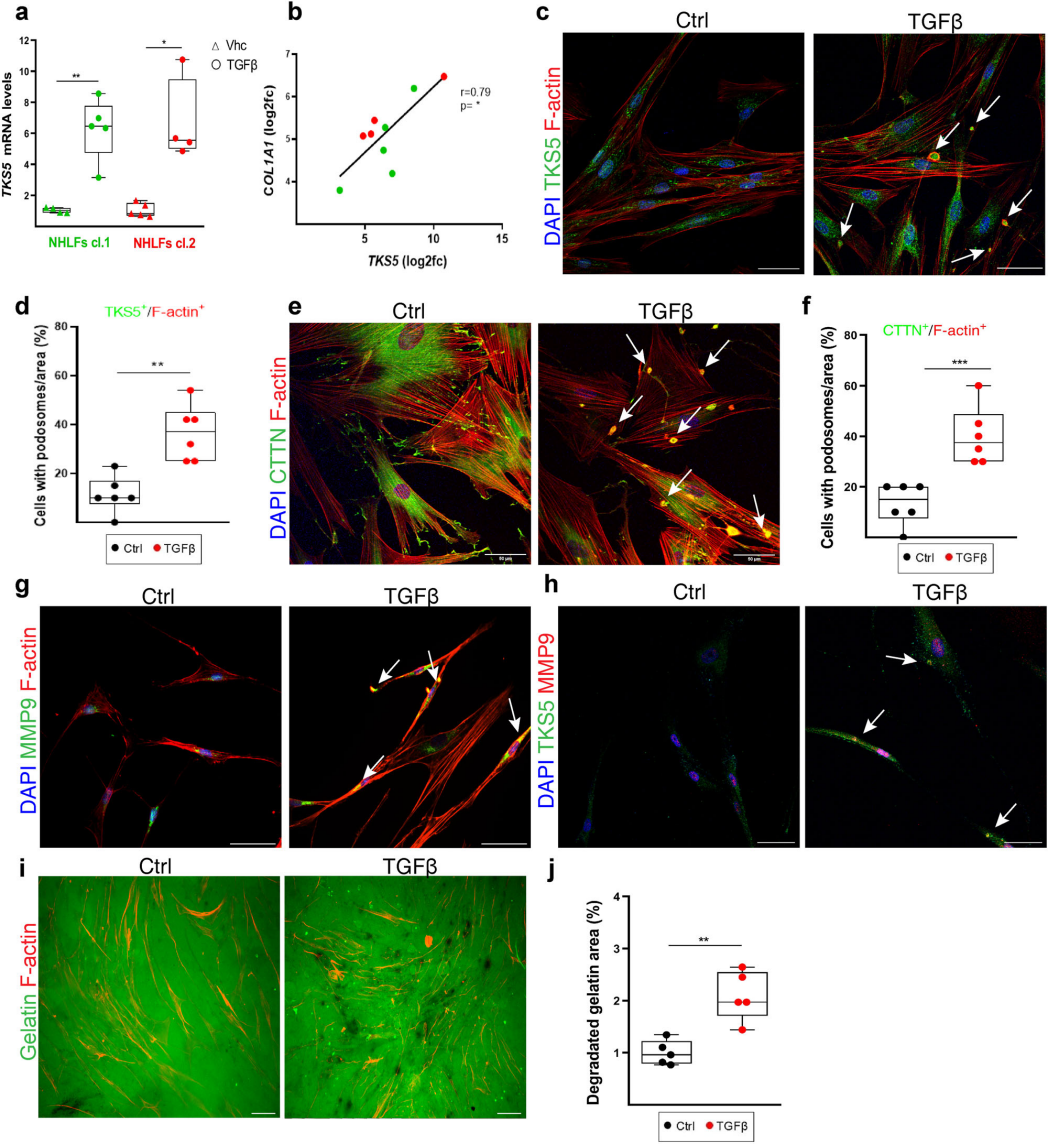
TGFβ induces the formation of podosome rosettes in normal human lung fibroblasts (NHLFs). Serum starved, sub-confluent (70–80%), primary NHLFs were stimulated with recombinant human TGFβ (10 ng/ml) for 24 h; a representative experiment out of 4 successful independent ones is shown. **a**, **b** *TKS5* and *COL1A1* mRNA expression was interrogated with Q-RT-PCR (*r*^2^ = 0,94/0,92; *E* = 98,3%/93% respectively) in two NHLF clones (cl.l, cl.2). Values were normalized to the expression values of the housekeeping gene *B2M* and presented as fold change over control; *n* = 4/5/4/4; statistical significance was assessed with two-tailed Welch’s test (a/cl.1) and two-tailed Mann Whitney test (a/l.2); ^**^p = 0.0012, ^*^p = 0.0159 respectively. **b** Two tailed pearson correlation plot of *COL1A1* expression in the same samples (^*^p = 0.0116; r = 0.79). **c**–**j** Representative composite images from double immunostaining, and respective quantifications, for: **c** F-actin/TKS5 (red/green), **e** F-actin/Cortactin (CTTN; red/green), **g** F-actin/MMP9 (red/green), **h** TKS5/MMP9 (green/red). Cells are counterstained with DAPI; scale bars 50 μm; arrows indicate representative podosomes; separate images and proof of colocalization of signals can be found at Supplementary Fig. 5. **d, f**. Quantification of the number of podosome-containing cells per optical field (*n* = 6); statistical significance was assessed with two-tailed t-test; ^**^p = 0.0011, ^***^p = 0.0009. **i** Representative images of the TGFβ-induced degradation (black holes) of a fluorescein-conjugated gelatin substrate. **j** Quantification of gelatin degradation area, normalized to control (*n* = 5); statistical significance was assessed with two-tailed t-test; ^**^p = 0.0016. Source data for all relative panels (a, b, d, f, j) are provided as a Source Data file.

To examine if the pro-fibrotic milieu in the lungs of IPF patients, which includes TGFβ, also stimulate podosome formation in vivo, HLFs from IPF patients (Supplementary Table 3) were cultured in the absence of any stimulation and were stained for podosomes in comparison, under the same conditions (and 7–8 passages), with different NHLF lines derived from healthy tissue. Remarkably, IPF HLFs, irrespectively of cell density (Supplementary Fig. 6a), presented with prominent podosome rosettes (Fig. 3a–d, Supplementary Fig. 6a, b, and Supplementary Movie 1), identical in structure as those stimulated in vitro by TGFβ, that persist upon prolonged culture ex vivo. As shown for TGFβ-stimulated NHLFs, IPF HLFs degraded more potently than NHLFs a fluorescein-conjugated gelatin substrate (Fig. 3e, f and Supplementary Fig. 6c).

**Fig. 3:**
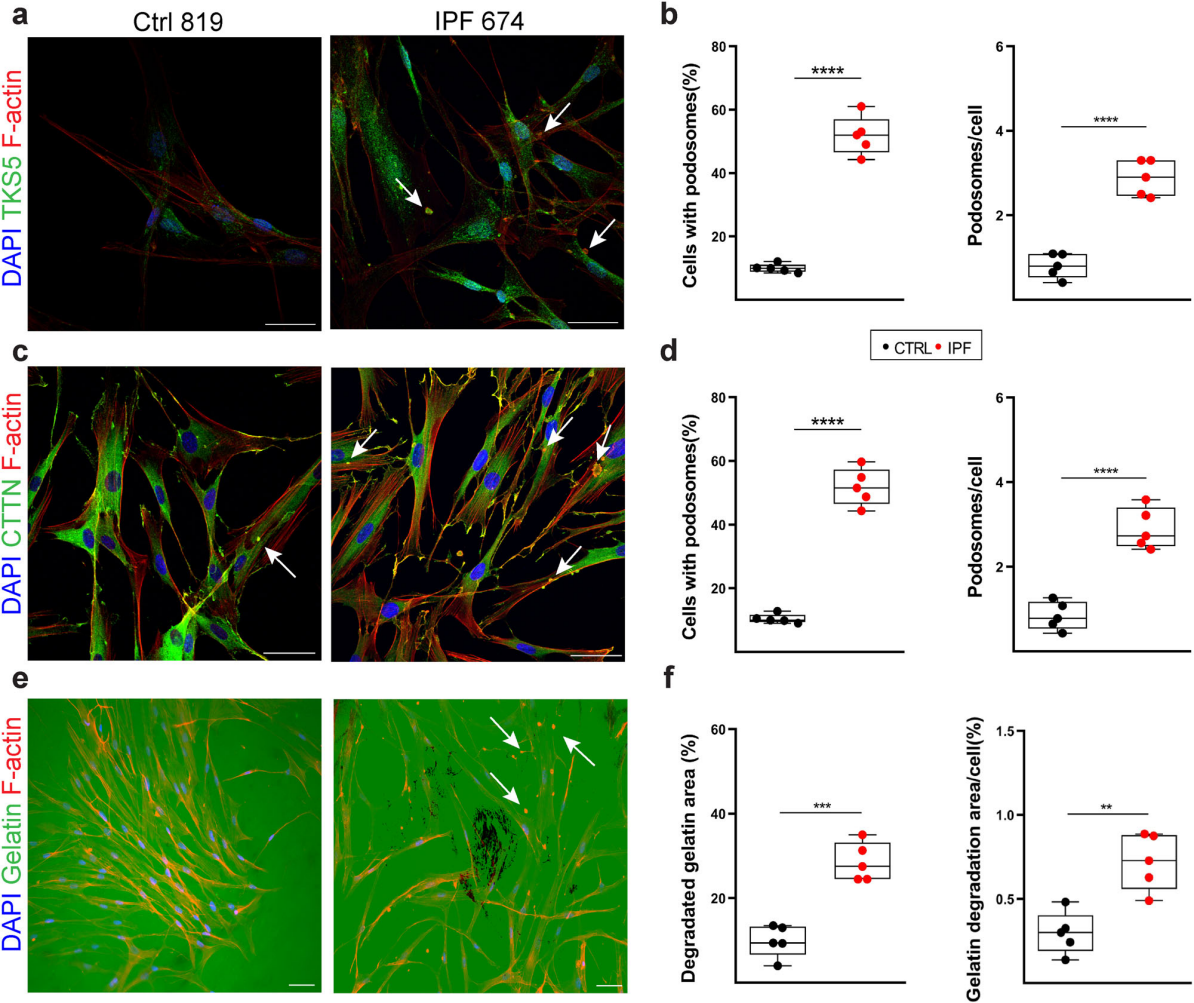
The formation of extracellular matrix (ECM) degrading podosome rosettes is an inherent property of IPF human lung fibroblasts (HLFs). Serum starved, sub-confluent (70-80%), primary IPF-HLFs and normal HLFs (NHLFs) were immunostained for F-actin (red) and (**a**) TKS5 (green) or (**c**) cortactin (CTTN; green) and counter stained with DAPI (blue); *n* = 5; scale bars = 50  μm. Representative images from representative clones are shown. **b**, **d** Cumulative quantification of the number of podosome-containing cells (%) and the number of podosomes per cell per optical field respectively. Statistical significance was assessed with two-tailed *t-*test (**b**) or two-tailed Welch’s test (**d**) (^****^p < 0.0001). **e** The same clones were cultured on a fluorescein-conjugated gelatin substrate (green) and were stained for F-actin (red) and counter stained with DAPI (blue); representative images are shown. **f** Quantification of the percentage of the degraded gelatin for all clones cumulatively, and the quantification of gelatin degradation area per cell, as quantified with ImageJ; statistical significance was assessed with two-tailed *t*-test; ^***^p = 0.0001^/**^p = 0.0020; additional clones and controls are shown at Supplementary Fig. 6. In all panels all samples are biologically independent; boxplots visualize the median of each distribution; upper/lower hinges represent 1^st^/3^rd^ quartiles; whiskers extend no further than 1.5 ^*^IQR from the respective hinge. Source data for all relative panels (**b**, **d**, **f**) are provided as a Source Data file.

Phenocopying the human experiments, exposure to TGFβ of primary, normal mouse lung fibroblasts (NMLFs) stimulated *Tks5* mRNA expression (Supplementary Fig. 7a), correlating with *Col1a1* expression (Supplementary Fig. 7b), the formation of podosome rosettes (Supplementary Fig. 7c, d) and the degradation of a fluorescein-conjugated gelatin substrate (Supplementary Fig. 7e, f); similar results were obtained with 3T3 embryonic fibroblasts (Supplementary Fig. 7g–k). Moreover, and as in the case of IPF LFs, mouse primary LFs isolated post-BLM administration presented with increased *Tks5*, *Col1a1* and *Mmp9* expression (Supplementary Fig. 7l–n respectively), exhibiting prominent podosome rosettes in the absence of any stimulation (Supplementary Fig. 7o–p).

Therefore, the pro-fibrotic milieu in the lungs of IPF patients and BLM-treated mice, as well as TGFβ, induce TKS5 expression and the formation of podosome rosettes, an inherent fibrotic LF property.

### Creation of a series of obligatory and conditional knock out mice for *Tks5*

To enable functional studies on the likely role of Tks5 in pulmonary fibrosis and pathophysiology in mice, we then created a series of obligatory and conditional knock out mice for *Tks5* (*Sh3pxd2a*). The *Sh3pxd2a* locus has been already targeted by the European Conditional Mouse Mutagenesis Program (EUCOMM), aiming to knock out all mouse genes in a high throughput approach^27^. In this context, the exon 11 of the *Sh3pxd2a* gene was loxP-flanked, while a LacZ/neomycin reporter/selection cassette was placed upstream, including two FRT sites; this allele is referred to as “targeted mutation 1a” (tm1a; Supplementary Fig. 8a)^27^. The targeted ES cells were then microinjected into C57Bl/6 N blastocysts by the Welcome Trust Sanger Institute (WTSI), that were transferred in pseudopregnant females to yield the *Sh3pxd2a*^tm1a(EUCOMM)Wtsi/+^ heterozygous mice (Supplementary Fig. 8a). Frozen sperm of these mice was obtained from WTSI, via the INFAFRONTIER [https://www.infrafrontier.eu/] consortium^28,29^ and the European Mutant Mouse Archive- EMMA [https://www.infrafrontier.eu/emma/emma-services/?keyword=sh3pxd2a&category=strains]), that was directly injected to mice in the transgenic facility of “BSRC Fleming” via IVF technology to yield the *Sh3pxd2a*^tm1a(EUCOMM)WtsiFlmg/+^ heterozygous mice. Mice were genotyped following the corresponding strategy from EUCOMM, that queries three different genomic fragments (lacz, WT allele, tm1a allele) by performing three independent PCR reactions (Supplementary Fig. 8b, c). Moreover, the successful targeting was also verified with long range PCR for both the 5’ and 3’ arms flanking the floxed region with primers against inserted sequences (Supplementary Fig. 8d, e).

To obtain the tm1b reporter allele (Supplementary Fig. 8a) *Sh3pxd2a*^tm1a/Fleming/+^ mice were mated with transgenic mice expressing the Cre recombinase under the control of the Cytomegalovirus (CMV) promoter in all mouse tissues and cells (*Tg-CMV-Cre*)^30^. Genetic recombination of the obtained *Sh3pxd2a*^tm1b (EUCOMM)WtsiFlmg/+^ mice was verified with genomic PCR (Fig. S7B, C). Q-RT-PCR in lung tissues indicated a 50% reduction of *Sh3pxd2a* mRNA levels indicating proper gene targeting (Supplementary Fig. 8g). X-gal staining, detecting LacZ expression from the promoter of Tks5 (Supplementary Fig. 8a, Tm1b), localized transcriptional *Tks5* activation (throughout development, neonatal and adult life) mainly in arterial endothelium of the lung (Supplementary Fig. 8i). No obvious gross macroscopic abnormalities were observed, while heterozygous mice were healthy and fertile.

The haploinsufficient *Sh3pxd2a*^tm1b(EUCOMM)WtsiFlmg/+^ and *Sh3pxd2a*^tm1d/(EUCOMM)WtsiFlmg/+^ (*Tks5*^+/-^) mice, presented with a 50% reduction of *Tks5* mRNA levels in the lung (Supplementary Fig. 8g-h), while X-gal staining (in the reporter tm1b strain) localized transcriptional *Tks5* activation (throughout development, neonatal and adult life) mainly in endothelial and smooth muscle cells in healthy conditions (Supplementary Fig. 8i). No obvious gross macroscopic abnormalities were observed, while heterozygous mice were healthy and fertile.

Intercrossing of heterozygous mice *Tks5*^+/-^ mice yielded no homozygous knockout mice, indicating that *Tks5* has an essential role in mouse development, as previously reported for an obligatory knock out strain^19^.

A similar genetic strain, *Sh3pxd2a*^tm1b/(EUCOMM)Wtsi/+^ was created by WTSI from the *Sh3pxd2a*^tm1a(EUCOMM)Wtsi/+^ mice via a cell permeable HTN-Cre^31^. *Sh3pxd2a*^tm1b/(EUCOMM)Wtsi/+^ heterozygous mice were systematically phenotyped from the INFAFRONTIER consortium^28,29^ on our behalf, following a relative competitive call. Results indicated that Sh*3pxd2a*^tm1b/(EUCOMM)Wtsi/+^ mice present with no major pathophysiological abnormalities, apart from an increase of serum alkaline phosphatase.in.females.(measurements.chart[https://www.mousephenotype.org/data/genes/MGI:1298393#phenotypes-section]). Moreover, a viability primary screen phenotypic assay was performed.on.the.novel.mutant.strain.by.WTSI.(dataIchart[https://www.mousephenotype.org/data/charts?accession=MGI:1298393&allele_accession_id=MGI:5636944&zygosity=homozygote&parameter_stable_id=IMPC_VIA_001_001&pipeline_stable_id=MGP_001&procedure_stable_id=IMPC_VIA_001&parameter_stable_id=IMPC_VIA_001_001&phenotyping_center=WTSI]]), confirming the requirement of *Tks5* for embryonic development.

Moreover, and to generate the conditional tm1c allele (Fig. S7A), *Sh3pxd2a*^tm1a(EUCOMM)WtsiFlmg /+^ mice were crossed with transgenic mice expressing the Flp recombinase under the control of the Cytomegalovirus (CMV) promoter in all mouse tissues and cells (*Tg-CMV-Flp*)^32^. Genetic recombination of the obtained *Sh3pxd2a*^tm1c(EUCOMM)WtsiFlmg/+^ mice was verified with genomic PCR (Supplementary Fig. 8c). To generate the conditional tm1d allele (Supplementary Fig. 8a), *Sh3pxd2a*^tm1c/(EUCOMM)WtsiFlmg/ +^ mice were crossed with transgenic mice expressing the Cre recombinase under the control of the Cytomegalovirus (CMV) promoter in all mouse tissues and cells (*Tg-CMV-Cre*)^30^. Genetic recombination of the obtained *Sh3pxd2a*^tm1d(EUCOMM)WtsiFlmg /+^ mice was verified with genomic PCR (Supplementary Fig. 8c). Q-RT-PCR in lung tissue indicated a 50% reduction of *Sh3pxd2a* mRNA levels indicating proper gene targeting (Supplementary Fig. 8h).

### *Tks5* haploinsufficiency in mice attenuates BLM-induced pulmonary fibrosis

To genetically dissect the likely role of Tks5 in pulmonary fibrosis, BLM was administered to 8-10-week-old C57Bl6/J *Tks5*^+/-^ mice and WT littermates (Fig. 4a, b), which were sacrificed 14 days post BLM (at the peak of the disease in the local settings), as previously described^24^. No weight loss, an overall systemic health indicator, was observed in *Tks5*^+/-^ mice (Fig. 4c), as opposed to wt mice. Vascular leak and pulmonary edema were significantly reduced in *Tks5*^+/-^ mice, as indicated by the total protein concentration in the bronchoalveolar lavage fluid (BALF), determined with the Bradford assay (Fig. 4d). Inflammatory cells in the BALF, as measured by hematocytometer, were found significantly reduced in *Tks5*^+/-^ mice (Fig. 4e); so were soluble collagen BALF levels, as determined by the Sirius red assay (Fig. 4f), in concordance with *Col1a1* mRNA expression in the lung tissue from the same mice, as determined with Q-RT-PCR (Fig. 4g, h). Histological analysis revealed decreased collagen deposition in *Tks5*^+/-^ mice post BLM, as quantified by Sirius red/Fast green staining (Fig. 4i), and fewer peribronchiolar and parenchymal fibrotic regions were detected (Fig. 4i), as reflected in the Ashcroft score (Fig. 4j); similar conclusions were drawn upon the histological evaluation of Precision Cut Lung Slices (PCLS) prepared from the same mice and cultured ex vivo (Fig. 4i). The relative protection from the BLM-induced tissue architecture distortion upon the genetic reduction of *Tks5* expression was also reflected in lung respiratory functions, as measured with FlexiVent (Fig. 4k–m). Therefore, Tks5 expression, and likely the formation of podosomes, were shown to have a major role in BLM-induced pulmonary fibrosis, and therefore likely IPF.

**Fig. 4:**
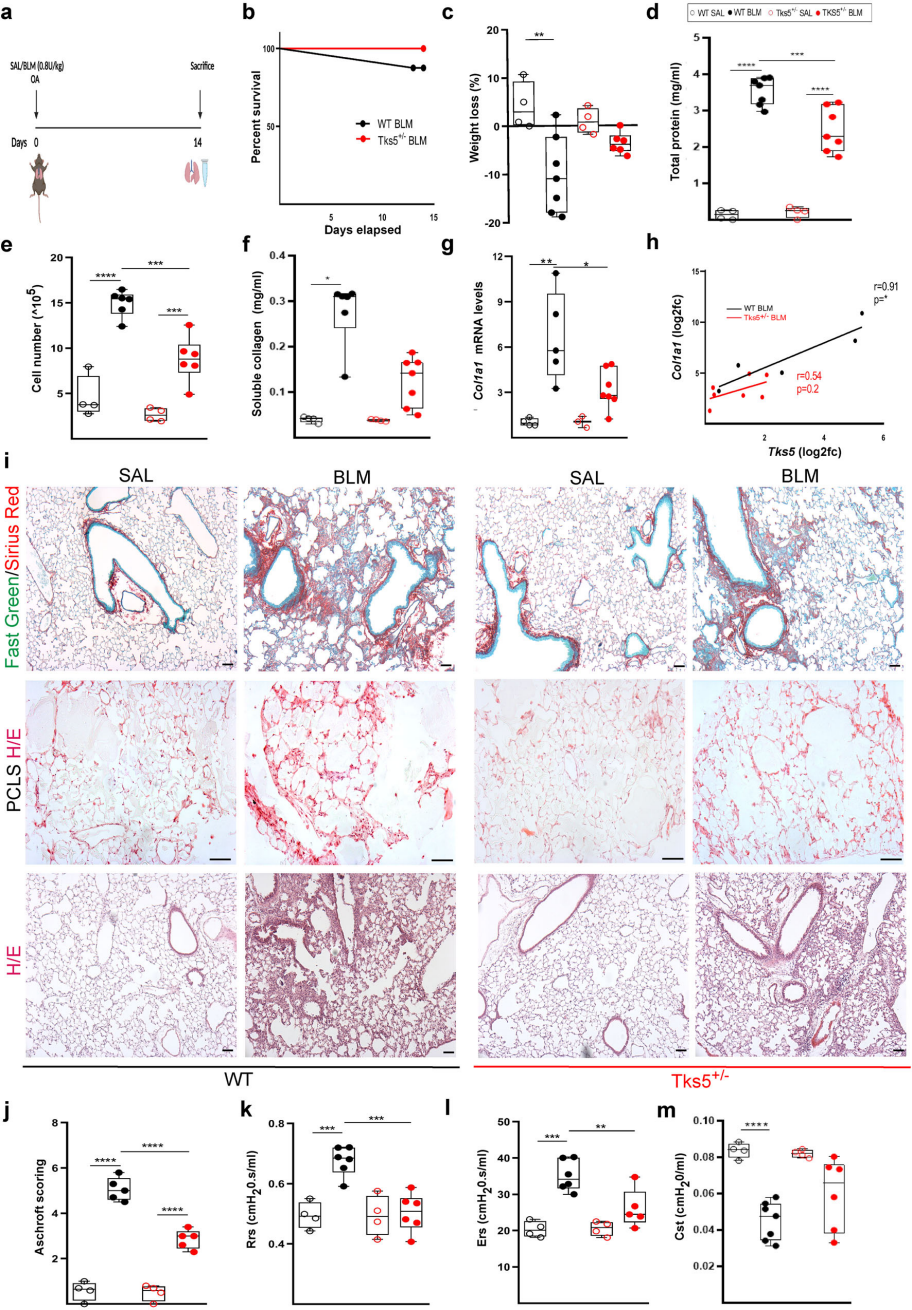
*Tks5* haploinsufficiency in mice attenuates bleomycin (BLM)-induced pulmonary fibrosis (PF). **a** Schematic presentation of the BLM-induced PF model. **b**. Kaplan Meyer survival curve post BLM administration. **c**. Weight change post BLM administration; *n* = 4/7/4/6. Statistical significance was assessed with two-tailed one-way ANOVA; ^**^p = 0.031. **d** Total protein concentration in bronchoalveolar lavage fluids (BALFs), as determined with the Bradford assay; *n* = 4/7/4/7. Statistical significance was assessed with two-tailed one-way ANOVA; ^****^p < 0.0001, ^***^p = 0.0009. **e** Inflammatory cell numbers in BALFs, as counted with a hematocytometer; *n* = 4/6/4/6. Statistical significance was assessed with two-tailed one-way ANOVA; ^****^p < 0.0001, ^***^p = 0.0002/0.0008. **f** Soluble collagen levels in the BALFs were detected with the direct red assay; *n* = 4/6/4/7. Statistical significance was assessed with two-tailed Kruskal Wallis; ^*^p = 0.0124. **g**, **h** *Tks5* and *Col1a1* mRNA expression was interrogated with Q-RT-PCR; *n* = 4/5/3/7; values were normalized over the expression of the housekeeping gene *B2m* and presented as fold change over control. Statistical significance was assessed with two-tailed one-way ANOVA; ^**^p = 0.0012, ^*^p = 0.0207. **h** Two tailed pearson correlation plot of *Col1a1* expression in the same samples; ^*^p = 0.0342; *r* = 0.91/0.54. **i** Representative images from lung sections of murine lungs of the indicated genotypes, stained with Fast Green/Sirius Red (green/red; first row), from Hematoxylin & Eosin (H&E)-stained Precision cut lung slices (PCLS) (second row) and H&E-stained lung sections (third row); scale bars 50 μm. **j**. Quantification of fibrosis severity in H/E stained lung sections via Ashcroft scoring; *n* = 4/5/4/5. Statistical significance was assessed with two-tailed one-way ANOVA; ^****^p < 0.0001. **k** Rrs, mean respiratory system resistance as measured with Flexivent; *n* = 4/6/4/6. Statistical significance was assessed with two-tailed one-way ANOVA; ^***^p = 0.0008/0.0004. **l** Ers, mean respiratory system elastance as measured with Flexivent; *n* = 4/6/4/5. Statistical significance was assessed with two-tailed one-way ANOVA; ^***^p = 0.0002, ^**^p = 0.0081. **m** Cst, mean static lung compliance as measured with Flexivent; *n* = 4/7/4/6. Statistical significance was assessed with two-tailed one-way ANOVA followed by Welch’s correction; ^****^p < 0.0001. In all panels cumulative results from 2 different experiments are shown; all samples are biologically independent; boxplots visualize the median of each distribution; upper/lower hinges represent 1^st^/3^rd^ quartiles; whiskers extend no further than 1.5 ^*^IQR from the respective hinge. Source data for all relative panels (**a**–**h**, **j**–**m**) are provided as a Source Data file.

### *Tks5* haploinsufficiency in mouse LFs decreases ECM-regulated podosome formation and ECM invasion

To functionally dissect the relative protection of *Tks5*^+/-^ mice from BLM-induced pulmonary fibrosis, primary LFs were isolated from littermate wt and *Tks5*^+/-^ mice and were exposed to TGFβ, as before. *Tks5*^+/-^ LFs, expressing ~50% of Tks5 (Fig. 5a), presented with decreased numbers of podosomes in response to TGFβ (Fig. 5b, c), reaffirming the seminal role of Tks5 in podosome formation^26^, as well as with decreased proliferation (24 h; Fig. 5d). As podosomes are known to promote ECM invasion, we then examined the ability of LFs to invade acellular ECM (aECM) prepared from the lungs of mice (Supplementary Fig. 9a, b), in a transwell invasion chamber (6 h; Fig. 5e). The reduction of podosomes was associated with a decreased TGFβ-induced invasion of *Tks5*^+/-^ LFs in aECM (Fig. 5f). Moreover, reaffirming in mice the inherent character of podosome formation in LFs, post BLM *Tks5*^+/-^ LFs presented with reduced numbers of podosomes in comparison with wt LFs isolated from littermate mice (Fig. 5g, h), resulting in defective aECM invasion (Fig. 5i). Therefore, the in vivo demonstrated pathogenic role of Tks5 in pulmonary fibrosis includes the formation of podosomes in LFs and the promotion of their ECM invasion.

**Fig. 5:**
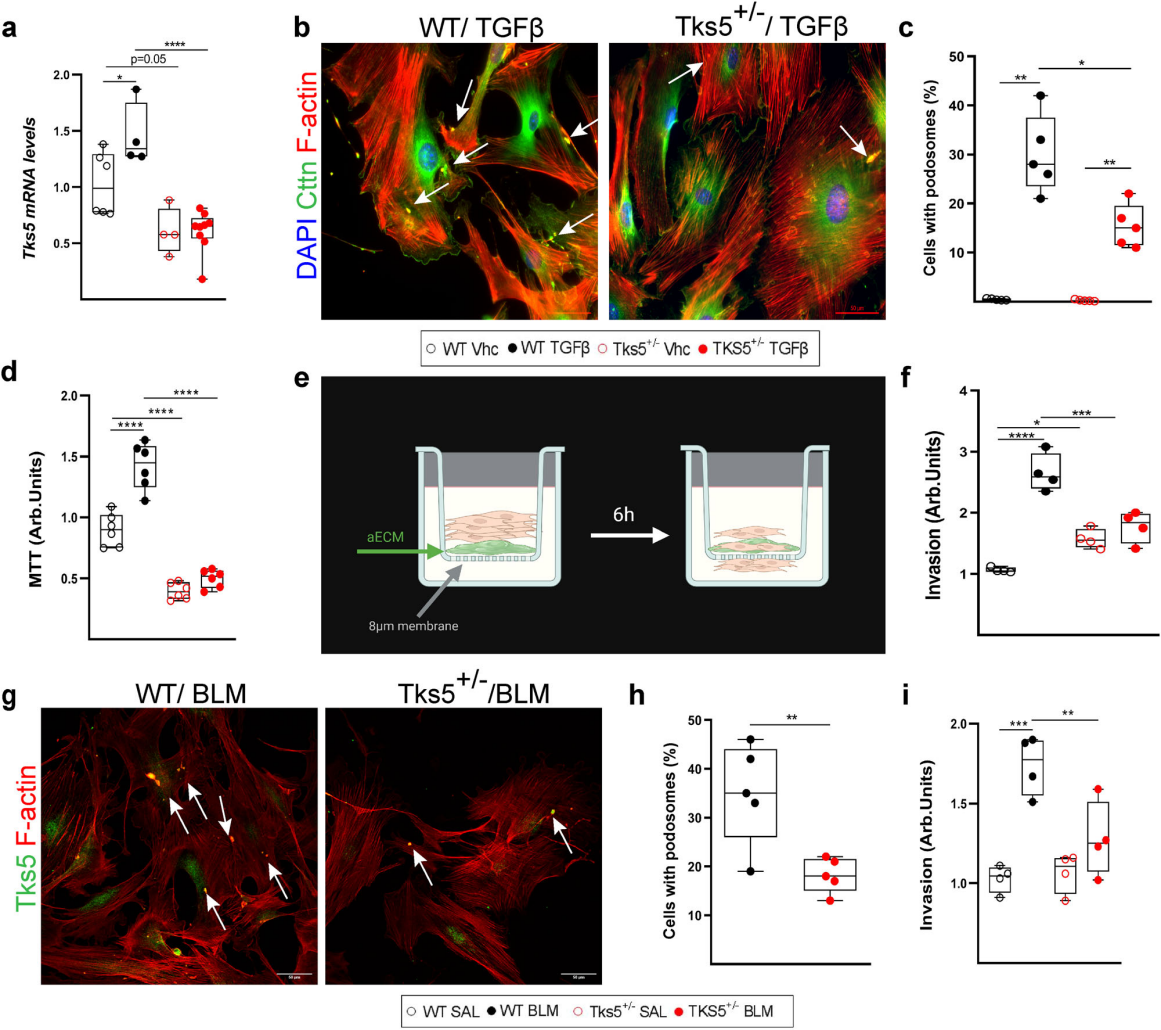
Tks5 haploinsufficiency in mouse lung fibroblasts (LFs) decreases podosome formation and extracellular matrix (ECM) invasion. Serum starved primary normal mouse LFs (NMLFs) from WT and Tks5^+/-^ mice were stimulated with recombinant TGF-β1 (10 ng/ml for 24 h). **a** *Tks5* mRNA expression was interrogated with Q-RT-PCR; *n* = 6/4/4/9. Values were normalized over the expression of the housekeeping gene *B2m* and presented as fold change over control. Statistical significance was assessed with two-tailed one-way ANOVA; ^*^p = 0.0464, ^****^p < 0.0001. **b** Representative composite images from double immunostaining for F-actin (red) and Cortactin (Cttn; green) counter stained with DAPI (blue); arrows indicate representative podosomes. **c** Quantifi**c**ation of the number of podosome-containing cells per optical field; *n* = 5. Statistical significance was assessed with two-tailed one-way ANOVA followed by Welch’s correction; ^*^p = 0.004/0.0053 ^*^p = 0.0411. **d** TGFβ-induced NMLFs proliferation was assessed with the MTT assay; *n* = 6. Statistical significance was assessed with two-tailed one-way ANOVA; ^****^p < 0.0001. **e** Schematic presentation (biorender.com) of LFs invasion into aECM, upon TGFB stimulation. After 6 h, cells that had invaded into the lower surface of the upper chamber were stained, lysed and absorbance values were measured. **f** Invasion capacity of NMLFs, upon TGF-β stimulation (*n* = 4), as detected with the transwell invasion assay. Statistical significance was assessed with two-tailed one-way ANOVA; ^****^p < 0.0001, ^*^p = 0.0266, ^***^p = 0.0005. **g** Representative composite images from double immunostaining for F-actin (red) and Tks5 (green) in NMLFs isolated from WT and *Tks5*^+/-^ mice, post bleomycin (BLM) administration; arrows indicate representative podosomes; scale bars 50 μm. **h** Quantification of the number of podosome-containing cells per optical field (*n* = 5). Statistical significance was assessed with two-tailed t-test; ^**^p = 0.009. **i** Invasion capacity of LFs post BLM, as detected with the transwell invasion assay; *n* = 4. Statistical significance was assessed with two-tailed one-way ANOVA; ^***^p = 0.0003 ^**^p = 0.0099. In all panels, all samples are biologically independent; boxplots visualize the median of each distribution; upper/lower hinges represent 1^st^/3^rd^ quartiles; whiskers extend no further than 1.5 ^*^IQR from the respective hinge. Source data for all panels are provided as a Source Data file.

Τo obtain additional mechanistic insights, wt and *Tks5*^+/-^ LFs were exposed to TGFβ, as above, and their global expression profile was interrogated with 3’ UTR RNA sequencing (Quant-Seq LEXOGEN). 

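Libraries were made from 3 replicates of wt LFs and 3 of Tks5+/- LFs, each exposed to 10 ng/ml TGFβ for 24 h. In Quant-Seq, cDNA synthesis is primed at the poly(A) tail, so that the reads come from the end of each transcript. The authors trimmed the reads, aligned them to the mouse genome GRCm38, counted them on UTR regions and summed the counts per gene. They deposited these raw counts and a table of normalized counts, both listed by Ensembl gene identifier. The raw counts of replicates 1, 2 and 3 added up to 1344507, 1647200 and 2369882 in wt LFs and to 1979084, 2110954 and 2329155 in Tks5+/- LFs. From the raw counts, the genes kept by edgeR's filterByExpr were scaled by the TMM method and tested with edgeR's quasi-likelihood F test. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested, and every adjusted p given for a gene comes from this test. A gene was called where its adjusted p was under 0.05 and its fold change at least 1.2 in either direction. A count of 0 in a library allows up to 3 counts, and the standard errors cover the spread between replicates.
Sh3pxd2a, the gene of Tks5 (ENSMUSG00000053617), lies on chromosome 19 of GRCm38 from 47260174 to 47464401 on the reverse strand. It had 205, 190 and 284 counts in wt replicates 1, 2 and 3, and 238, 258 and 260 in the Tks5+/- replicates. This came to 113 ± 16.5 CPM (SD, n = 3) in wt LFs and 138 ± 11.1 (SD, n = 3) in the libraries labelled Tks5+/-, a log2 fold change of 0.29 (standard error 0.20, adjusted p = 0.249). An exact two-sided permutation test on the CPM gave p = 0.2, where the smallest p that 3 libraries against 3 allow is 0.1. The 95% interval of the log2 fold change ran from -0.13 to 0.71 and did not include -1, the log2 of a halving. With each library left out in turn, the log2 fold change was 0.22 to 0.41. Scaling by library totals alone, an alternative chosen after seeing the data, gave -0.13, and correction for transcript length and GC content, also chosen after seeing the data, moved it most, to 1.15. The counts of the targeted gene therefore do not show which libraries came from Tks5+/- LFs. They come from UTR regions, and whether the targeted allele still gives transcripts that end there was not tested. Each direction given for the libraries labelled Tks5+/- rests on the labels alone.

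**Figure D1:**
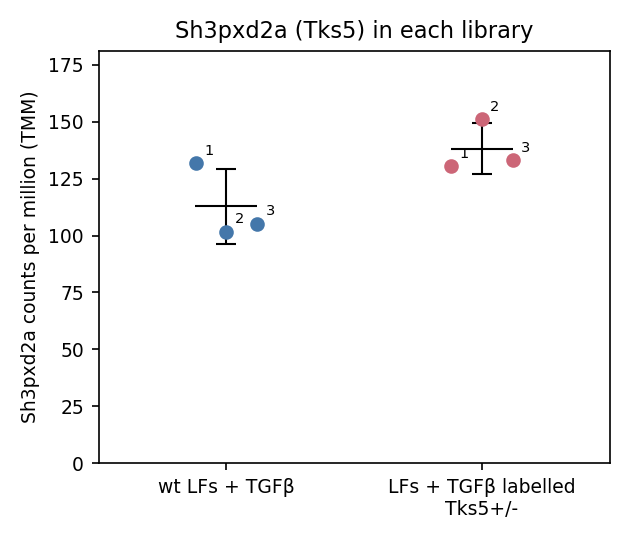
CPM of Sh3pxd2a, scaled by TMM, in each of the 6 libraries, with points numbered by replicate and bars for the mean and SD of 3 libraries. The wt libraries lie between 102 and 132 CPM, and the libraries labelled Tks5+/- between 131 and 151.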

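At least 1 read was counted on 21720 of the 55364 genes listed, and 10346 genes were kept for the test. Of these, 4642 genes were called between the libraries labelled Tks5+/- and wt LFs, 2356 higher and 2286 lower in the libraries labelled Tks5+/-. The paper's reported number is 3648. The fold change threshold removed none of the genes past the adjusted p threshold. Over the alternatives the count ran from 3705, with at least 10 counts in every library, to 5306 with scaling by library totals alone, chosen after seeing the data, of which 1362 were higher and 3944 lower. Scaling by library totals moved the median log2 fold change of all genes from -0.046 to -0.47. Leaving out each library in turn gave 3853 to 4595 genes.
The largest falls and rises were taken among the called genes with an average of at least 10 counts per library, and their order is that of the fitted fold changes. Saa3 (chromosome 7 of GRCm38, 46711998 to 46715700) fell furthest, from 1962 ± 892 CPM (SD, n = 3) in wt LFs to 18.6 ± 5.34 (SD, n = 3) in the libraries labelled Tks5+/-, a log2 fold change of -6.72 (standard error 0.42, adjusted p = 7.81e-08). Next came Itgax, Cybb, Hcls1 and Lrp2, each with at most 3 counts in every one of the libraries labelled Tks5+/-, so that only a lower bound of the change can be given. Itgax was at least 12.8-fold lower, Cybb at least 49.6-fold, Hcls1 at least 8.13-fold and Lrp2 at least 6.67-fold. Itgax had 25, 22 and 96 counts, Cybb 67, 66 and 449 and Hcls1 8, 10 and 80 in wt replicates 1, 2 and 3, so that wt replicate 3 held most of the reads of each. Without it the bounds were 8.47-fold, 23.8-fold and 3.19-fold. Cybb was not called when Tks5+/- replicate 2 (adjusted p = 0.0552) or Tks5+/- replicate 3 (adjusted p = 0.0586) was left out, and its adjusted p over all alternatives ran from 1.92e-12 to 0.0586. Among the rises, Nrn1 came first, at least 21.2-fold higher against wt libraries with at most 3 counts each. Without Tks5+/- replicate 2 the bound for Nrn1 was 12.5-fold, and its end overlaps Fars2 on the opposite strand. Spon2 went from 1.69 ± 0.857 CPM (SD, n = 3) in wt LFs to 47.3 ± 10.1 (SD, n = 3) in the libraries labelled Tks5+/-, a log2 fold change of 4.79 (standard error 0.39, adjusted p = 6.54e-09). It was followed by Mir6949 with at least 17.8-fold, Sult4a1 with at least 11.7-fold and Mcpt8 with at least 19.1-fold, also against wt libraries with at most 3 counts each. Mir6949 lies inside Mcpt8 on the same strand and the counting could have given the same reads to both, so neither value is certain. For each of these 10 genes the 3 values of one genotype lay apart from those of the other (exact two-sided permutation test, p = 0.1, the smallest possible), which 10% of unchanged genes would also do by chance.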

Differential expression analysis between TGFβ-induced *Tks5*^+/-^ and wt LFs, revealed 3648 differentially expressed genes (DEGs; FC > 1.2, FDR corr. *p* < 0.05; Supplementary Data 1 and Supplementary Fig. 10a); among them 418 DEGs have been previously associated with pulmonary fibrosis, as detected with text mining of abstract co-occurrence of identified DEGs with fibrosis keywords (Supplementary Data 1). 

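Cebpa, on chromosome 7 of GRCm38 from 35119293 to 35121928, had 19, 29 and 56 counts in wt replicates 1, 2 and 3 and 7, 15 and 6 in the libraries labelled Tks5+/-. Its level fell from 16.2 ± 4.30 CPM (SD, n = 3) in wt LFs to 5.23 ± 3.10 (SD, n = 3). This was a log2 fold change of -1.66 (standard error 0.41, adjusted p = 0.00233), from -2.20 to -1.34 over the 6 fits that each left out 1 library, and Cebpa was called lower in each of them. Its adjusted p over the alternatives that tested it ran from 3.08e-04 to 0.0328. The gene was read shallowly, but every one of the libraries labelled Tks5+/- lay below every wt library (exact two-sided permutation test, p = 0.1). The targets of this transcription factor were not analysed here.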

*Stat1*, *Cebpa*, and *Ar* transcription factors (TFs), where found downregulated in *Tks5*^+/-^ LFs along with several of their target genes (Supplementary Data 1 and Supplementary Fig 10b). 

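Gene Ontology terms were not used here. In their place, a list of ECM structural genes was fixed from symbol families (collagens, laminins, fibrillins, fibulins, latent TGFβ binding proteins, lysyl oxidases, elastin, fibronectin, proteoglycans and others). It held 114 genes, of which 76 were tested. Their mean log2 fold change was -0.92 in the libraries labelled Tks5+/- against wt LFs and their median -0.87, also with Col15a1 and Col8a2, which had at most 3 counts in every one of the libraries labelled Tks5+/-, set to their bounds (-0.87). After adjustment over all genes tested, 40 genes were called lower and 4 higher; adjusted over the list alone, 42 were lower and 5 higher. The list as a whole was lower by limma's camera test with an inter-gene correlation preset to 0.01 (adjusted p = 3.51e-08 over 18 gene lists). Camera called 12 of the 18 lists and limma's fry test called 13. Of the 12, all but the macrophage markers also passed under fry, and none passed when camera estimated the correlation from the 6 libraries (adjusted p = 0.218 for the ECM structural genes). Across the 10339 tested genes with a known transcript length, log2 fold changes fell with the length of the longest transcript (Spearman's rho = -0.397 across genes, which are not independent replicates).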

Gene set enrichment analysis (GSEA) performed on DEGs revealed that the most affected cellular components (CC), molecular functions (MF) and biological processes (BP) all relate to the ECM (Fig. 6a and and Supplementary Data 2). 

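Of 44 collagen genes, 23 were tested, and 12 of them were lower and 2 higher in the libraries labelled Tks5+/- (adjusted over the list alone, 13 and 2). Their mean log2 fold change was -0.96 (camera, adjusted p = 0.00156). The smallest adjusted p belonged to Col5a3 (chromosome 9 of GRCm38, 20770050 to 20815067), which went from 105 ± 19.5 CPM (SD, n = 3) in wt LFs to 11.8 ± 2.55 (SD, n = 3), a log2 fold change of -3.17 (standard error 0.26, adjusted p = 6.67e-09). Col4a2 followed with -1.82 (standard error 0.23, adjusted p = 1.57e-06) and Col12a1 with -1.46 (standard error 0.23, adjusted p = 2.38e-05). Col3a1 (0.64, adjusted p = 0.0451) and Col9a3 (1.85, adjusted p = 5.62e-04) were higher, Col3a1 in only 2 of the 6 fits that each left out 1 library (adjusted p from 0.0145 to 0.214). Under each other scaling, the called collagen genes kept their direction. Col1a1 was not called, at 1915 ± 461 CPM (SD, n = 3) in wt LFs and 2612 ± 797 (SD, n = 3) in the libraries labelled Tks5+/- and a log2 fold change of 0.45 (standard error 0.24, adjusted p = 0.130). It was -0.11 on the authors' normalized counts with limma. Col1a1 was called higher with the GC correction (0.70, adjusted p = 0.0174), with or without the replicate number as a block. It was also called higher with the correction for transcript length (0.835, adjusted p = 0.00455) and with length and GC content together (1.05, adjusted p = 3.91e-04). Under the other alternatives it was not called, and its adjusted p over all alternatives ran from 3.91e-04 to 0.883. Corrected for transcript length, the mean of the collagen genes was -0.55 (adjusted p = 0.137) and the list was no longer called, against adjusted p values of 1.36e-04 to 0.482 over all its alternatives.
The MMP genes moved both ways under every scaling. Of 11 tested, 5 were lower and 2 higher, both over all genes and adjusted over the list alone, and their mean of -0.48 was not past the threshold (camera, adjusted p = 0.215). The list was called by fry (adjusted p = 0.0177). Without wt replicate 3 it was called by camera too, with a mean of -0.45 (adjusted p = 0.0414, against 0.0177 to 0.353 over all its alternatives). Mmp8 fell from 137 ± 28.7 CPM (SD, n = 3) in wt LFs to 11.7 ± 1.56 (SD, n = 3), with a log2 fold change of -3.54 (standard error 0.26, adjusted p = 1.76e-09), and that of Mmp2 was -1.73 (standard error 0.25, adjusted p = 8.84e-06). Mmp12, also called lower, had 96, 90 and 462 counts in wt replicates 1, 2 and 3 and 19, 13 and 7 in the libraries labelled Tks5+/-. Wt replicate 3 held most of its wt reads, as for the macrophage marker Lyz2, so its fall may not be one of the LFs. Mmp10 rose from 10.5 ± 4.50 CPM (SD, n = 3) in wt LFs to 146 ± 41.9 (SD, n = 3), with 3.73 (standard error 0.30, adjusted p = 6.54e-09), and Mmp13 rose by 2.41 (adjusted p = 2.81e-05). Of 3 TIMP genes tested, Timp3 (-1.35, adjusted p = 4.03e-05) and Timp2 (-0.88, adjusted p = 0.00233) were lower, while Timp1 at 0.21 was not called (adjusted p = 0.420). Timp1 was below 0 with the authors' normalized counts (-0.45) and with library totals as the scaling (-0.22). Timp1 and Timp3 lie inside the synapsin genes Syn1 and Syn3 on the opposite strand, and their counts are uncertain as far as the counting ignored strand. The mean of the TIMP list was -0.67 and not called by camera (adjusted p = 0.170). The list was called by fry (adjusted p = 0.01) and on the authors' normalized counts with limma (-1.28, adjusted p = 0.033). Over all its alternatives the adjusted p ran from 0.01 to 0.3175. Of 10 ADAMTS genes tested, 7 were lower, also adjusted over the list alone, and 1, Adamts4, was higher only at an unadjusted p under 0.05 (mean -1.32, adjusted p = 0.00247 by camera). These 10 include the ADAMTS-like genes Adamtsl1, not called (0.35), and Adamtsl5, among those called lower (-1.46). With length and GC content corrected together the mean was -0.79 and the list was not called (adjusted p = 0.0611, against 6.56e-05 to 0.170 over all its alternatives). Adamts8 was at least 8.65-fold lower (5.66-fold without wt replicate 2), Adamts5 changed by -2.30 (adjusted p = 6.55e-05) and Adamts1 by -1.50 (adjusted p = 1.85e-04). On the authors' normalized counts with limma, 1 ADAMTS gene was called higher and 6 lower.

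**Figure D2:**
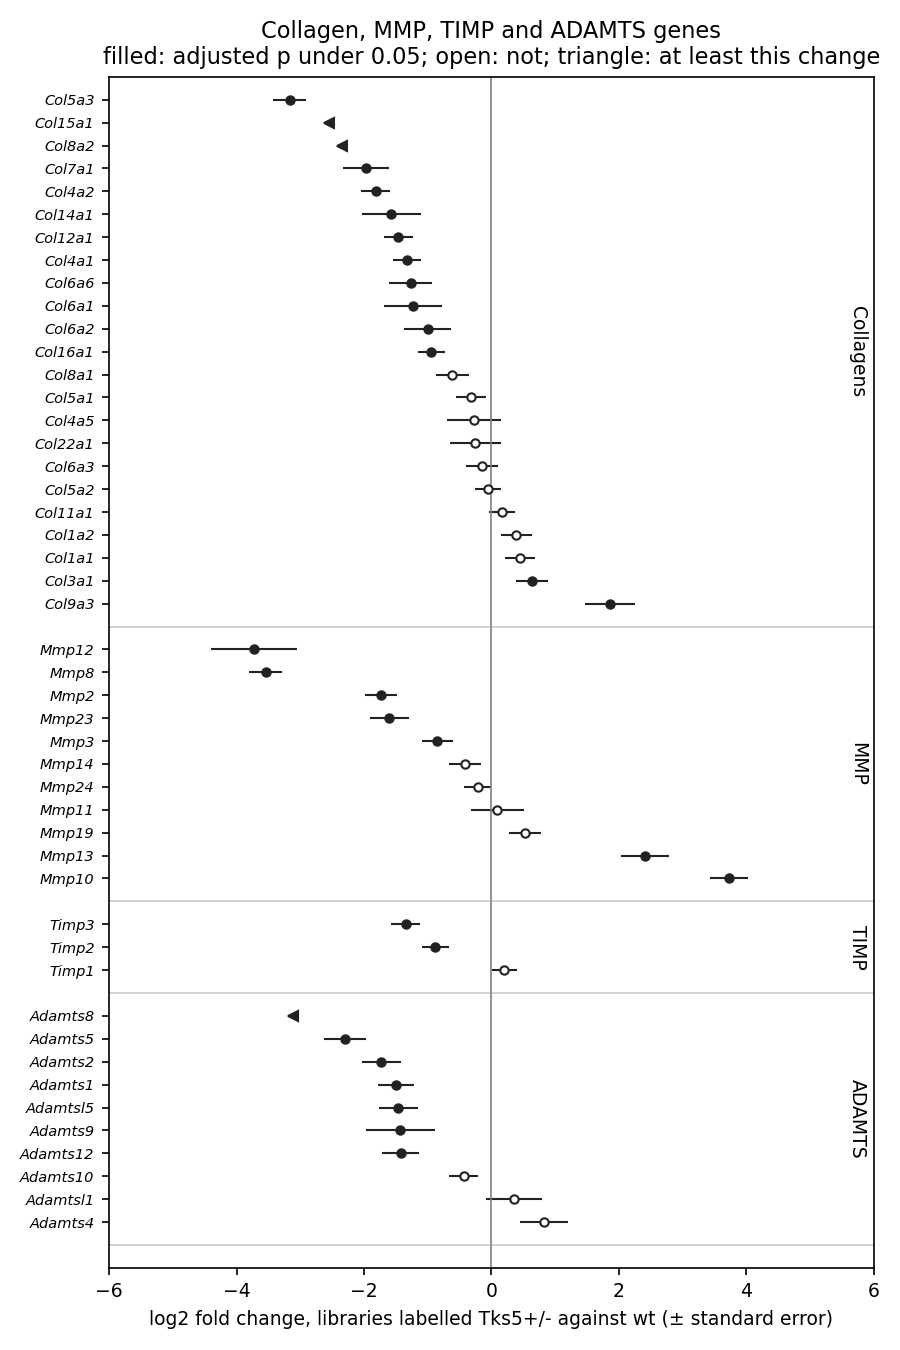
Log2 fold changes between the libraries labelled Tks5+/- and wt LFs of the tested collagen, MMP, TIMP and ADAMTS genes, with bars for the standard error; filled points have an adjusted p under 0.05, and triangles mark lower bounds of the change for genes with at most 3 counts in every one of the libraries labelled Tks5+/-. Of the 23 collagen genes 12 were called lower and 2 higher, and of the 11 MMP genes 5 and 2. Of the 3 TIMP genes 2 were called lower, and of the 10 ADAMTS genes, ADAMTS-like genes included, 7. With library totals as the scaling, Timp1 lies below 0.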

“Collagen containing ECM” (GO:0062023) was most prominent due to the down regulation of several ECM related genes such as collagens and MMPs/TIMPS/Adamts (Fig. 6b and Supplementary Fig. 10c), In this context and given the observed consistent correlation of *Tks5* and *Col1a1* expression, *Tks5*^+/-^ LFs post BLM, containing fewer podosomes and exhibiting defective aECM invasion (Fig. 5g–i), were found to produce significantly less Col1a1 (Fig. 6c). Vice versa, culture of primary NMLFs on Col1a1-rich aECM prepared from the lungs of mice post BLM (Supplementary Fig. 9c), stimulated *Tks5* expression (Fig. 6d, e) and the formation of podosomes (Fig. 6f), and further stimulated *Col1a1* expression (Fig. 6g), indicating an ECM-podosome cross talk in the perpetuation of LF activation.

**Fig. 6:**
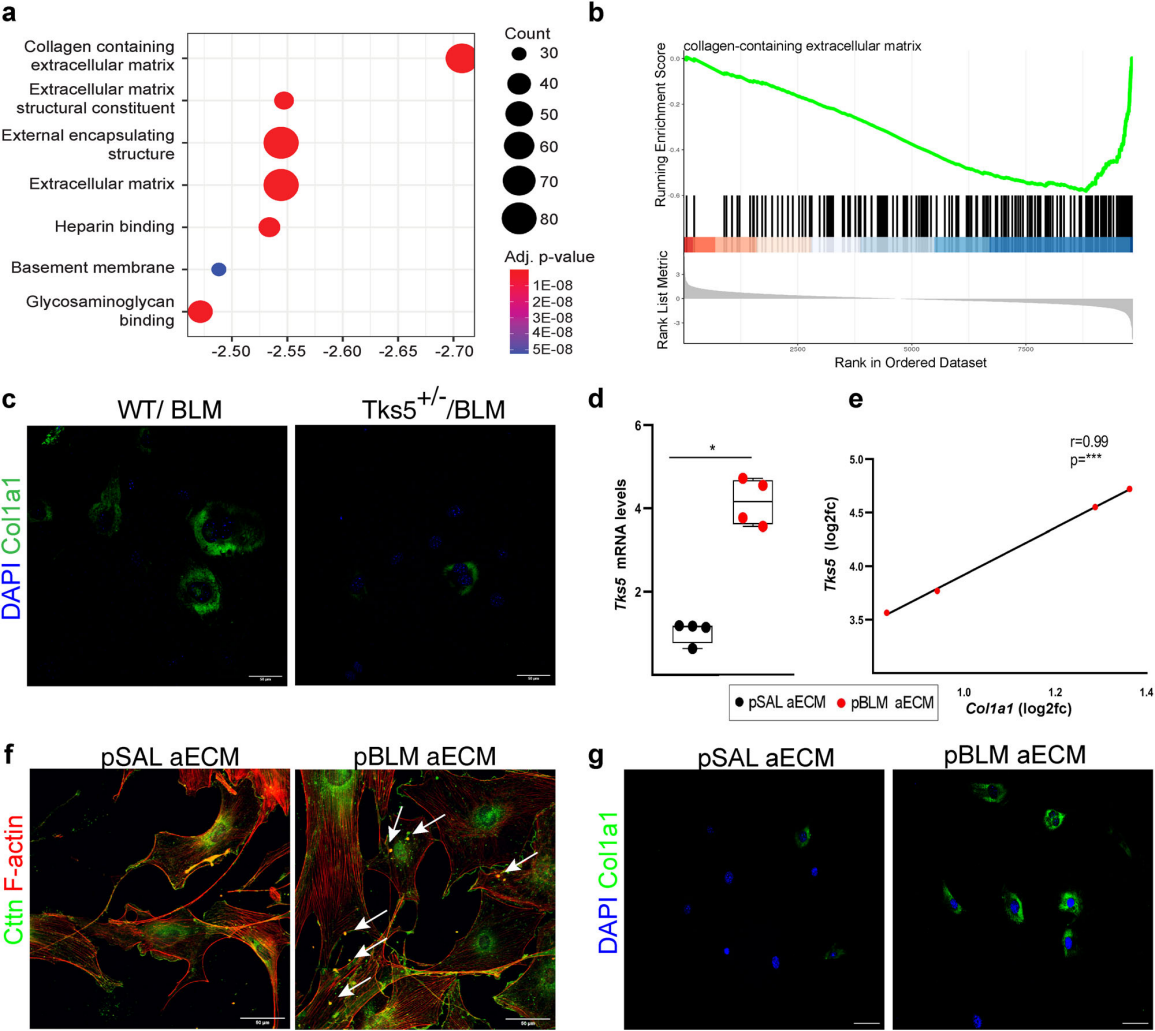
Tks5 haploinsufficiency in mouse lung fibroblasts (LFs) disrupts extracellular matric (ECM) homeostasis, that critically controls podosome formation and ECM invasion. **a** ECM-related gene ontology components are enriched for genes down-regulated in TGFβ stimulated Tks5^+/-^ LFs compared to their WT TGFβ treated counterparts. Gene-set enrichment analysis (GSEA) on expression data pre-ranked according to their fold change values. **b** Collagen containing extracellular matrix is the term most enriched in down-regulated genes according to gene-set enrichment analysis (GSEA). **c** Serum starved WT and Tks5^+/-^ LFs were immunostained for Col1a1 (green) and counter stained with DAPI (blue). Representative images are shown; scale bars = 50 μm. **d**, **e** Serum starved WT primary LFs were cultured in post saline (pSAL) and post bleomycin (pBLM) aECM. *Tks5* and *Col1a1* mRNA expression was interrogated with Q-RT-PCR; *n* = 4; values were normalized over the expression of the housekeeping gene *B2m* and presented as fold change over control. Statistical significance was assessed with two-tailed Mann-Whitney test; ^*^p = 0.0286. **e** Two tailed pearson correlation plot of *Col1a1* expression in the same samples; ^***^p = 0.0004, *r* = 0.99. **f**, **g** Representative composite images from double immunostaining for F-actin (red) and Cortacin (Cttn; green; **f**) or Col1a1 (**g**; green) counter stained with DAPI (blue); arrows indicate representative podosomes; scale bars = 50 μm. In all panels, representative experiment out of 2 successful independent ones are shown; all samples are biologically independent; boxplots visualize the median of each distribution; upper/lower hinges represent 1^st^/3^rd^ quartiles; whiskers extend no further than 1.5 ^*^IQR from the respective hinge. Source data for all panels are provided as a Source Data file.

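With each library left out in turn, the mean log2 fold change of the ECM structural genes in the libraries labelled Tks5+/- was -1.03 to -0.84. With each library corrected for its trend with transcript length, an alternative chosen after seeing the data, it was -0.63 (adjusted p = 1.73e-04), and with length and GC content corrected together -0.52 (adjusted p = 0.00169). Over all alternatives of this list, the adjusted p ran from 1.99e-11 to 0.218, the highest from camera with an estimated correlation. Under the 6 scalings, between 38 and 52 of its genes were called lower and 3 or 4 higher. In its title of Fig. 6, the paper states that ECM homeostasis is disrupted in LFs with Tks5 haploinsufficiency, and its panel a sets this beside the ECM terms enriched among the genes lower in Tks5+/- LFs.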

### Src-inhibition potently reduces podosome formation and attenuate pulmonary fibrosis

Τo identify pharmaceutical compounds that can induce a similar transcriptional profile as that of the defective in ECM invasion *Tks5*^+/-^ LFs, the TGFβ-induced *Tks5*^+/-^ LFs profile was queried against the connectivity map (CMap) LINCSL1000 database (Fig. 7a), a public resource that contains >10^6^ gene expression signatures of different cell types treated with a large variety of small molecule compounds^33^. Among the identified compounds with similar expression signatures, several have already been shown to have a positive effect in disease pathogenesis in animal models (Fig. 7a and Supplementary Table 4). The identified possible therapeutic targets include the PDGF and VEGF receptors, which are pharmacologically targeted by the current IPF standard of care (SOC) compound nintedanib^34^. More importantly, the list also includes an inhibitor of Src, a TGFβ/PDGF-inducible, non-receptor tyrosine kinase essential for podosome formation^35^. To verify the in silico findings in our experimental settings, TGFβ-activated NHLFs were incubated with nontoxic, increasing concentrations of nintedanib and A-419259, a commercially available src inhibitor. Both nintedanib but especially A-419259 reduced both *TKS5* and *COL1A1* expression (Fig. 7b–e), as well as podosome formation (Fig. 7f, g) and aECM LF invasion (Fig. 7h).

**Fig. 7:**
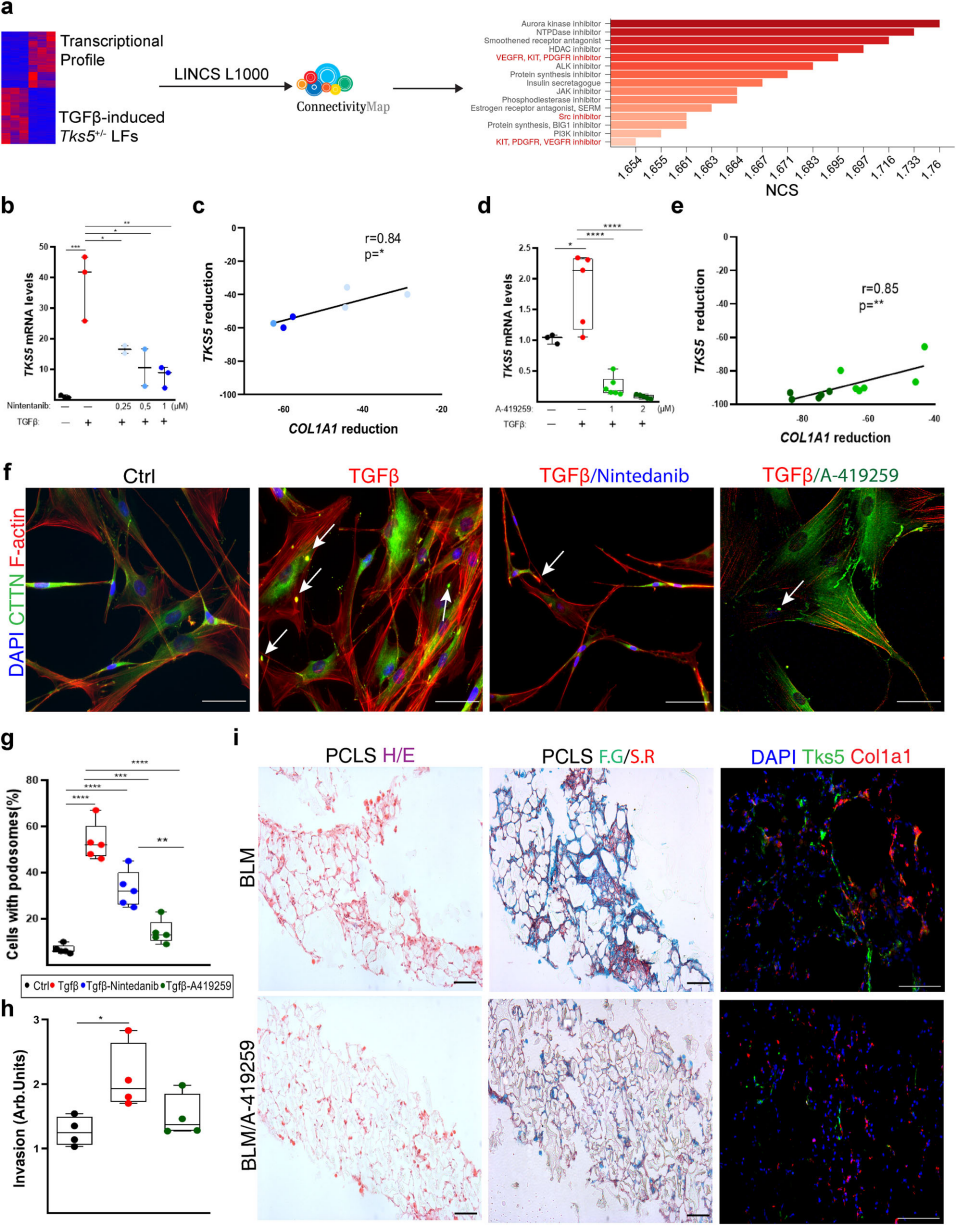
Src-inhibition potently reduces podosome formation, extracellular matrix (ECM) invasion and attenuates pulmonary fibrosis. Serum starved, primary normal human lung fibroblasts (NHLFs) were pretreated for 1 h with A-419259 (SRC inhibitor) and Nintedanib, and then stimulated with recombinant human TGFβ (10 ng/ml) for 24 h. **a** Graphical representation of connectivity (CMap) analysis using LINCS1000 resource of the TGFβ-induced *TKS5*^*+/-*^ expression profile. **b**, **c** *TKS5* and *COL1A1* mRNA expression was interrogated with Q-RT-PCR. Values were normalized to the expression values of the housekeeping gene *B2M* and presented as fold change over control; *n* = 3/3/3/3. Statistical significance was assessed with two-tailed one-way ANOVA; ^***^p = 0.0008, ^*^p = 0.0397/0.0107 ^**^p = 0.003. **c** Two tailed Pearson correlation plot of *COL1A1* reduction in the same samples (^*^p = 0.0202, *r* = 0.84). **d**, **e** *TKS5* and *COL1A1* mRNA expression was interrogated with Q-RT-PCR. Values were normalized over the expression values of the housekeeping gene *B2M* and presented as fold change over control; *n* = 3/5/6/5. Statistical significance was assessed with two-tailed one-way ANOVA; ^*^p = 0.0202, ^****^p < 0.0001. **e** Two tail**e**d spearman correlation plot of *COL1A1* reduction in the same samples; ^**^p = 0.0018, *r* = 0.85. **f** Representative composite images from double immunostaining for F-actin (red) and Cortactin (cttn; green) counter stained with DAPI (blue); arrows indicate representative podosomes; scale bars = 50 μm. **g** Quantification of the number of podosome-containing cells per optical field; *n* = 5. Statistical significance was assessed with two-tailed one-way ANOVA; ^****^p < 0.0001, ^***^p = 0.0006, ^**^p = 0.0014. **h** Invasion capacity of NHLFs (*n* = 4), upon A-419259 pretreatment and TGF-β stimulation, as detected with the transwell invasion assay; *n* = 4. Statistical significance was assessed with two-tailed one-way ANOVA; ^*^p = 0.0294). **i** Src-inhibition attenuates pulmonary fibrosis in mouse precision cut lung slices (PCLS) generated post BLM (d11) administration. Treatment with A-419259, was administered in the first 24 h after slicing for 3 consecutive days. Representative images from PCLS stained with H&E, Fast green/Sirius red (F.G./S/R.; green/red) and from double immunostaining for Tks5 and Col1a1 (green/red) are shown; scale bars=50 μm. In all panels, representative experiment out of 2 successful independent ones are shown. In all panels, all samples are biologically independent; boxplots visualize the median of each distribution; upper/lower hinges represent 1^st^/3^rd^ quartiles; whiskers extend no further than 1.5 ^*^IQR from the respective hinge. Source data for all panels are provided as a Source Data file.

To examine possible therapeutic effects of src inhibition in pulmonary fibrosis, we generated mouse precision cut lung slices (PCLS) post BLM (d11) administration, which were then incubated with A-419259 for 3 consecutive days, resulting in the attenuation of pulmonary fibrosis (Fig. 7i). Moreover, the same inhibitor was administered for 6 days by inhalation (4 ml of 0182 mg/ml for 5 mins/6 mice, corresponding to 2 mg/Kg per mouse) to conscious, softly re-strained mice, in a therapeutic mode (7d post BLM; Fig. 8a); no lethality was observed (Fig. 8b); minimal changes were observed in weight loss (Fig. 8c). Remarkably, src inhibition decreased, pulmonary edema (Fig. 8d) and inflammation (Fig. 8e), and attenuated Col production (Fig. 8f, g). Accordingly, src inhibition attenuated collagen deposition in the lung tissue, and prevented BLM-induced architectural distortion (Fig. 8h, i). Therefore, the TKS5-mediated podosome formation is a druggable pathologic process, which can be potently targeted by Src inhibition.

**Fig. 8:**
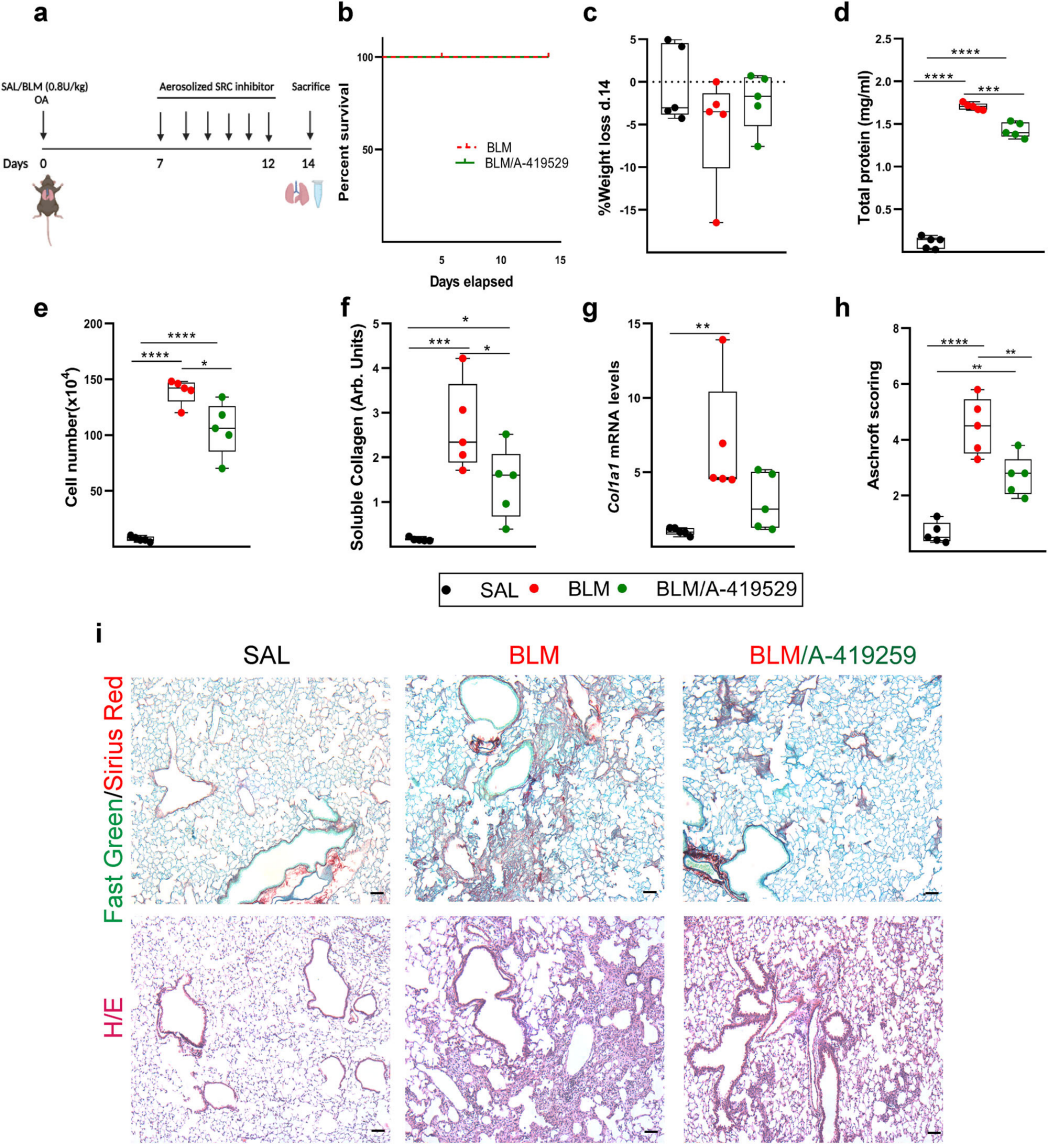
Src inhibition attenuates bleomycin (BLM)-induced pulmonary fibrosis. **a** Schematic representation (biorender.com) of the BLM model and drug administration; *n* = 5. **b** Kaplan Meyer survival curve post BLM administration. **c** Weight change post BLM administration. **d** Total protein concentration in bronchoalveolar lavage fluids (BALFs), as determined with the Bradford assay. Statistical significance was assessed with two-tailed one-way ANOVA; ^****^p < 0.0001, ^***^p = 0.0001. **e** Inflammatory cell numbers in BALFs, as counted with a hematocytometer. Statistical significance was assessed with two-tailed one-way ANOVA; ^****^p < 0.0001, ^*^p = 0.0115. **f** Soluble collagen levels in the BALFs were detected with the direct red assay. Statistical significance was assessed with two-tailed one-way ANOVA; ^***^p = 0.0004, ^*^p = 0.0473. **g** *Col1a1* mRNA expression was interrogated with Q-RT-PCR. Values were normalized over the expression of the housekeeping gene *B2m* and presented as fold change over control. Statistical significance was assessed with two-tailed Kruskal Wallis; ^**^p = 0.0094. **h** Quantification of fibrosis severity in Hematoxylin & Eosin (H/E) stained lung sections via Ashcroft scoring. Statistical significance was assessed with two-tailed one-way ANOVA; ^****^p < 0.0001, ^**^p = 0.0028/0.0074. **i** Representative images from lung sections of murine lungs of the indicated genotypes, stained with Fast Green/Sirius Red (F.G/S.R; green/red) and H&E; scale bars = 50 μm. In all panels, all samples are biologically independent; boxplots visualize the median of each distribution; upper/lower hinges represent 1^st^/3^rd^ quartiles; whiskers extend no further than 1.5 ^*^IQR from the respective hinge. Source data for all panels are provided as a Source Data file.

## Discussion

Increased *TKS5* expression was detected, for the first time in a non-malignant disease^15^, in the lung tissue of IPF patients and BLM-treated mice (Fig. 1 and Supplementary Figs. 1–2). Increased *TKS5* expression has been previously reported, beyond cancer cell lines, in lung adenocarcinoma^20^, further extending the similarities of IPF and lung cancer^13^. *TKS5* mRNA expression in the lung tissue, of both humans and mice, correlated with the mRNA expression of *COL1A1*, a hallmark of deregulated expression in IPF, while *TKS5* expression in fibrotic lungs was predominantly localized in the alveolar epithelium and COL1A1-expressing LFs (Fig. 1 and Supplementary Figs. 1-3), pending larger scale immunohistochemical studies.

TGFβ, the prototypic pro-fibrotic factor, was found to be a very potent inducer of *TKS5* expression and podosome formation in fibroblasts (NHLFs, NMLFs, MRC5, 3T3)(Fig. 2, Supplementary Figs. 4-5), as previously reported only for THP-1 macrophages^36,37^ and primary aortic endothelial cells^38,39^. Other well established pro-fibrotic growth factors in the lung have been reported to modulate podosome formation in different cell types: PDGF in synovial fibroblasts^40^ and smooth muscle cells^41^, and VEGF in endothelial cells^42^, suggesting that they could exert similar stimulatory effects on LFs. Moreover, PGE_2_, which suppresses pulmonary fibrosis^43^, has been reported to promote the dissolution of podosomes in dendritic cells^44^, suggesting that the diminished PGE_2_ levels in IPF^43^ also favor the formation of podosomes. Remarkably, the formation of podosomes in LFs was shown to be an inherent property of IPF and post BLM LFs that can be maintained in culture in the absence of any stimulation (Fig. 3, Supplementary Figs. 6-7). In agreement, increased invadosome formation was very recently reported in IPF LFs (3–7 passages), correlating with fibrosis severity^45^. Therefore, podosome formation is an unappreciated central response of LFs to pro-fibrotic factors and a major inherent characteristic of IPF LFs, likely contributing to their accumulation and the formation of foci, a hallmark of UIP/IPF.

*Col1a1* mRNA levels were found to consistently correlate with *Tks5* mRNA levels in both humans and mouse lung tissue or LFs (Figs. 1–3 and 5, and Supplementary Figs. 1, 3, and 9). *Tks5*^+/-^ LFs were shown to produce less Col1a1 post BLM (Fig. 6c), as also reflected in the reduced overall collagen deposition in the lungs of *Tks5*^+/-^ mice (Fig. 4g). Culture of LFs on Col1a1-rich aECM promoted *Tks5* expression and podosome formation (Fig. 6d–), as well as further *Col1a1* expression, emphasizing a TGFβ-induced Col1a1-podosomes interdependency in the context of the suggested crosstalk of ECM with podosomes^46^. Accordingly, Col1 has been shown to stimulate Tks5-dependent growth, while the degree of collagen fibrilization has also been reported to have a decisive effect on podosome formation^47^, likely though the Discoidin domain receptors (DDRs) that mediate collagen binding^48^. 

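Ddr1, on chromosome 17 of GRCm38 from 35681567 to 35704621, had 129, 118 and 157 counts in wt replicates 1, 2 and 3 and 58, 52 and 44 in the libraries labelled Tks5+/-. Its level was 68.1 ± 13.1 CPM (SD, n = 3) in wt LFs and 28.3 ± 5.02 (SD, n = 3), and its log2 fold change -1.26 (standard error 0.24, adjusted p = 1.81e-04). Leaving out each library in turn gave -1.37 to -1.08, and every one of the libraries labelled Tks5+/- lay below every wt library (exact two-sided permutation test, p = 0.1). Ddr2, on chromosome 1 of GRCm38 from 169972307 to 170110762, had 186, 222 and 221 counts in wt LFs and 157, 115 and 133 in the libraries labelled Tks5+/-. It went from 107 ± 21.6 CPM (SD, n = 3) in wt LFs to 73.8 ± 10.7 (SD, n = 3), a log2 fold change of -0.53 (standard error 0.22, adjusted p = 0.0539), and was not called. The groups overlapped (exact two-sided permutation test, p = 0.2). The end of Ddr2 overlaps 3110045C21Rik on the opposite strand. Ddr2 was lower and called with the upper-quartile scaling (-0.56, adjusted p = 0.0430), with the authors' normalized counts and limma (-0.68), with the genes limited to those with at least 10 counts in every library (-0.58), with the GC correction (-0.68) and with library totals as the scaling (-0.94). It was also called without wt replicate 3 (-0.70, adjusted p = 0.0186) or without Tks5+/- replicate 1 (-0.60, adjusted p = 0.0491). With the correction for transcript length it was 0.043. Over all its alternatives the adjusted p of Ddr2 ran from 0.00199 to 0.952.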

The expression of both DDR1 and 2 were found downregulated in TGFβ-induced *Tks5*^+/-^ LFs (Supplementary Data 1), suggesting that DDR signaling, and consequent tyrosine kinase activation could mediate the observed TGFβ-Col1a-induced podosome formation. While the reverse signaling from the overproduction of collagen and the regulation of DDR1/2 should be further researched in the context of IPF, the therapeutic potential of DDR inhibitors, currently explored for metastatic cancer^49^, should be also investigated.

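Eln, on chromosome 5 of GRCm38 from 134702593 to 134747323, had 2130, 3180 and 1874 counts in wt replicates 1, 2 and 3 and 379, 309 and 272 in the libraries labelled Tks5+/-. Its level went from 1256 ± 513 CPM (SD, n = 3) in wt LFs to 176 ± 34.6 (SD, n = 3) in the libraries labelled Tks5+/-, a log2 fold change of -2.83 (standard error 0.29, adjusted p = 3.76e-07). The fall was larger than the spread between replicates, and the wt libraries and the libraries labelled Tks5+/- did not overlap (exact two-sided permutation test, p = 0.1). With each library left out in turn, the log2 fold change lay between -3.13 and -2.56. Eln was lower and called under every alternative run with a test.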

Another potent podosome inducer is tropoelastin^46^, the soluble precursor of the cross-linked ECM protein elastin (Eln) whose expression was found accordingly downregulated in podosome deficient *Tks5*^+/-^ LFs (Supplementary Data 1). Moreover, and beyond individual fibrosis-modulating factors, the stiff fibrotic post-BLM aECM was shown to stimulate *Tks5* expression and podosome formation in LFs and to perpetuate the increased expression of Col1a1 (Fig. 6). In agreement, increased substrate rigidity, modeled with gelatin or polyacrylamide, has been previously shown to promote invadopodia activity^50^. Therefore, the formation of podosomes in LFs upon mechanical cues from the stiff ECM of fibrotic lungs is a major component of the suggested crosstalk of ECM with fibroblasts^51,52^, especially considering the age-related increase of ECM stiffness in the lungs^7^, and the suggested role of mechanosensitive signaling in LF activation and pulmonary fibrosis^53^.

Given the necessity of TKS5 expression for embryonic development, the results presented here suggest that the formation of podosomes in LFs is a developmental program that gets aberrantly re-activated in IPF from pro-fibrotic factors, perpetuating LF activation and stimulating ECM invasion and LF accumulation. The re-activation of developmental pathways is a common theme in organ fibrosis, e.g. wnt and ATX/LPA signaling in pulmonary fibrosis, providing increased plasticity and regeneration potential, as well as increased cell proliferation, migration and invasion.

Ubiquitous genetic Tks5 haploinsufficiency was shown to attenuate BLM-induced pulmonary fibrosis with a plethora of readout assays (Fig. 4), and *Tks5*^+/-^ LFs were shown to form fewer podosomes, resulting in diminished aECM invasion (Fig. 5), thus establishing a major pathogenetic role for Tks5-enabled podosomes and LF ECM invasion in pulmonary fibrosis. ECM invasion by non-leukocytes, a hallmark of cancer^12^, is gaining increased attention in pulmonary fibrosis. IPF HLFs were shown to invade matrigel more efficiently than NHLFs or HLFs from other interstitial diseases^8,10,11^. Enhanced invasion correlated with increased actin stress fibers^10^, and was suggested to be mediated, in part, by fibronectin and integrin α4β1 signaling^11^, or hyalrounan (HA) and CD44 signaling^8^. CD44 has been localized in invadopodia in breast cancer cells and has been shown to be required for invadopodia activity^54^, while TKS5^+^ LFs were found to preferentially express CD44 (Fig. 1f), suggesting that HA/CD44 participate in the regulation of podosome formation in LFs. TKS5^+^ LFs were also found to express preferentially CD274/PD-L1 (Fig. 1f), a proposed marker of invasive IPF LFs^55^, suggesting yet another potential signaling input for podosome formation. Moreover, BALFs from BLM-treated mice or IPF patients stimulated ECM invasion of LFs^56,57^, shown to be attenuated upon silencing LPAR1, EGFR and FGFR2 receptors^56^, or by interfering with Sdc4-CXCL10 interactions^57^, suggesting additional signals that could modulate LF invasion. HER2/EGFR2, a therapeutic target in breast cancer, has been also proposed to drive invasion in LFs^58^, suggesting again similarities with metastatic ADC, and further suggesting repurposing a-HER-2 agents for the treatment of IPF. 

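The 10 genes Fstl3, Il11, Hbegf, Ccn2, Inhba, Podxl, Sema7a, Bcl2a1b, Bcl2a1d and Sh3rf1 were chosen by the study on these libraries, so their adjustment as a list is not independent evidence. Of the 9 genes kept for the test, 8 were lower in the libraries labelled Tks5+/-, both over all genes and adjusted over the list alone, and their mean log2 fold change was -1.51 (camera, adjusted p = 0.00148). Leaving out each library in turn gave means of -2.06 to -1.37. Il11, on chromosome 7 of GRCm38 from 4772373 to 4782859, went from 199.6 ± 54.7 CPM (SD, n = 3) in wt LFs to 71.2 ± 20.0 (SD, n = 3), with a log2 fold change of -1.49 (standard error 0.24, adjusted p = 3.43e-05). Hbegf fell from 26.0 ± 3.95 CPM (SD, n = 3) in wt LFs to 6.03 ± 1.96 (SD, n = 3), with -2.10 (standard error 0.34, adjusted p = 3.40e-05). For Fstl3 the log2 fold change was -0.94 (standard error 0.24, adjusted p = 0.00262). Its end overlaps Prss57 on the opposite strand. Ccn2 had the most counts, between 5270 and 12447 per library, and a log2 fold change of -0.61 (standard error 0.22, adjusted p = 0.0244). It was not called without wt replicate 1 (adjusted p = 0.0699), wt replicate 2 (adjusted p = 0.108) or Tks5+/- replicate 3 (adjusted p = 0.183), and its adjusted p over all alternatives ran from 8.04e-05 to 0.183. Inhba, at -0.64 (standard error 0.23, adjusted p = 0.0261), was not called without wt replicate 1, wt replicate 3, Tks5+/- replicate 1 or Tks5+/- replicate 2, with adjusted p values of 0.0732, 0.0756, 0.133 and 0.148. It was -0.20 and not called with the correction for transcript length (adjusted p = 0.512, against 4.43e-04 to 0.512 over all its alternatives). Podxl (0, 0 and 6 counts in the libraries labelled Tks5+/-) and Sema7a (5, 0 and 1) were near the limit of the depth, with log2 fold changes of -2.87 (adjusted p = 0.00185) and -2.46 (adjusted p = 0.00451). Over the libraries left out, Podxl ran from -7.01, without Tks5+/- replicate 3, to -2.27. Sema7a ran from -4.20, without Tks5+/- replicate 1, to -1.91, and both were called in every such fit. Bcl2a1b and Bcl2a1d are paralogs whose reads the counting could have split between them, so both are uncertain. Bcl2a1b had 14, 9 and 56 counts in wt LFs and 3, 9 and 2 in the libraries labelled Tks5+/-, a log2 fold change of -2.19 (standard error 0.60, adjusted p = 0.00572). Without wt replicate 3 it was -1.38 and not called (adjusted p = 0.0949, against 1.20e-04 to 0.0949 over all its alternatives). Bcl2a1d had 7, 8 and 23 counts against 0, 2 and 1, at least 3.51-fold lower, and was not kept for the test. Sh3rf1 was not called, at 179 ± 23.5 CPM (SD, n = 3) in wt LFs and 146 ± 37.6 (SD, n = 3) and a log2 fold change of -0.30 (standard error 0.22, adjusted p = 0.282). It was lower and called on the authors' normalized counts with limma (-0.67, adjusted p = 0.0231) and above 0 with the correction for transcript length (0.060), and its adjusted p over all alternatives ran from 0.0127 to 0.843.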

Interestingly, several of the identified invasion-associated genes (Fstl3, Il11, Hbegf, Ccn2, Inhba, Podxl, Sema7a, Bcl2a1b, Bcl2a1d, Sh3rf1) were found down regulated in the *Tks5*^+/-^ invasion-defective LFs (Supplementary Data 1 and Supplementary Fig. 10d), further supporting the functional results on the role of TKS5 and podosomes in LF ECM invasion.

Given the expression of TKS5 in other cell types in IPF, like epithelial and basal cells (Fig. 1 and Supplementary Fig. 1) that are both intricately linked with IPF pathogenesis, a role for TKS5 in these cell types cannot be excluded. Podosome-like structures have been reported in epithelial cells, suggested to regulate their basement membrane adhesion^59,60^, and thus, likely, re-epithelization, an essential process in wound healing. Moreover, pharmacologic inhibition of src-kinase, a master regulator of podosomes, was shown to attenuate IPF-basal cells-induced pulmonary fibrosis in minimally BLM-injured immunodeficient mice^61^. However, conditional epithelial deletion of Tks5 in future studies will be further required to dissect a possible pro-fibrotic role for TKS5 and podosomes in these cell types.

MMP9, a podosome enriched MMP (Fig. 2), has been previously found to be expressed in IPF, localized on reactive alveolar epithelial cells, basal-like cells, clusters of alveolar macrophages, as well as subepithelial fibroblasts^62,63^. Epithelial MMP9 has been suggested to partly mediate wound healing in keratinocytes via its proteolytic activity in podosomes, in association with CD44^60^. Moreover, CD44-bound MMP9 at the cell surface of cancer cells was shown to cleave latent TGFβ, and thus promote its activation^64^, and thus, possibly, the activation of subepithelial fibroblasts in IPF. On the other hand, profibrotic Thy1^-^ fibroblasts with increased migration potential were also shown to express MMP9 following stimulation with TGFβ^65^. As found here, post BLM LFs, that had increased Tks5/Col1a1 levels (Supplementary Fig. 7l, m) and increased podosomes (Supplementary Fig. 7o, p), also expressed higher MMP9 levels (Supplementary Fig. 7n). Although genetic deletion of MMP9 in mice (and/or MMP2) had minimal effects in Ad-TGFβ-induced pulmonary fibrosis^66^, antibody-mediated MMP9 targeting demonstrated antifibrotic efficacy in a humanized immunodeficient model of IPF induced by IPF lung extracts, but only when fibrosis was promoted by “responder” IPF cells that had been shown to have reduced phosphorylated SMAD levels in response to a-MMP9 treatment in vitro^63^. Further studies will be required to appreciate the role of MMP9 in the pathogenesis of IPF and the possible therapeutic potential of targeting MMP9.

Connectivity MAP (CMap) analysis has emerged as an invaluable tool to connect gene expression, drugs and disease states^33^. CMap analysis of scRNAseq of IPF bronchial brushings suggested that src inhibition can reverse the observed pro-fibrotic transcriptional changes in IPF bronchial airway basal cells^61^. Moreover, CMap analysis of IPF transcriptional profiles and the nintedanib and pirfenidone corresponding transcriptional signatures, indicated src inhibition as the strongest connection^67^. As shown here, CMap analysis of the TGFβ-induced *Tks5*^+/-^ LFs profile identified, among established and promising others, src inhibition as a possible treatment to limit LF invasion (Fig. 7) and therefore pulmonary fibrosis. In agreement, src inhibition was shown to reduce *Tks5* levels and podosome numbers, to decrease aECM invasion and to reverse fibrosis in PCLS (Fig. 7) and to attenuate BLM-induced pulmonary fibrosis in vivo when administered by inhalation (Fig. 8). The aerosolized delivery, infrequent in IPF and animal models, opens new possibilities in IPF treatment, localizing treatment and avoiding systemic toxicity, as well as possibly increasing efficacy. The Src inhibitor Saracatanib, that has been previously also shown to attenuate BLM-induced pulmonary fibrosis^67^, has recently entered clinical trials (NCT04598919), and if therapeutic effects are as efficient as in mice, the inhibition of podosome formation in LFs qualifies as a major part of its mode of action. Moreover, targeting kinase-mediated podosome formation, an inherent pathogenic LF property as shown here, as well as structural (TKS5 and its protein-protein interactions) or effector (MMP 2/9/14) podosome components, are very promising therapeutic targets in pulmonary fibrosis.

## Methods

All experimentation was performed according to the respective ethical regulations as outlined below.

### Datasets

All analyzed, re-normalized datasets (Supplementary Table 1) were sourced from Fibromine;^21^ Differentially expressed genes (DEGs): FC > 1.2, FDR corr. *p* < 0.05.

### Patients

All studies with human patient samples were performed in accordance with the Helsinki Declaration principles. Lung tissue samples (Supplementary Table 2) were obtained through the University of Pittsburgh Health Sciences Tissue Bank and Yale University Pathology Tissue service, a subset of previously well characterized and published samples;^68^ studies had been approved by the Yale University Institutional Review Board (Yale IRB). LFs were isolated from the lung tissue of IPF patients and from the adjacent healthy tissue of patients undergoing open lung surgery for cancer (Supplementary Table 3) at the Department of Pulmonology, Bichat-Claude Bernard Hospital, Paris/France; studies were approved by the Committee for Personal Protection (CPP)—Ile de France 1 (#0911932). All patients consented in writing to the use of their samples for research purposes; no compensation was provided for their participation.

### Mice

Mice were bred at the animal facilities of Biomedical Sciences Research Center ‘Alexander Fleming’, under SPF conditions, at 20–22 °C,55 ± 5% humidity, and a 12 h light-dark cycle; food (Mucedola diet #4RF21: humidity 12%, protein 18,5%, fat 3%, carbohydrate 53,5%, crude fibers 6%) and water were provided ad libitum. Mice were bred and maintained in their respective genetic backgrounds for more than 10 generations. All randomly assigned experimental groups consisted of littermate age-matched mice. The health status of the mice was monitored once per day; no unexpected deaths were observed. Euthanasia was humanly performed in a CO_2_ chamber with gradual filling at predetermined time-points. All experimentation was approved by the Institutional Animal Ethical Committee (IAEC) of Biomedical Sciences Research Center “Alexander Fleming”, as well as by the Veterinary Service of the governmental prefecture of Attica, Greece (# 8441/2017).

### Bleomycin-induced pulmonary fibrosis

Pulmonary fibrosis was induced by a single oropharyngeal administration (OA) of 0.8 U/kg bleomycin hydrogen chloride (BLM) (Nippon Kayaku Co., Ltd., Tokyo, Japan) at day 0 into anesthetized (i.p.; xylazine, ketamine, and atropine, 10, 100, and 0.05 mg/kg, respectively) 8-10-week-old male and female mice; control groups received sodium chloride (SAL). Dose and route were selected upon prior extensive local testing to induce a solid fibrotic profile, while minimizing lethality. All randomly assigned experimental groups consisted of littermate mice. Disease development was assessed in comparison with WT littermates 14 days post-BLM, at the peak of the disease (which resolves at d21 post BLM in these settings).

The A-419259 pharmacologic src inhibitor was administered directly in the mouse lungs through inhalation, using the inExpose system (Scireq, Cat.Number IX-XN1-T6) to conscious, softly re-strained mice. The inhibitor was administered at a therapeutic mode, once daily for 6 consecutive days, starting from day 7 post BLM administration. A-419529 was diluted in saline at a concentration of 0.182 mg/ml and 4 ml was administered for 5 mins in a group of 6 mice, corresponding to a final dose of 2 mg/kg per mouse. Control groups received aerosolized saline.

Following weighing, respiratory functions were measured with FlexiVent (SCIREQ, Montreal, Canada), according to manufacturer instructions and as previously described^24,43^. Briefly, a pressure-volume loop (PV) perturbation and a forced oscillation technique (FOT, single and low frequency) were applied in tracheotomized mice to produce the indicated measurements.

Bronchoalveolar Lavage fluid (BALF) was obtained by lavaging the lungs with 1 ml of 0.9% sterile sodium chloride three times. After the isolation, the samples were centrifuged at 1200 g for 10 min at 4 ^°^C, the first BALF supernatant was stored at -80 ^°^C for protein and collagen measurements. To estimate pulmonary inflammation, BALF cell pellets were redissolved in 1 ml saline, stained with 0.4% Trypan Blue solution and were counted with the use of a Neubauer hematocytometer. Total protein levels in BALFs, an indication of pulmonary edema and vascular leak, were assessed with the Bradford assay according to the manufacturer’s instructions (Bio-Rad, Hercules, CA, USA). In a 96-well plate 5 μl of every BALF sample is placed, followed by the addition of 245 μl of 1x Bradford reagent (Serva/ 39222.03) and incubation for 5 minutes in the dark. Absorbance values were then measured at 595 nm, using a spectrometer, and were converted in concentration values (mg/ml) using a bovine serum albumin standard curve (BSA 0–2 mg/mL). Total soluble collagen in BALFs was quantified using the Sirius Red assay. 50 μl of BALF samples, diluted in 350 μl of 0.5 M acetic acid, were incubated for 30 min with 400 μl of Direct (365548-5 G Sigma-Aldrich) at RT, in the dark. This was followed by centrifugation, at 12000 g for 10 min and isolation of 200 μl of the supernatants. Absorbance values were measured at 540 nm, using a spectrometer, and were converted in concentration values (μg/ml) using a rat tail collagen I (C7661-5mg Sigma Aldrich) standard curve (0–500 μg/mL).

### Histology

The right lung was fixed overnight in 10% neutral buffered formalin and embedded in paraffin. 5μm lung sections were cut using a Microtome and stained with Hematoxylin/eosin (H&E) (Papanicolaou’s solution HX16967353 Sigma Aldrich/ Eosin G CI45380 ROTH) with standard protocols. Fibrosis development was quantified by two independent reviewers, in a blinded manner, based on a modified Ashcroft score (0, normal lung; 1, isolated alveolar septa with gentle fibrotic changes; 2, fibrotic changes of alveolar septa with knot-like formation; 3, contiguous fibrotic walls of alveolar septa; 4, single fibrotic masses; 5, confluent fibrotic masses; 6, large contiguous fibrotic masses; 7, air bubbles; 8, fibrous obliteration). For Fast green-Sirius red (F.G/S.R) collagen staining, lung sections were deparaffinized in xylene and ethanol and incubated in Bouin’s solution (75% picric acid/ 25% formaldehyde/ 1% acetic acid), for 1 hour at 56 ^°^C, followed by staining with Fast Green (Glentham Life Sciences GT3407/100 g) 0,04% in picric acid for 15 minutes and Sirius Red 0,1%/Fast Green 0,04% dissolved in picric acid (197378-100 g Sigma-Aldrich) for 40 minutes. Stained sections were washed in acetic acid, then dehydrated and mounted with DPX (06522-500 ml Sigma-Aldrich). PCLS, isolated and cut as described below stained with H&E. For X-gal (Lac-Z), freshly isolated mouse lungs were inflated with 0,1 g/ml sucrose in 50% OCT/PBS, followed by the simultaneous embedding and freezing in OCT, using isopentane and dry ice. Sections of 6-10 μm were cut using a cryotome and fixed in 2% formaldehyde/ 0,2% glutaraldehyde for 15 minutes at 4 °C. Next, they were washed twice in cold PBS/ 2 mM MgCl_2_ (PENTA) for 10 minutes and stained overnight with X-gal staining solution (2 mg/mL X-gal in 0.1 M Sodium phosphate buffer pH=7.3, 0,01% Sodium deoxycholate (30970 FLUKA), 5 mM K_3_Fe(CN)_6_ (60300 FLUKA), 5,7 mM K_4_Fe(CN)_6_ (12639 Riedel-de Haeen), 2 mM MgCl_2_, 0,02% NP-40 (UN3082 Applichem) at 37  ^°^C in the dark. The sections were then rinsed twice with PBS/2 mM MgCl_2_ and dH_2_O for 5 minutes at room temperature, counterstained with eosin following by dehydration and mounting with DPX. Imaging was performed using a Nikon Eclipse E800 microscope (Nikon Corp., Shinagawa-ku, Japan) attached to a Q Imaging EXI Aqua digital camera, using the Q-Capture Pro 7 software. For immunohistochemistry studies, lung sections were deparaffinized in xylene, rehydrated in a gradient of ethanol, and briefly washed with water. The slides were kept in tap water until ready to perform antigen retrieval with sodium citrate buffer with pH 6.0 by autoclave for 20 min. Then they were treated with blocking solution (10% normal goat serum/2% BSA; A9647 Sigma Aldrich) at room temperature for 1 h and incubated with primary antibodies overnight at 4  ^°^C. After washing, they were incubated with fluorophore-conjugated secondary antibodies diluted in the blocking solution. Following this, sections were washed 3 times with PBS-T and mounted with medium containing DAPI (F6057, Sigma Aldrich) for nuclear visualization. Imaging was performed using a TCS SP8X White Light Laser confocal system (Leica).

### In vitro*/*ex vivo lung fibroblast cell model

Normal human lung fibroblasts (NHLFs) and IPF-HLFs were isolated from fresh tissue samples by plating several 2-3 mm pieces on 10 cm tissue culture plates in DMEM supplemented by penicillin/streptomycin solution, 10% FBS at 37^o^ C and 5% CO_2_ in a humidified atmosphere. 10-14 days following plating, proliferating fibroblasts surrounded the tissue pieces, which were then removed, and cells are detached with trypsin-EDTA solution and replated in F75 tissue culture flasks (P0) until confluent. Removed tissue pieces were replated in fresh 10 cm tissue culture plates for a second round of fibroblast outgrowth in the same conditions as above. Following 2-3 passages, homogeneous fibroblasts’ colonies are observed that can be frozen down; upon thawing 3-4 passages are needed to obtain adequate numbers for experimentation; HLFs are used until passage 7-8. A similar procedure was independently used for an additional NHLF clone (Fig. S3A-B), as previously published^69^.

Primary normal mouse lung fibroblasts (NMLFs) were isolated from 8-10-week- old C57Bl6/J mice and/or from BLM-challenged mice. Upon sacrifice, perfused lungs were excised in DMEM. Then lungs were minced and digested with 0.7 mg/ml collagenase type IV (C5138-Sigma), for 1 h at 37 ^°^C. Digestion was followed by filtration and the suspension was centrifuged at 1200 g for 5 min. Finally, the pellet was resuspended in DMEM (GIBCO 41966-029) containing 10% FBS (GIBCO 10437-028/ origin Mexico. All experiments were performed at passage 2-3.

Murine and human embryonic LFs cell lines, 3T3 and MRC5 respectively, were purchased from ATCC (#CRL-1658 and #CCL-171 respectively).

NHLFs, IPF-HLFs, NMLFs, 3T3 and MRC5 cells were cultured in DMEM supplemented with 10% fetal bovine serum (FBS) and streptomycin/penicillin (GIBCO 15140-122) and amphotericin (GIBCO 15290-018) and incubated at 37 °C and 5% CO_2_. Cells were cultured to 60-80% confluency, were starved overnight with serum-free DMEM ( + 0.1% BSA) and were exposed to 10 ng/ml recombinant human TGF-β1 (240-B-002 R&D SYSTEMS) for 24 h in serum-free DMEM. In control samples the dilutent of TGFβ (7.5% BSA in H_2_O) was used. For pharmacologic studies, NHLFs were seeded at 6-well plates, were serum starved and pre-treated for 1 h with the indicated increasing concentrations of various agents and their diluents in controls. After one hour of pre-treatment, cells were incubated with TGFβ as usual.

The proliferation of all LF cultures was quantified with the MTT assay in 96-well plates, where a common solution of OPTI-MEM (GIBCO 11058-021) and MTT (0,7 mg/ml) (ACROS ORGANICS158990010) was added into each well. After incubation for 4 h and having confirmed the formation of purple crystals, the media was removed, and acidified isopropanol was added into each well to dissolve the formazan crystalline product. Absorbance values were determined at 570 nm and background subtracted at 660 nm using an OPTImax (Microplate Photometer (Molecular Devises).

The spreading and migration capabilities of LFs were assessed in a scratch wound assay. Cells were cultured into a 12-well plate as above and left to grow. Upon confluency, TGFβ was added, as described above. A wound was generated using a sterile pipette tip. The plate was placed in a tissue culture incubator at 37 °C, and photos were taken under a reverse microscope at specific time intervals.

Migration and invasion were quantified also with Boyden chambers (Costar 20122024/REF3422) according to manufacturer’s instructions, as shown schematically in Fig. 5E. Briefly, LFs were added to the upper chamber which was pre-coated with aECM substrate (or not for migration) and allowed for 6 hours to invade/migrate through the transwell membrane to the lower side which was in touch with the starvation medium. Then, the cells which remained in the upper chamber were removed, while invasive or migratory cells, after washes and fixation, were stained with crystal violet. Additionally, stained cells were lysed with Lysis Buffer for 20 minutes and absorbance was measured at 550 nm using the TECAN Sunrise Microplate Photometer.

The proteolytic capacity of LFs was assessed with the Fluorescein gelatin degradation assay. 12-mm glass coverslips were acid washed with 20% nitric acid, incubated with 50 μg/ml poly-L-lysine, crosslinked with 0.5% glutaraldehyde and then coated for 20 min with 0.2% fluorescein-conjugated gelatin (Invitrogen, Gelatin from Pig Skin, Fluorescein Conjugate: G13187) in 2% sucrose (131621.1211Panreac) -containing phosphate buffered saline (PBS). Then, the coverslips were treated with sodium borohydride (NaBH4-Sigma 452882), washed with PBS, and transferred to a new 24-well-plate. Fibroblasts were seeded in gelatin-coated coverslips and treated with TGF-β1 as previously described. After 24 hours, medium was replaced with full medium and cells were processed for immunofluorescence, 24-48 hours later. The quantification of the degraded gelatin was analyzed using ImageJ, as previously described^70^. Briefly, the measurements of the degraded area, are reflected from the measurement of the “area fraction”, which has been followed from the threshold adjustment that represents the actual degradation. Following this process, the “area fraction” values were then normalized to the number of nuclei as measured from the Dapi channel of the correlated image.

For immunofluorescence staining, cells were seeded in coverslips (20.000 cells/well) and after starvation, incubated with TGF-β1 as usual. The cells were fixed with 4% PFA for 15 min and permeabilized with 0.1% Triton X (T8532, Sigma Aldrich) for 10 min. This was followed by blocking with 2% BSA in PBS for 1 h at RT. The cells were incubated overnight at 4 °C with primary antibodies. The next day, cells were washed, and incubated with a secondary antibody and conjugated phalloidin in 1% BSA/PBS for 60 min at RT. Finally, after washing, coverslips were mounted with a drop of mounting Fluoroshield medium (containing DAPI for nucleus labeling). Confocal microscope images were analyzed with ImageJ. Signal colocalization was performed via the orthogonal views and k-curves analysis with ImageJ tools showing the intensity per z-stacking or per distance of the maximal projection accordingly.

The decellularization and generation of acellular ECM (aECM) from mouse lungs was performed based on similar protocols for other tissues^71,72^. Briefly, whole lungs were isolated and treated with increasing concentrations of SDS (Fisher Bioreagents BP166) (0.01, 0.1, 1%) in a PBS solution, with 24 h incubation for each SDS concentration. For the final step, decellularized lung tissues were washed with PBS for at least 3 days, cut into small pieces and stored at -80 ^°^C. Frozen tissue was lyophilized using a lyophilizer and then milled in liquid nitrogen. To produce an ECM substrate, the milled form of the matrix was solubilized through enzymatic digestion. Pepsin (Sigma-Aldrich, P6887) was dissolved in 0.1 M HCl to make a concentration of 1 mg/ml. Approximately 10 mg of the ECM powder were digested in 1 mL of pepsin solution, in order to solubilize the ECM components. After approximately 48 hours, the matrix was diluted using 0.1 M acetic acid to make a 5 mg/ml concentration of lung ECM solution, which was used as a coating substrate for cells.

### Precision cut lung slices

C57-Bl/6, 8-10-week-old mice, were administered with SAL/BLM as described above. On day 11, mice were sacrificed and lungs, after perfusion, were inflated with 1 ml of with 1.5% Low Melting Agarose (15517-014-Invitrogen) in saline. Lungs were then isolated and incubated at RPMI medium (Thermo Fisher Scientific) supplemented with 10% FBS and 1% penicillin-streptomycin for 30 min at 4 ^ο^C to allow agarose polymerization. The left lobe of the agarose filled lungs, was cut into 200 μm slices (PCLS) with Vibratome. PCLS were then cultured in 700 μL of RPMI (GIBCO-21875-034) medium supplemented with 10% FBS and 1% penicillin-streptomycin in 24-well plates at standard conditions (37 °C and 5% CO_2_) overnight. Next, PCLS were incubated to 2μm of A-419259 (Src-family inhibitor) and H_2_O for 3 consecutive days, changing the treatment daily. In day 14, PCLS were fixed overnight with PFA (Sigma-Aldrich P6148) at 4 ^°^C, until slices embedded in paraffin. Finally, 5μm sections of PCLS were cut using a Microtome and stained for H&E, F.G/S.R and antibodies accordingly.

### Antibodies- reagents

Antibodies used in this study included anti-Tks5 (SH3 domain) rabbit monoclonal antibody (Merck, 3174822, 1:100), anti-SH3PXD2A mouse monoclonal antibody (Origene, clone OTI1F5-TA811757S, LOT F001, 1:250), col1a1 rabbit polyclonal antibody (Invitrogen, PA5-29569, LOT XK3738717 1:100), anti-A-actin (sma) mouse monoclonal antibody, (Origene, clone UM870129, LOT F001 1:250), recombinant Anti-Cortactin rabbit monoclonal (EP1922Y) antibody (Abcam, ab81208, 1:500), Alexa Fluor™ 633 Phalloidin (Invitrogen, A22284, LOT 2274768 1:50), MMP-9 XP Rabbit monoclonal (D6O3H) Antibody (Cell signaling #13667, LOT 3 1:100). Secondary antibodies included: Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Secondary Antibody Alexa Fluor 488 (Life technologies, A11008, LOT1470706), Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 555 (Life technologies, A21428, LOT 1670185), Goat anti-Mouse IgG (H + L) Highly Cross-Adsorbed Secondary Antibody Alexa Fluor 488 (Life technologies, A11029, LOT1705900) Goat anti-Mouse IgG (H + L) Highly Cross-Adsorbed Secondary Antibody Alexa Fluor 555 (Life technologies, A22424, LOT1726548); all used in 1:500 dilution; all antibodies were selected from previous publication, while all antibodies were validated by the corresponding manufacturers for the specific employed methodologies (IHC/IF). For pharmacological studies A-419259 inhibitor SML0446 (Sigma-Aldrich), Nintedanib SML2848 (Sigma-Aldrich) and Pirferidone P2116 (Sigma-Aldrich) were used.

### Real Time quantitative RNA RT-PCR

In human samples, RNA was extracted from 30 to 50 mg of frozen lung tissue in 700 μL of Qiazol (Lysis buffer, Qiagen, Valencia, CA) by tissue disruption and homogenization using an electric homogenizer (PolyTron homogenizer H3660-2A, Cardinal Health, Dublin, OH) at 15.000 g for 15 seconds, according to the manufacturer’s instructions. RNA was purified using the miRNeasy Mini kit (217004, Qiagen, Valencia, CA) with the assistance of the Qiacube automated system (9001292, Qiagen, Valencia, CA). The purity of the RNA was verified using NanoDrop at 260 nm and the quality of the RNA was assessed using the Agilent 2100 Bioanalyzer (Agilent, Technologies, Santa Clara, CA). Real-time PCR was performed with Taqman primers as described in the table below. Values were normalized to the expression of Β2Μ.

In mouse samples RNA was extracted from the left lung lobe using the Tri Reagent (TR-118) obtained from Invitrogen and treated with DNAse (RQ1 RNAse-free DNAse) prior to RT-PCR according to manufacturer’s instructions. cDNA synthesis was performed using 2 μg of total RNA per sample in 20-μl reaction using M-MLV RT (Promega). Real-time PCR was performed on a BioRad CFX96 Touch™ Real-Time PCR Detection System (Bio-Rad Laboratories). Values were normalized to the expression of b-2 microglobulin (b2m). The annealing temperature for all primers was 58 °C. Primers sequences for RT and genomic PCRs are depicted at Supplementary Table 5.

### RNA sequencing

Six total RNA samples were prepared, and their concentration was measured with nanodrop (ND1000 Spectrophotometer—PEQLAB). The samples measured to a concentration of 400-500 ng/μl and therefore 1 μl of RNA, from each sample was used to proceed with the library preparation. The RNA quality of each sample was measured in bioanalyzer (Agilent Technologies) using the Agilent RNA 6000 Nano Kit reagents and protocol. For the preparation of per sample libraries, the 3′ mRNA-Seq Library Prep Kit Protocol for Ion Torrent (QuantSeq-LEXOGEN™ Vienna, Austria) was used according to manufacturer’s instruction. Briefly, library generation was initiated by oligodT priming which contains the Ion Torrent compatible linker sequences. 5 to 500 ng per 5 μl of RNA from each sample was used to perform the first strand synthesis. After first strand synthesis any remaining RNA was removed and second strand synthesis was initiated by a random primer, containing Ion Torrent compatible linker sequences at its 5’ end, and a sequence polymerase. In line barcodes were introduced at this point. Second strand synthesis was followed by a magnetic bead-based purification step and the resulted purified library was amplified for 14 cycles and re-purified. Quality and quantity of each library was assessed in a bioanalyzer using the DNA High Sensitivity Kit reagents and protocol (Agilent Technologies). The quantified libraries were pooled together at a final concentration of 7 pM. The libraries pool was processed on the Ion Proton One Touch system where the libraries were templated and enriched using either the Ion PI™ Hi-Q™ OT2 200 Kit (ThermoFisher Scientific) and sequenced, with the Ion PI™ Hi-Q™ Sequencing 200 Kit on Ion Proton PI™ V2 chips (ThermoFisher Scientific) according to commercially available protocols. 3’ RNA-sequencing was performed on an Ion Proton™ System^73^, according to the manufacturer’s instructions. Initial analysis took place in Ion Torrent server.

### Single cell RNA-seq data re-analysis

Single cell RNA-seq data were downloaded from GSE122960 and processed with the R package Seurat (v.3.1.2 & 4.0.5)^74,75^. A similar to the original data analysis strategy was applied. Initially, each sample was processed on its own. After removing low-quality cells and genes, data were normalized using the LogNormalize method of Seurat and then top variable features were selected using the vst method. Data were scaled prior to principal component analysis (PCA) application and selection of the top principal components. The latter were used for a Shared Nearest Neighbor (SNN) graph-guided cell clustering and last, t-SNE dimensionality reduction was performed. Cell typing followed that of the original analysis as much as possible. Samples integration was performed with the standard Seurat v3 integration pipeline first for samples within each and then across phenotypes (donor and IPF). Integrated data were re-scaled, clustering and dimensionality reduction were repeated. Cell types inherited from single-sample analysis were validated and corrected whenever required according to the original publication of the dataset. Marker genes were identified using the Wilcoxon Rank Sum test applied on the “RNA” slot of the integrated samples object. Absolute fold change of at least 1.2 on natural scale and Bonferroni-corrected *p*-value < 0.05 were used as differential expression thresholds. Fibroblast sub-clusters were identified with a resolution of 0.1 after fibroblast cells were isolated from the rest of the dataset, re-scaled and new variable features were found as above.

### Data processing

Quant-Seq (Lexogen) FASTQ files obtained from the Ion Proton sequencing procedure were trimmed with Trim Galore (v.0.6.51) to remove low quality read ends using a Phred score of 20. Subsequently, a two steps alignment procedure was applied. Pre-processed reads were aligned against the GRCm38 reference genome (Ensembl) with HISAT2 (v.2.2.1)^76^ and then the reads left unmapped were subjected to a second alignment round using BOWTIE2 (v.2.3.5.1)^77^ with the -local and -very-sensitive local switches turned on.

### Computational analysis

Downstream analysis of the resulting BAM files was performed with metaseqR2 (v.1.9.2)^78^. Briefly, the raw BAM files, one per sample, were summarized to a 3’ UTR reads count table, using the package GenomicRanges (v1.44.0)^79^ and Ensembl mouse genome mm10. For the UTR counting, the entire 3’ UTR region, with a minimum length of 300 base pairs and 50 base pairs to flank the UTR end, was taken into consideration. In the resulting reads count table, each row represented one 3’ UTR region and each column a Quant-Seq sample. 

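In the authors' table of normalized counts, every library had the same total of 2062822, the same number of genes above 0, 15926, and the same set of sorted values, so that all 6 libraries had been brought to a single distribution. Among the raw counts of 50 or more that several genes of a library shared, over 99% went to more than 1 normalized value, so the normalized value did not depend on the raw count alone. The log2 ratio of normalized to raw counts rose with the GC content of the transcripts in the libraries labelled Tks5+/-, with Spearman's rho of 0.192, 0.352 and 0.247 across genes in replicates 1, 2 and 3. In wt LFs rho was -0.0164, -0.253 and 0.0322. Genes are not independent replicates, so no p-value is given. The copy of Supplementary Data 1 used here held 1991 genes of the paper's 3648. Of these, 1965 matched a single gene identifier, and for all 1965 the paper's fold change equalled the ratio of the mean normalized counts.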

Next, reads were summarized per gene and the returned gene count table was normalized using the package EDA-Seq (v.2.26.1)^80^ after removing genes having zero reads across all samples. Post-normalization, gene counts were filtered for possible artifacts using default gene filtering options. The filtered gene counts table was subjected to differential expression analysis using sequentially all nine individual statistical analysis methods supported by metaseqR2. Their p-values were then combined by the PANDORA algorithm to account, among others, for the false positives reported. Benjamini-Hochberg corrected PANDORA p-values of less than 0.05 and absolute fold change of at least 1.2 were used as differential expression thresholds. Normalized expression values required for each heatmap were retrieved and standardized across samples. Hierarchical clustering of samples and genes based on calculated Euclidean distance.

### Gene set enrichment analysis

Differential expressi^o^n analysis results were sorted by decreasing fold change and used for Gene Set Enrichment Analysis (GSEA) against Gene Ontology terms^81^ using the package clusterProfiler (v.4.0.5)^82^. Signed normalized enrichment score (NES) was used to isolate the top of the significantly enriched induced (NES > 0) and suppressed (NES < 0) terms (adjusted *p*-value < 0.05).

### Text mining

PubMed 2022 baseline was downloaded from the respective FTP site. XML R package (v.3.99.0.8) was used to create an abstract-based corpus which was then queried with rentrez R package (v.1.2.3) for *IPF[All Fields] OR (\“pulmonary fibrosis\“[MeSH Terms] OR \“pulmonary fibrosis\“[All Fields]) OR (\“lung diseases, interstitial\“[MeSH Terms] OR \“interstitial lung diseases\“[All Fields] OR \“interstitial lung disease\“[All Fields])* containing elements. Subsequently, human HGNC gene symbols atomization was performed using pubmed.mineR package^83^ (v.1.0.19) and recovered genes were intersected with the human homologs of the mouse Quant-seq differentially expressed genes. Homolog feature mapping was obtained via biomaRt R package^84^ (v. 2.48.3).

### Transcription factor analysis

Transcription factor analysis was performed using DoRothEA R package^85^ (v.1.4.2). All mouse transcription factor-target regulons were queried for those high quality ones (“A” level of confidence) including as targets any of the Quant-seq differentially expressed genes. Subsequent filtering maintained those interaction pairs where both interactors were found significantly deregulated in the bulk sequencing experiment. Based on the mode of regulation (mor) as described in the DoRothEA database and the Quant-seq derived differential expression data, pairs with the same or opposite direction of deregulation were maintained in cases of an activator or repressor transcription factor, respectively.

### CMap/LINCS analysis

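The authors' normalized counts gave a ratio of group means for 21076 genes, with 1 added to both means where either was 0. The 150 genes that fell most by this ratio had a median of 8.83 raw counts per library, and 79 of them (52.7%) had fewer than 10 on average. The 150 that rose most had a median of 4.50 raw counts, with 113 (75.3%) under 10. In 120 of the former and 124 of the latter, one genotype had at most 3 counts in every library, which leaves the size of the fold change undetermined. Limited to the 10346 genes kept for the test, the ranking had medians of 24.8 raw counts for the falls and 29.2 for the rises, and by the fold change that edgeR fits without a filter 2.83 and 1.67. In the paper's own list, taken from the copy of Supplementary Data 1, the 150 largest falls had a median of 32.3 raw counts per library, and 15 of them (10.0%) had fewer than 10. The rises of that list were not analysed here. No test was made on these rankings, and the query itself was not repeated.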

CMap/LINCS database (https://clue.io/query) query was performed using the top 150 up and top 150 down regulated genes as sorted by fold change. 150 consisted of the maximum number of genes supported by the platform. L1000 gene expression data from the Expanded CMap LINCS Resource 2020 (last update 11/23/2021) were queried. Results were processed by the R package cmapR (v.1.4.0). FDR-corrected p-values less than 0.05 were used to isolate those signatures having a statistically important connection with the provided one and signed normalized connectivity score (NCS) was used to discern between similar and opposite signatures. Focus was given on compounds (trt_cp) and peptides (trt_lig) having an already known mechanism of action and known targets. Datasets comprising of only one replicate and/or of a treatment duration other than 24 hours were discarded.

### Statistics

Statistical significance was assessed with the Prism (GraphPad) software according to its built-in recommendations, as detailed at each figure legend. Briefly, and unless otherwise stated, all datasets were tested for normal distributions via Shapiro-Wilk test, while all measurements were performed on distinct and independent samples. For the comparison of two normally distributed experimental groups, we employed the two-tailed unpaired t-test, for equal SDs or Welch’s t-test for unequal ones. Not normally distributed data were analyzed with the two-sided Mann-Whitney test. Normally distributed multi parametric data with equal SDs were analyzed with the unpaired one-way ANOVA test and post hoc Tukey’s test. Welch’s ANOVA test coupled with post hoc Games-Howell test was used in cases of unequal SDs. For non-normally distributed multiparametric data, Kruskal-Wallis, followed by post hoc Dunn’s test was utilized. For correlation analysis we used Pearson’s, for normally distributed, or Spearman’s correlation for non-normally distributed datasets. Most data are presented on box and whiskers graphs depicting the median as well as all experimental values (n).

### Image creation

Third party images were created at bioRender.com (under the relative agreements; 31/08/2023): Fig. 4a (DH25SQBJQT), Fig. 5e (XG25SQC37G), Fig. 8a (UC25SQ61BR), Sup Fig. 8a (VP25SQ8NTX), Sup Fig. 8b (GM25SQ96G1), Sup Fig. 8d (AV25SQA9RX), Sup Fig. 8f (ZI25SQ9VL2), and Sup Fig. 9a (BQ25SQ7828).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files Document

Supplementary Data 1-2

Supplemntary Movie 1

Reporting Summary

### Source data

Source Data

## Data Availability

All re-analyzed publicly available datasets are listed in Supplementary Table 1, including accession numbers and hyperlinks. Quant-Seq data have been deposited at the GEO database under the accession code GSE220982. Already published, re-analyzed single cell RNA-seq data used are available at GEO database: GSE122960. All other relevant experimental data are within the paper and its supplementary information files. Source data are provided with this paper.

# Supplementary material for: SRC and TKS5 mediated podosome formation in fibroblasts promotes extracellular matrix invasion and pulmonary fibrosis
**Source:** Nat Commun. 2023 Sep 21;14:5882. doi: 10.1038/s41467-023-41614-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **SRC and TKS5 mediated podosome formation in fibroblasts promotes extracellular matrix invasion and pulmonary fibrosis**

Ilianna Barbayianni<sup>1,#</sup>, Paraskevi Kanellopoulou<sup>1,#</sup>, Dionysios Fanidis<sup>1</sup>, Dimitris Nastos<sup>1</sup>, Eleftheria-Dimitra Ntouskou<sup>1</sup>, Apostolos Galaris<sup>1</sup>, Vaggelis Harokopos<sup>1</sup>, Pantelis Hatzis<sup>1</sup>, Eliza Tsitoura<sup>2</sup>, Robert Homer<sup>3</sup>, Naftali Kaminski<sup>4</sup>, Katerina M. Antoniou<sup>2</sup>, Bruno Crestani<sup>5</sup>, Argyrios Tzouvelekis<sup>6</sup>, and Vassilis Aidinis<sup>1\*</sup>

<sup>1</sup>*Institute for Fundamental Biomedical Research, Biomedical Sciences Research Center Alexander Fleming, Athens, Greece.* <sup>2</sup>*Department of Respiratory Medicine, School of Medicine, University of Crete, Heraklion, Greece.* <sup>3</sup>*Department of Pathology, Yale School of Medicine, New Haven CT, USA.* <sup>4</sup>*Department of Internal Medicine, Yale School of Medicine, New Haven CT, USA.* <sup>5</sup>*Department of Pulmonology, Bichat-Claude Bernard Hospital, Paris, France.* <sup>6</sup>*Department of Respiratory Medicine, School of Medicine, University of Patras, Patras, Greece.*

**Online supplement**

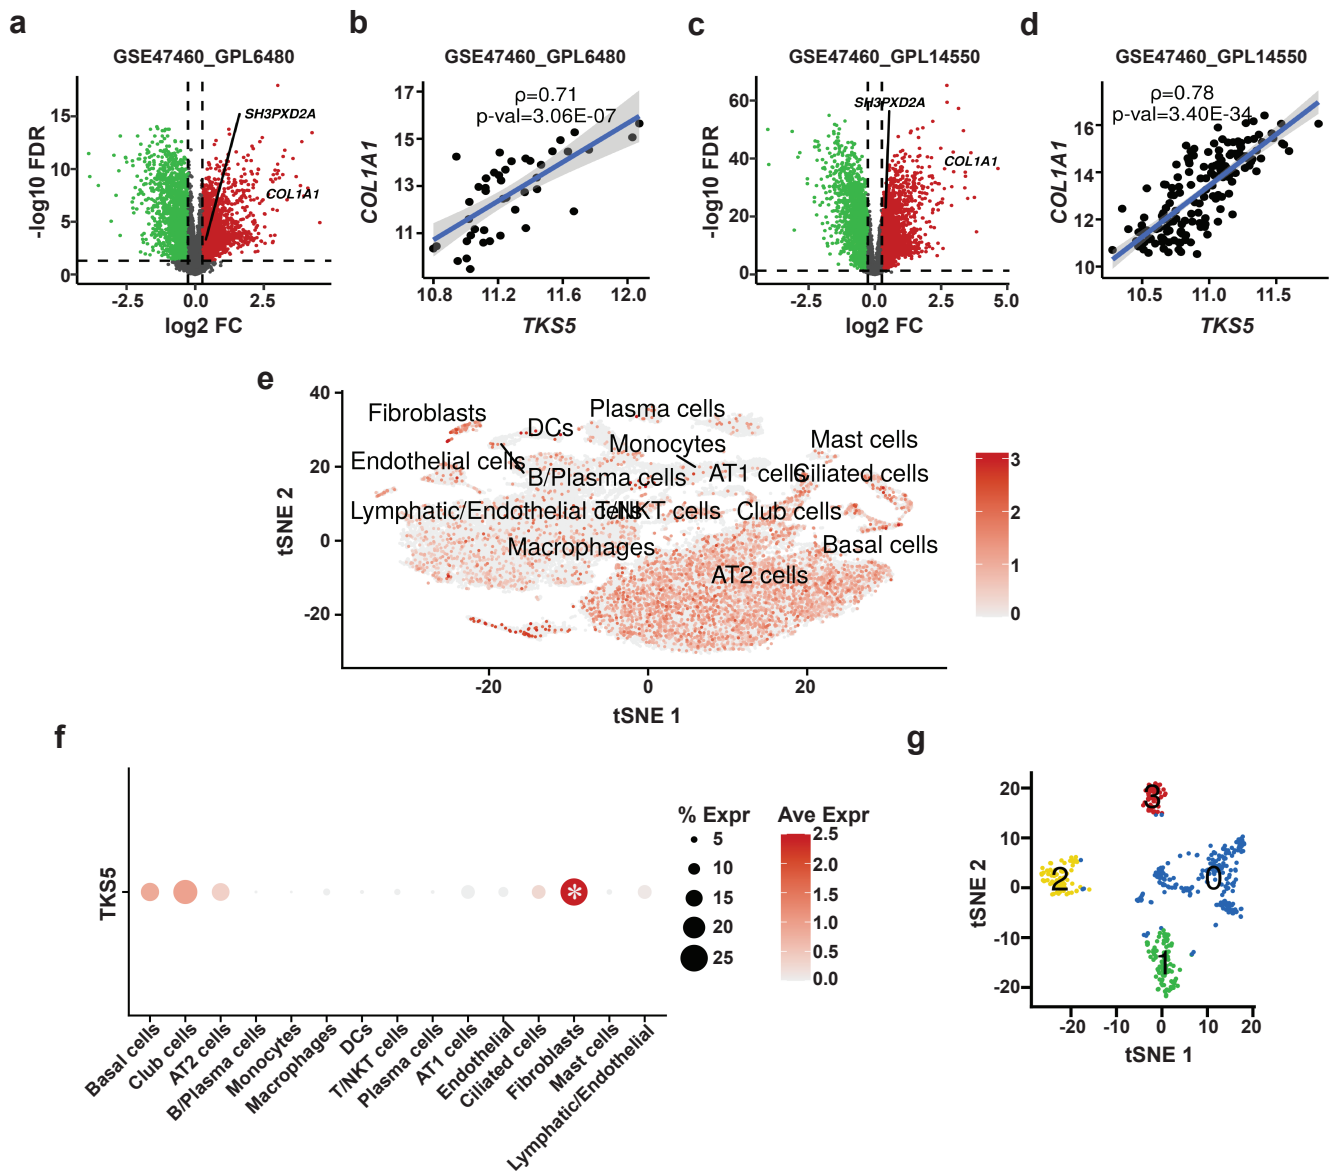

**Supplementary Fig. 1. Increased *TKS5* mRNA expression in the lungs of IPF patients.** **a, c.** Differential expression profiling of IPF lung tissue vs controls: two of the largest publicly available datasets (Supplementary Table 1) are shown ( $\text{FC} > 1.2$ ,  $\text{FDR} < 0.05$ ). **b, d.** Spearman correlation plot of *TKS5* with *COL1A1* expression in the indicated datasets (**a-c**). **e.** Visual representation of *TKS5* abundance in the detected lung tissue cell clusters from reanalysis of the scRNA-seq dataset of (Reyfman, Walter et al. 2019). **f.** In the same dataset, *TKS5* is expressed primarily by fibroblasts as compared to other cells; statistical significance was assessed with the Wilcoxon rank sum test ( $\text{FC} > 1.2$ , Bonferroni adj- $p < 0.05$ ). **g.** Fibroblast sub-clusters defined from the same data using a resolution of 0.1 on isolated re-processed fibroblasts.

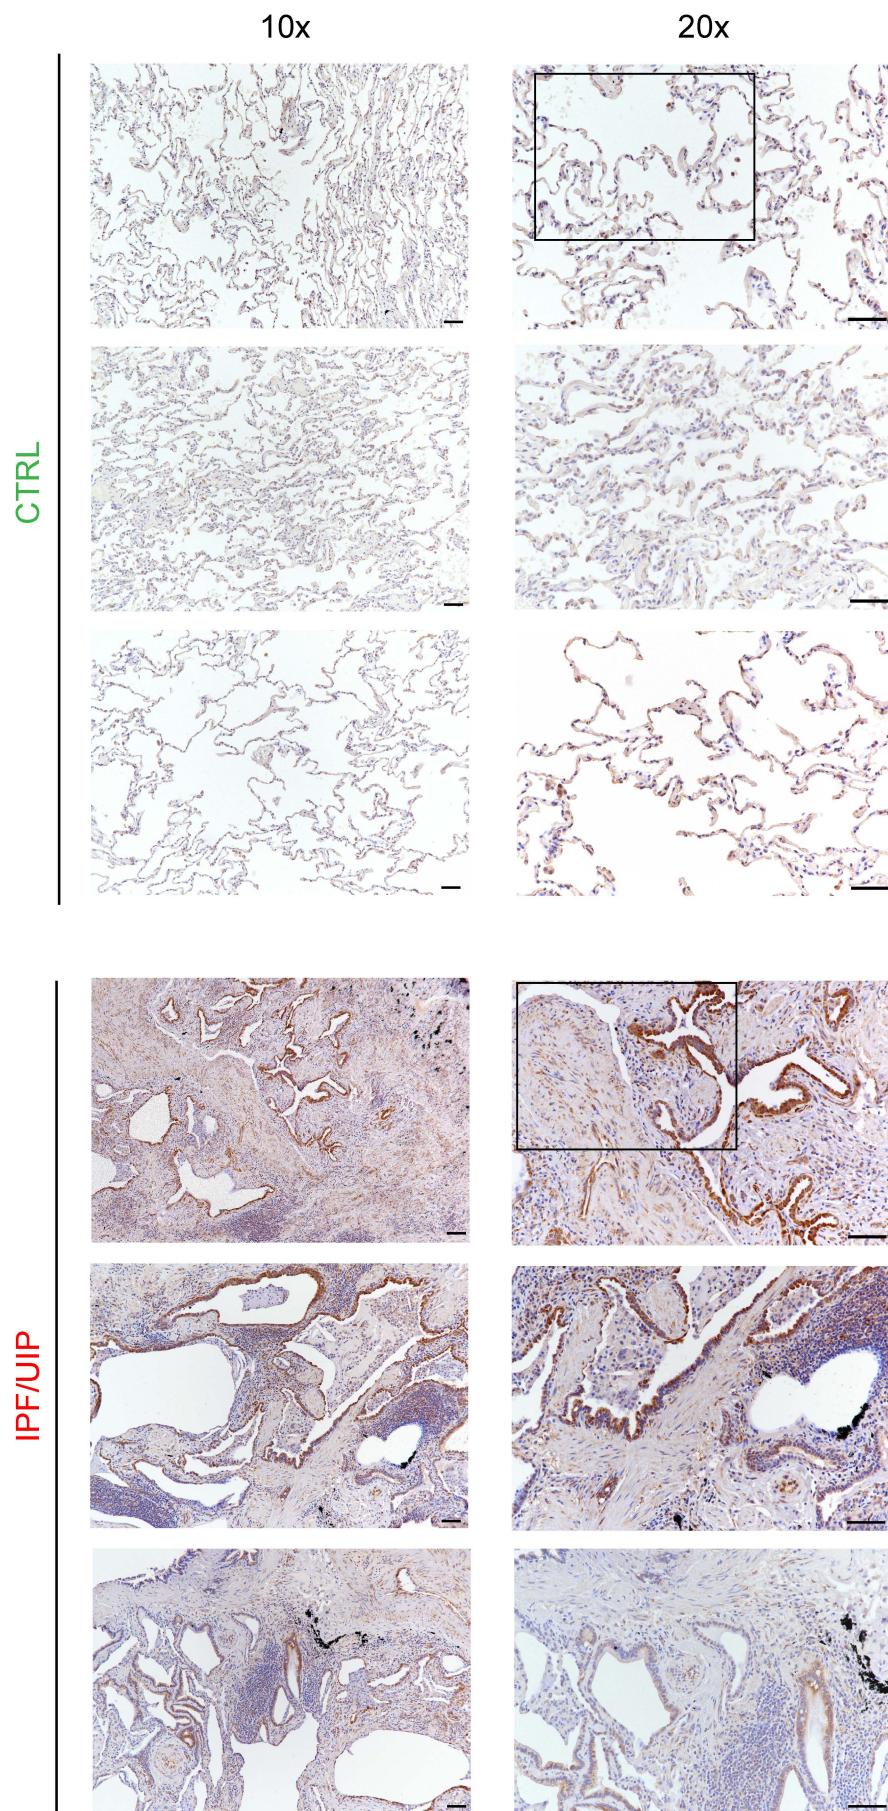

**Supplementary Fig. 2. Increased TKS5 immunostaining in the lungs of IPF patients.** Images from immunohistochemistry for TKS5 (brown) in fibrotic (IPF/UIP; Idiopathic Pulmonary Fibrosis/Usual Interstitial Pneumonitis) and healthy (CTRL; control) lung tissue; n=3; scale bars=100  $\mu$ m. The indicated regions are shown in Figure 1e.

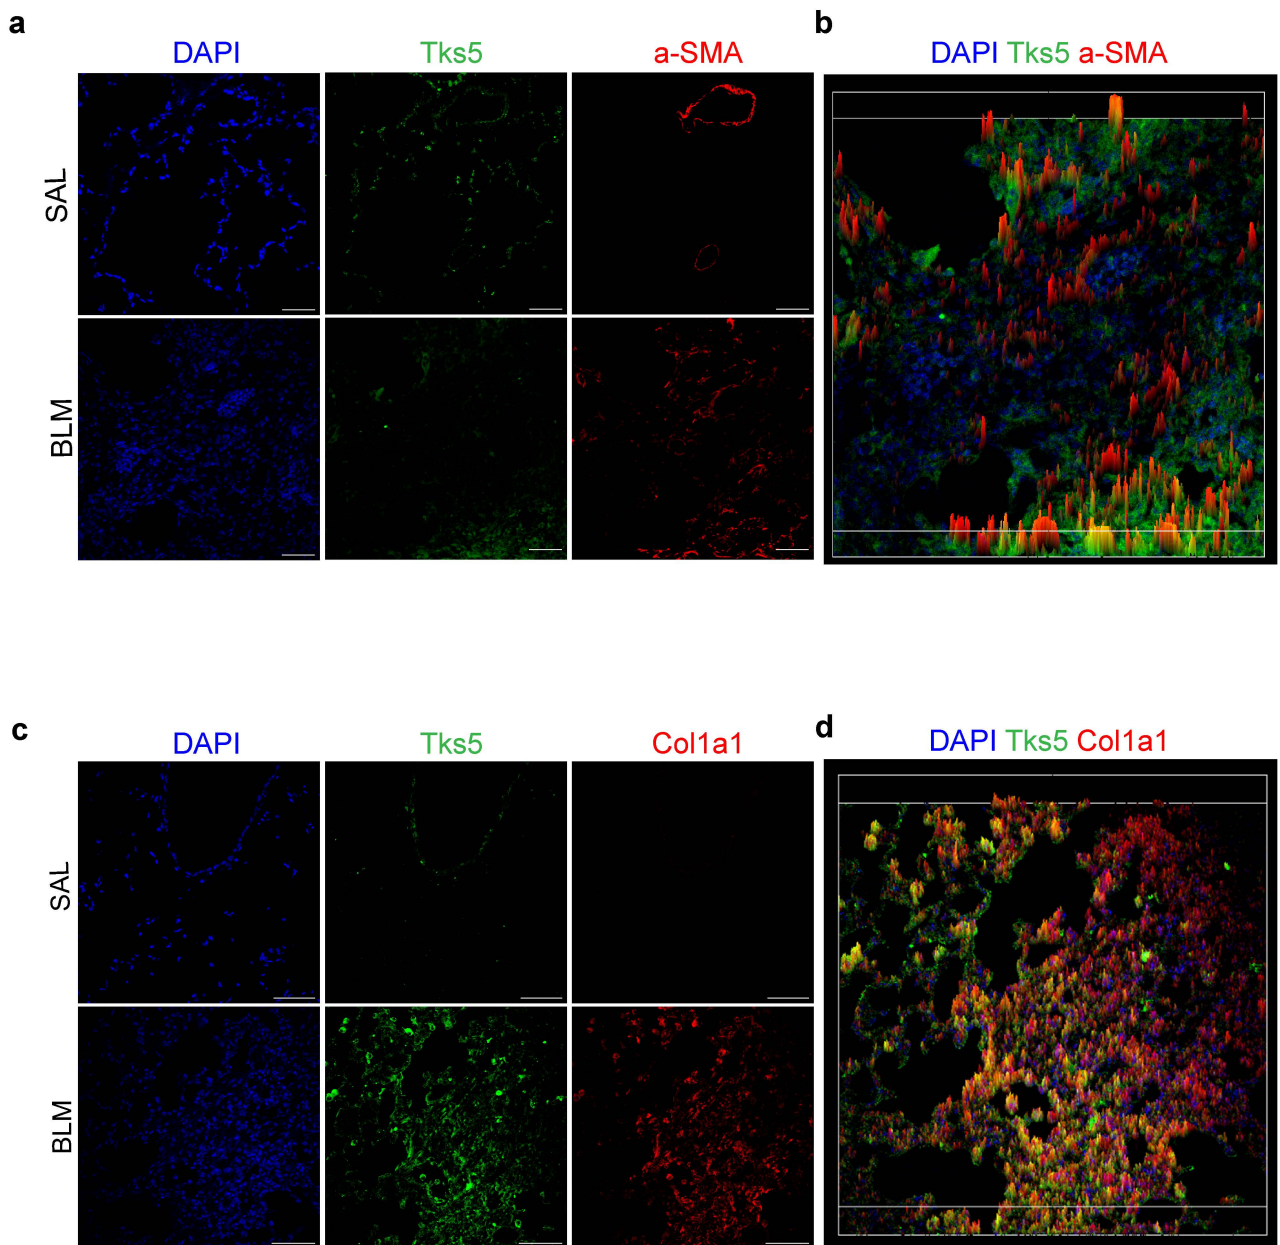

**Supplementary Fig. 3. Increased Tks5 expression in the lungs post bleomycin (BLM)-induced pulmonary fibrosis.** The individual panels of the corresponding composite images from Fig. 1i against **a.** Tks5/aSMA (Acta2) or **c.** Tks5/Col1a1 (green/red); scale bars=50  $\mu$ m. **b,d.** 3D surface plots from the merged images of BLM samples as shown in Fig. 1i.

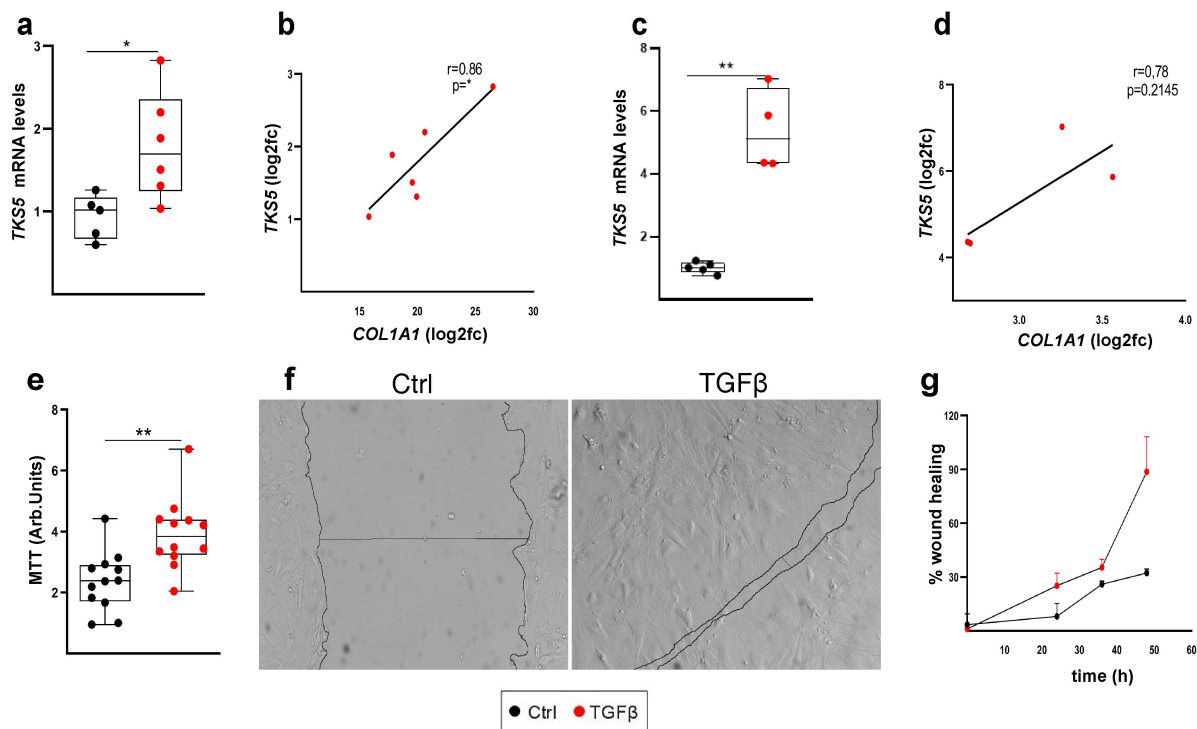

**Supplementary Fig. 4. TGFβ stimulates *TKS5* mRNA expression in lung fibroblasts (LFs), correlating with *COL1A1* expression.** **a.** Serum starved primary normal human lung fibroblasts (NHLFs; human lung fibroblasts) were stimulated with recombinant human transforming growth factor β (TGFβ-10 ng/ml for 24 h). *TKS5* and *COL1A1* mRNA expression was interrogated with Q-RT-PCR ( $r^2=0.93$ ; E=102%). Values were normalized over the expression of the housekeeping gene *B2M* and presented as fold change over control; n=5/6. Statistical significance was assessed with two tailed t-test; \*p=0.023. **b.** Two-tailed pearson correlation plot of *COL1A1* expression in the same samples (\*p=0.0286; r=0.86). **c.** Serum starved MRC5 cells (human lung fibroblasts) were stimulated with TGFβ as in a. *TKS5* and *COL1A1* mRNA expression was interrogated with Q-RT-PCR ( $r^2=0.95$ ; E=97%). Values were normalized over the expression of the housekeeping gene *B2M* and presented as fold change over control; n=5/4. Statistical significance was assessed with two tailed Welch's test; \*\*p=0.0062. **d.** Two-tailed pearson correlation plot of *COL1A1* expression in the same samples. **e.** TGFβ-induced NHLF proliferation was assessed with the MTT assay; n=12. Statistical significance was assessed with two tailed t-test; \*\*p=0.0017. **f-g.** TGFβ-induced wound healing of NHLFs, as evaluated with the scratch assay. Representative images 48h upon TGFβ stimulation are shown. **g.** Quantification of “wound closure” over time as quantified with Image J. In all panels, representative experiment out of 2 successful independent ones are shown. In all panels all samples are biologically independent; boxplots visualize the median of each distribution; upper/lower hinges represent 1st/3rd quartiles; whiskers extend no further than 1.5 \* IQR from the respective hinge. Source data for all panels are provided as a Source Data file.

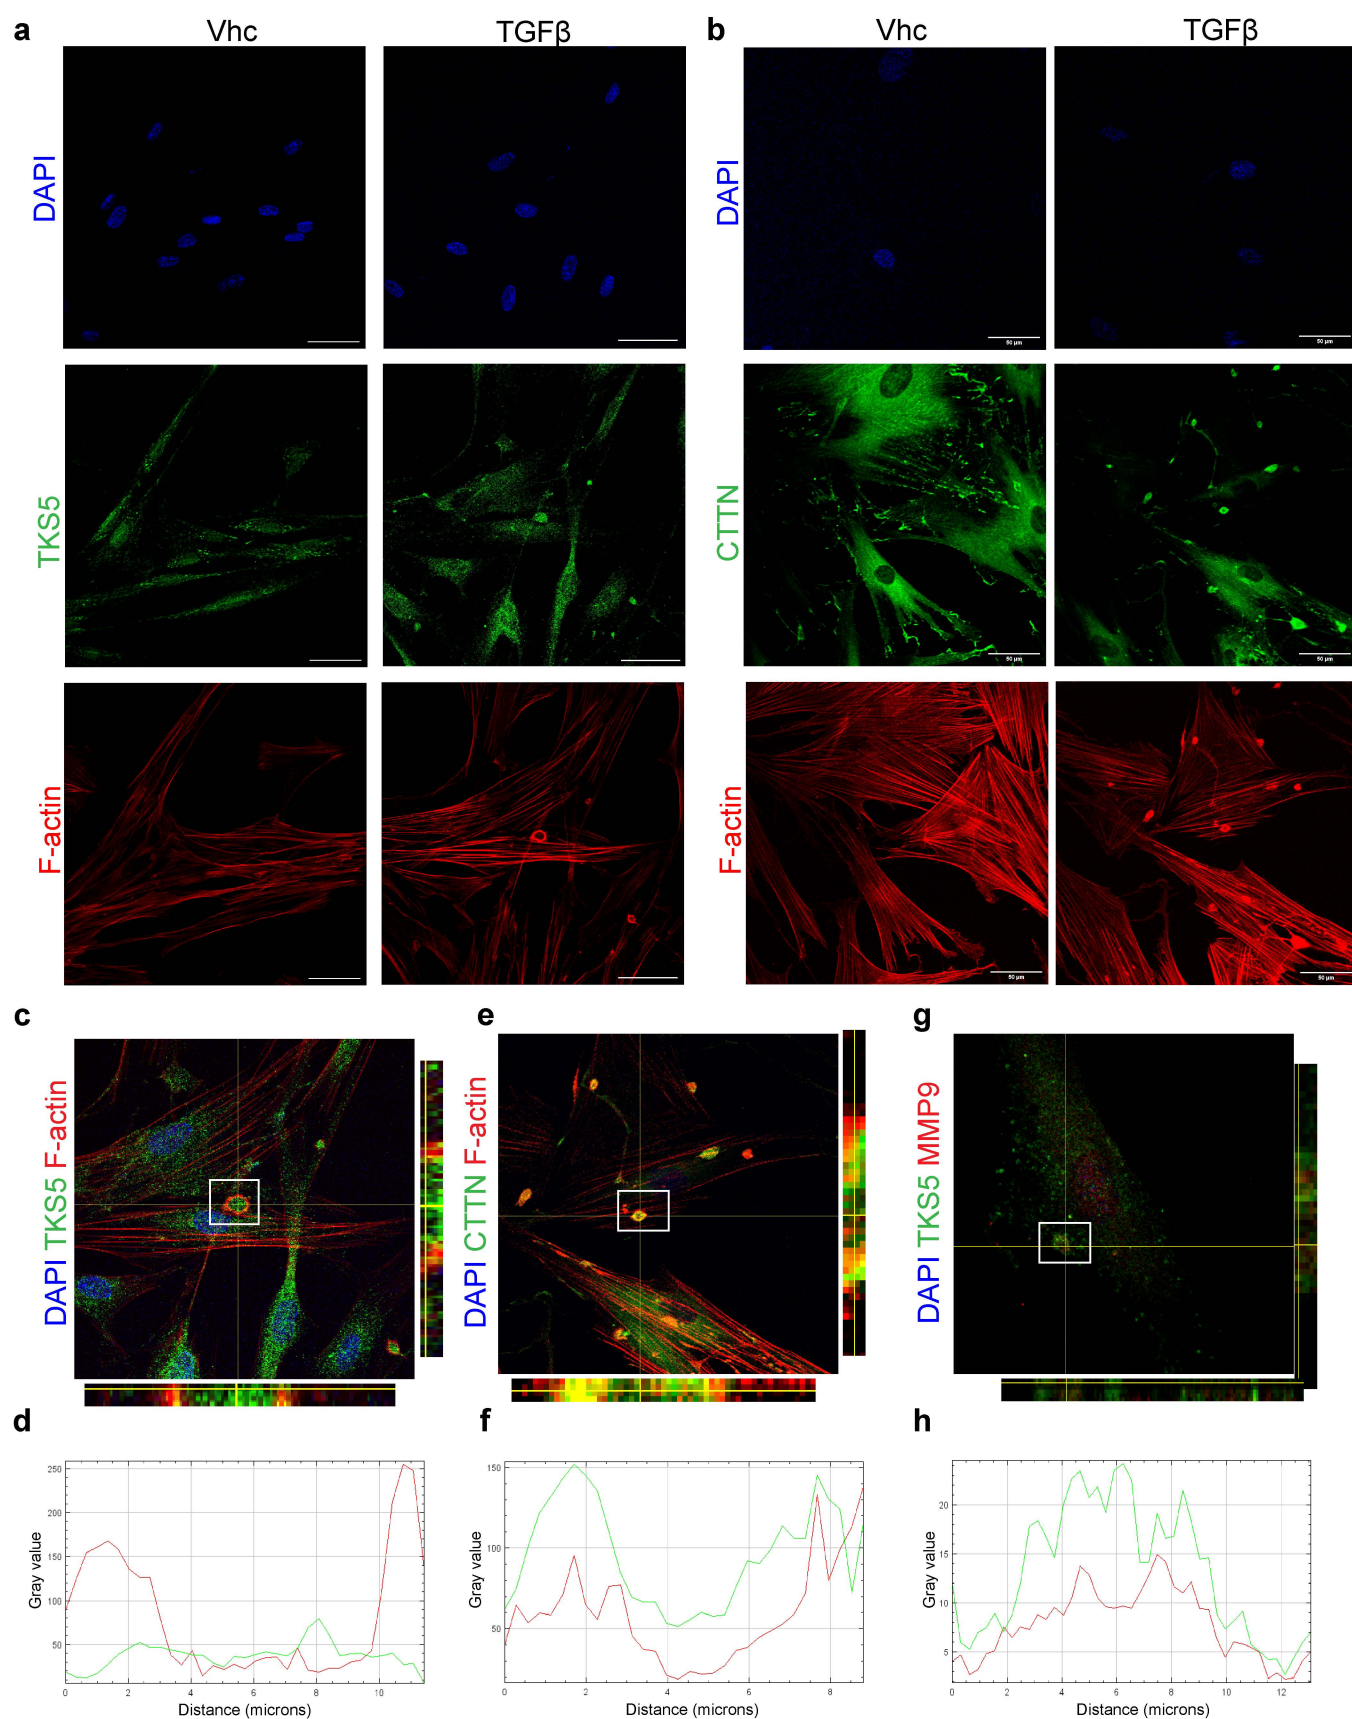

**Supplementary Fig. 5. TGF stimulates the formation of podosome rosettes in normal human lung fibroblasts (NHLFs).** Serum starved, sub-confluent (70-80%), primary NHLFs were stimulated with recombinant human transforming growth factor  $\beta$  (TGF $\beta$ -10 ng/ml for 24h) and immunostained for F-actin and TKS5 (**a**) or CORTACTIN (CTTN) (**b**) (red/green) and counterstained with DAPI. The individual images of the corresponding composite images from Fig.2 c,e are shown; scale bars=50  $\mu$ m. **c,e,g.** Orthogonal projections of indicated podosomes through z-stacking. **d,f,h** K-curves analysis of the c,e,h images, showing the spatial intensity of fluorescent signals. In all panels, representative experiment out of 3 successful independent ones are shown. In all panels all samples are biologically independent.

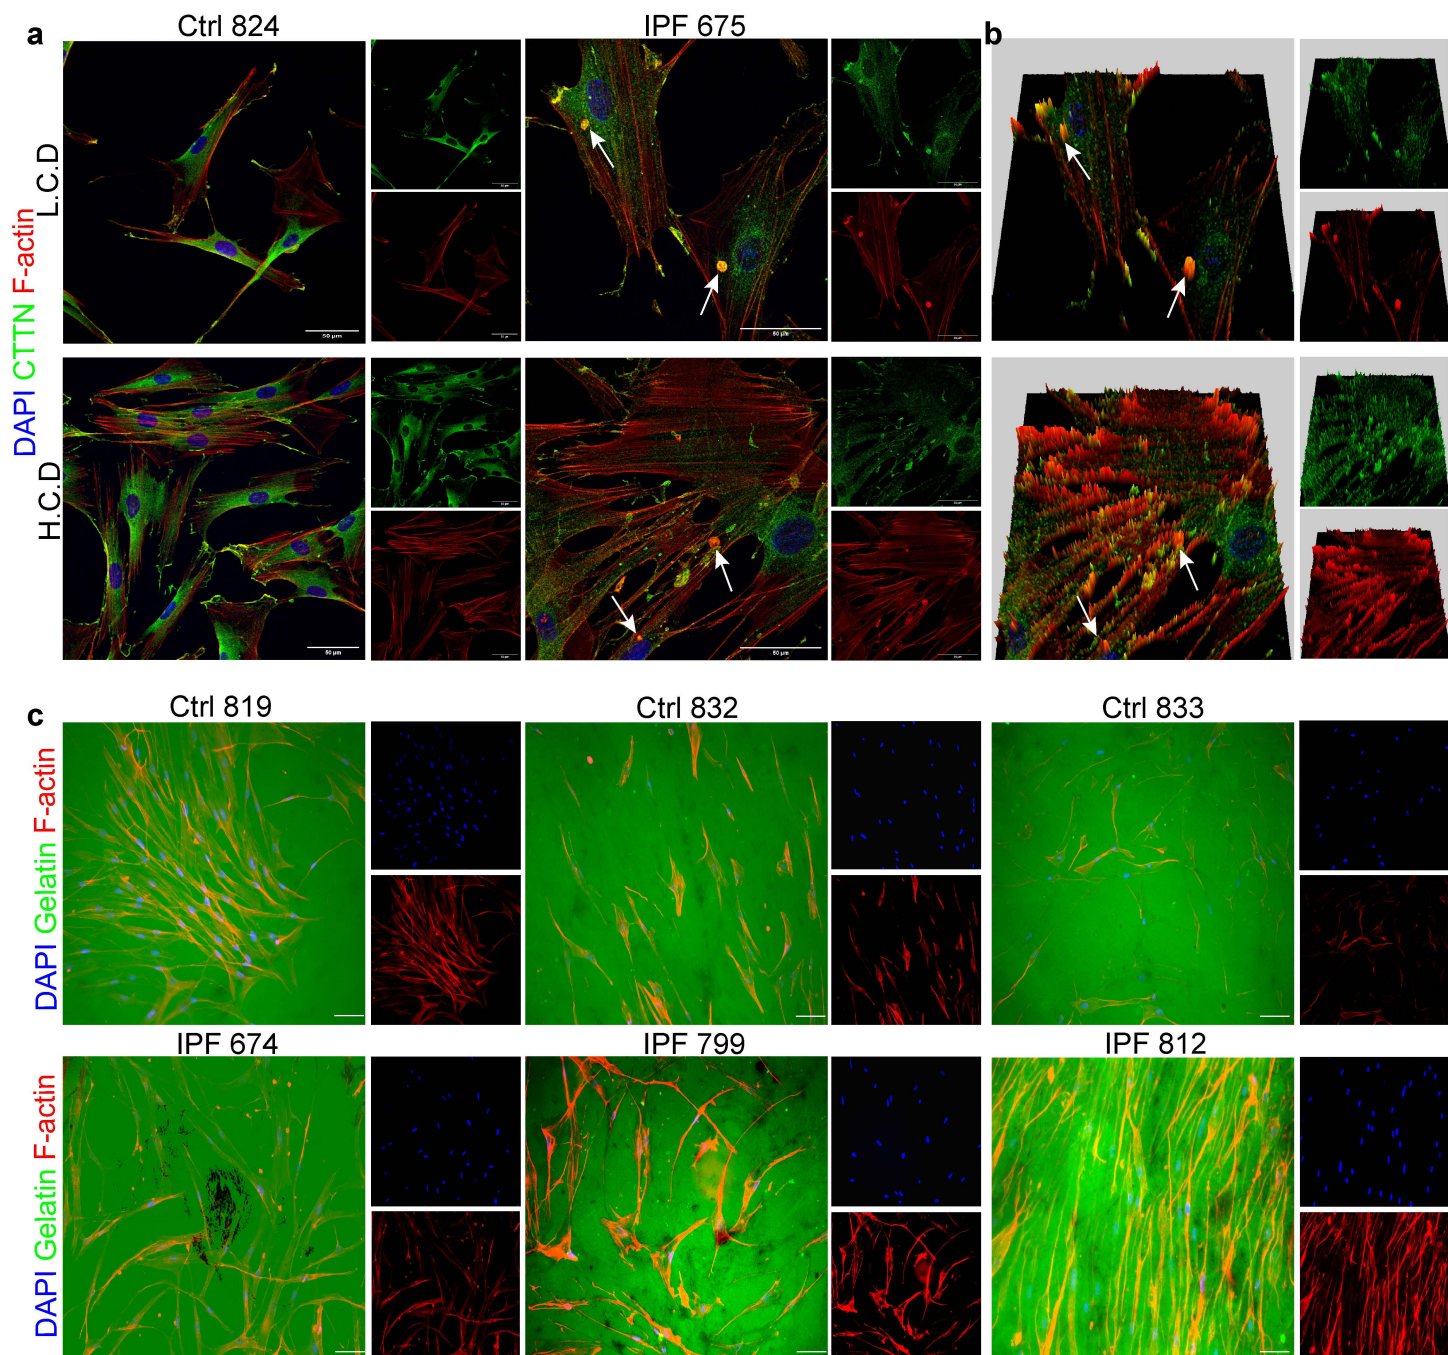

**Supplementary Fig. 6. The formation of Extracellular Matrix (ECM) degrading podosome rosettes is an inherent property of IPF human lung fibroblasts (IPF-HLFs).** **a.** Serum starved primary IPF-HLFs and normal human lung fibroblasts (NHLFs) were cultured at low (LCD) or high cell density (HCD) and were immunostained for F-actin and CORTACTIN (CTTN; red/green) and counter stained with DAPI. Representative images are shown; scale bars=50  $\mu$ m. **b.** 3D surface plots of IPF-HLFs as captured with Image J. **c.** The indicated clones were cultured on a fluorescein-conjugated gelatin substrate (green) and were stained for F-actin (red) and counter stained with DAPI; representative images are shown; scale bars=50  $\mu$ m.

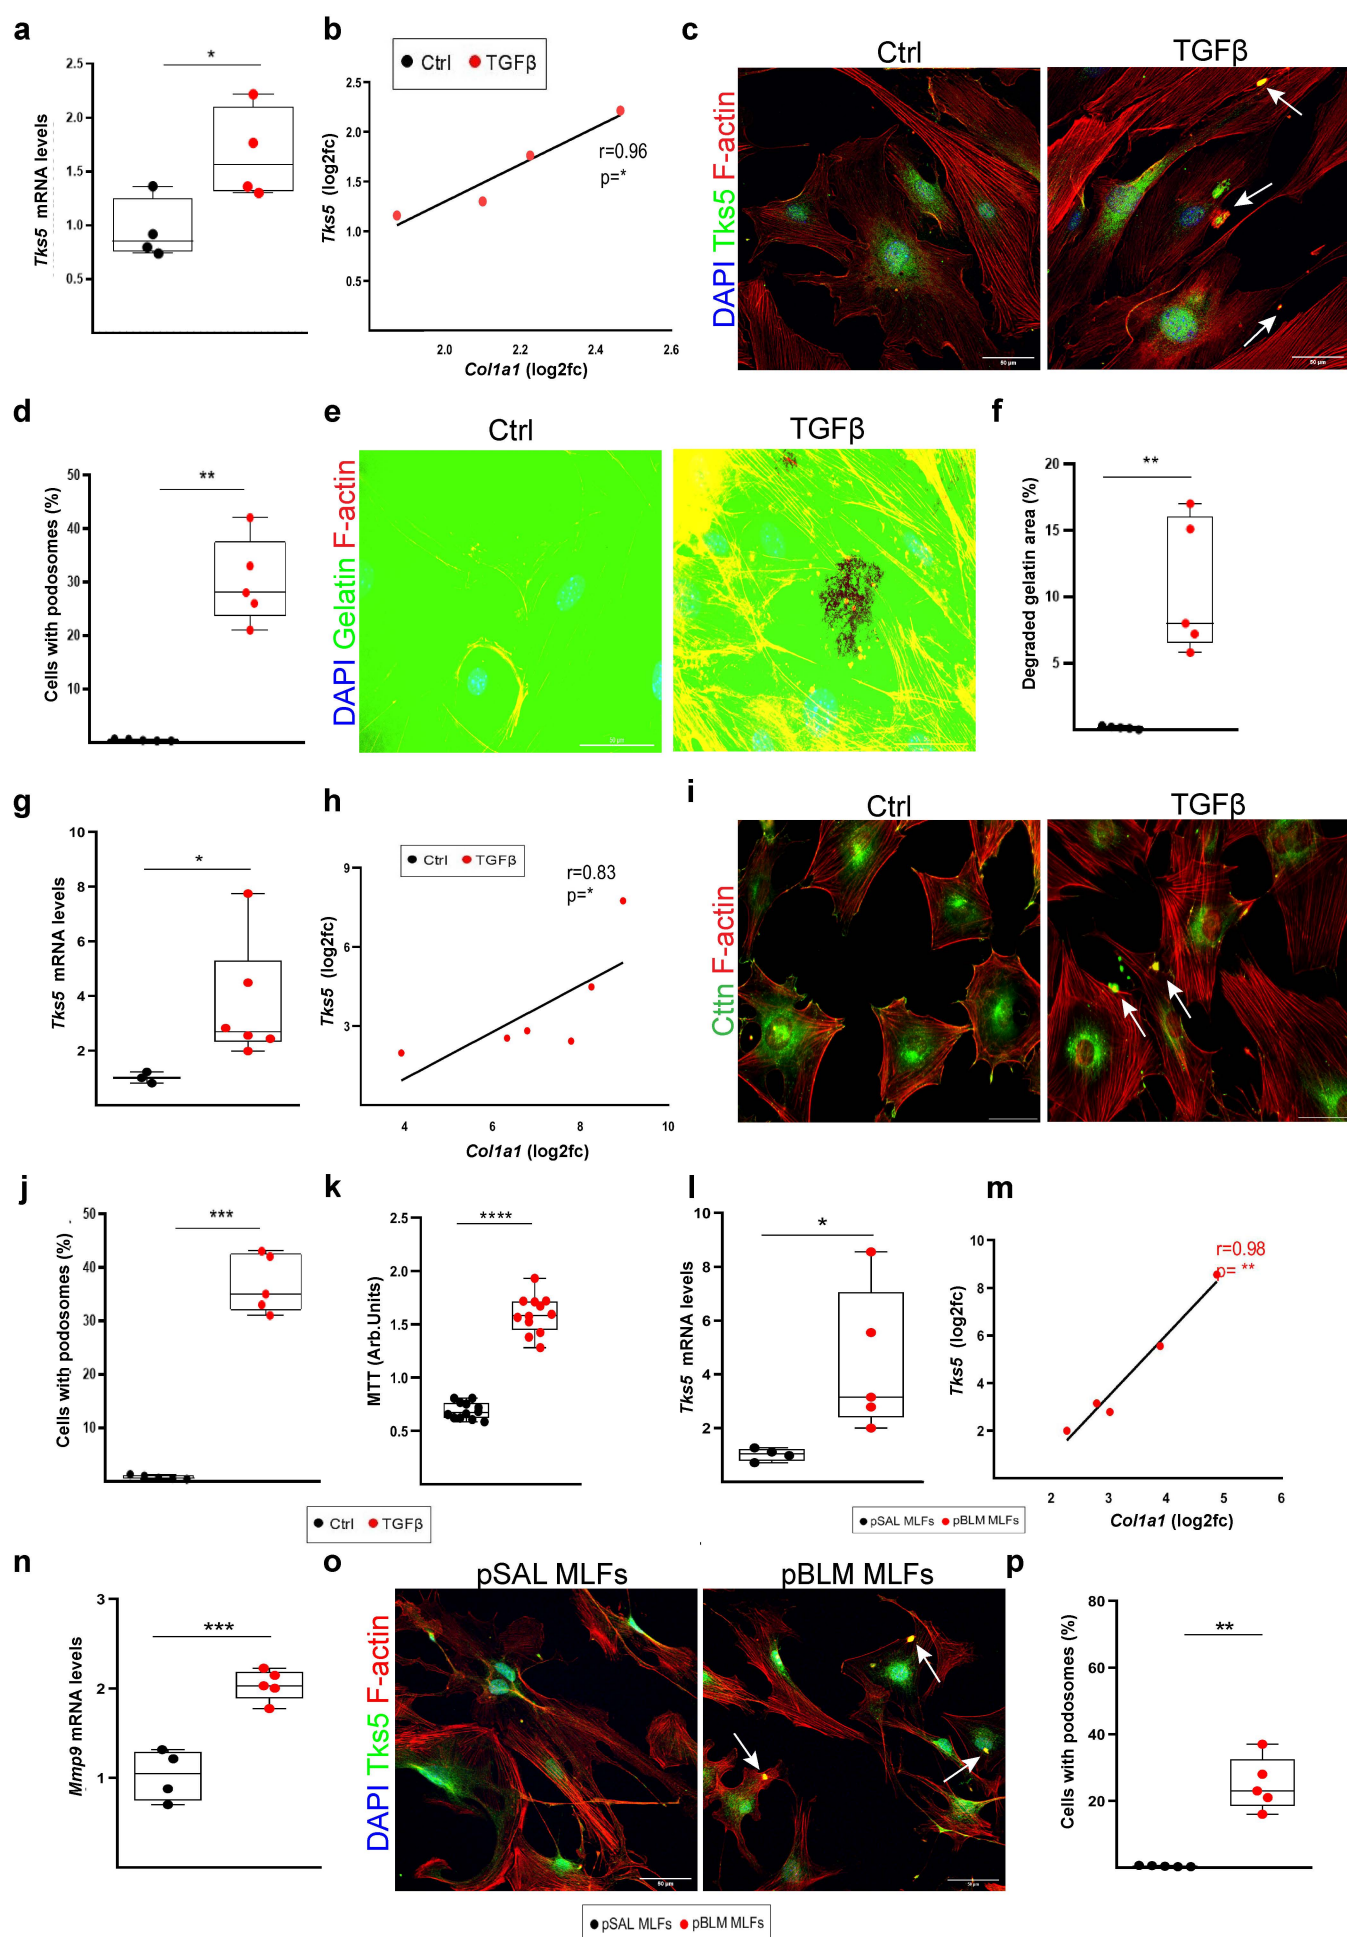

**Supplementary Fig. 7. TGFβ-induced, podosome rosettes is an inherent property of post bleomycin (BLM) lung fibroblasts (LFs).**

**Supplementary Fig. 7. TGF $\beta$ -induced, podosome rosettes is an inherent property of post bleomycin (BLM) lung fibroblasts (LFs).** Serum starved primary normal mouse lung fibroblasts (NMLFs) or 3T3 cells were stimulated with recombinant transforming growth factor  $\beta$  (TGF $\beta$ -10 ng/ml for 24 h). **a-b.** *Tks5* and *Colla1* mRNA expression was interrogated with Q-RT-PCR in NMLFs. Values were normalized over the expression of the housekeeping gene *B2m* and presented as fold change over control; n=4. Statistical significance was assessed with two tailed t-test; \*p=0.0322. **b.** Two-tailed pearson correlation plot of *Colla1* expression in the same samples (\*p=0.0186, r=0.96). **c.** Representative composite images from double immunostaining for F-actin and Tks5 (red/green), counter stained with DAPI; scale bars 50 $\mu$ m; arrows indicate representative podosomes. **d.** Quantification of the number of podosome-containing cells per optical field; n=5. Statistical significance was assessed with two tailed Welch's test; \*\*p=0.0012. **e.** Representative composite images of the TGF $\beta$ -induced degradation (black holes) of a fluorescein-conjugated gelatin (green) substrate by NMLFs; scale bars 50 $\mu$ m. **f.** Quantification of gelatin degradation, as quantified with ImageJ; n=5. Statistical significance was assessed with two tailed Welch's test; \*\*p=0.0098. **g-h.** *Tks5* and *Colla1* mRNA expression were interrogated with Q-RT-PCR in 3T3 cells as described in a-b; n=3/6. Statistical significance was assessed with two tailed Mann-Whitney test; \*p=0.0238. **h.** Two-tailed spearman correlation plot of *Colla1* expression in the same samples (\*p=0.0167, r=0.83). **i.** Representative composite images from double immunostaining for F-actin and Cortactin (Ctnn; red/green); scale bars 50 $\mu$ m; arrows indicate representative podosomes. **j.** Quantification of the number of podosome-containing cells per optical field; n=5. Statistical significance was assessed with two tailed Welch's test; \*\*\*p=0.0001. **k.** TGF $\beta$ -induced 3T3 cell proliferation was assessed with the MTT assay; n=12. Statistical significance was assessed with two tailed Welch's test (\*\*\*p<0.0001). **l-m.** *Tks5* and *Colla1* mRNA expression in mouse LFIs isolated post BLM administration were detected with Q-RT-PCR, performed as in a,g; n=4/5. Statistical significance was assessed with two tailed Welch's test; \*p=0.0464. **m.** Two-tailed pearson correlation plot of *Colla1* expression in the same samples (\*\*p=0.0023, r=0.98). **n.** *Mmp9* mRNA levels, quantified as in l; n=4/5. Statistical significance was assessed with two tailed t-test; \*\*\*p=0.0003. **o.** Representative composite images from double immunostaining for F-actin and Tks5 (red/green), counter stained with DAPI; scale bars 50 $\mu$ m; arrows indicate representative podosomes. **p.** Quantification of the number of podosome-containing cells per optical field; n=5. Statistical significance was assessed with two tailed Welch's test; \*\*p=0.0023. In all panels, representative experiment out of 2 successful independent ones are shown. In all panels all samples are biologically independent; boxplots visualize the median of each distribution; upper/lower hinges represent 1st/3rd quartiles; whiskers extend no further than 1.5 \* IQR from the respective hinge. Source data for all panels are provided as a Source Data file.

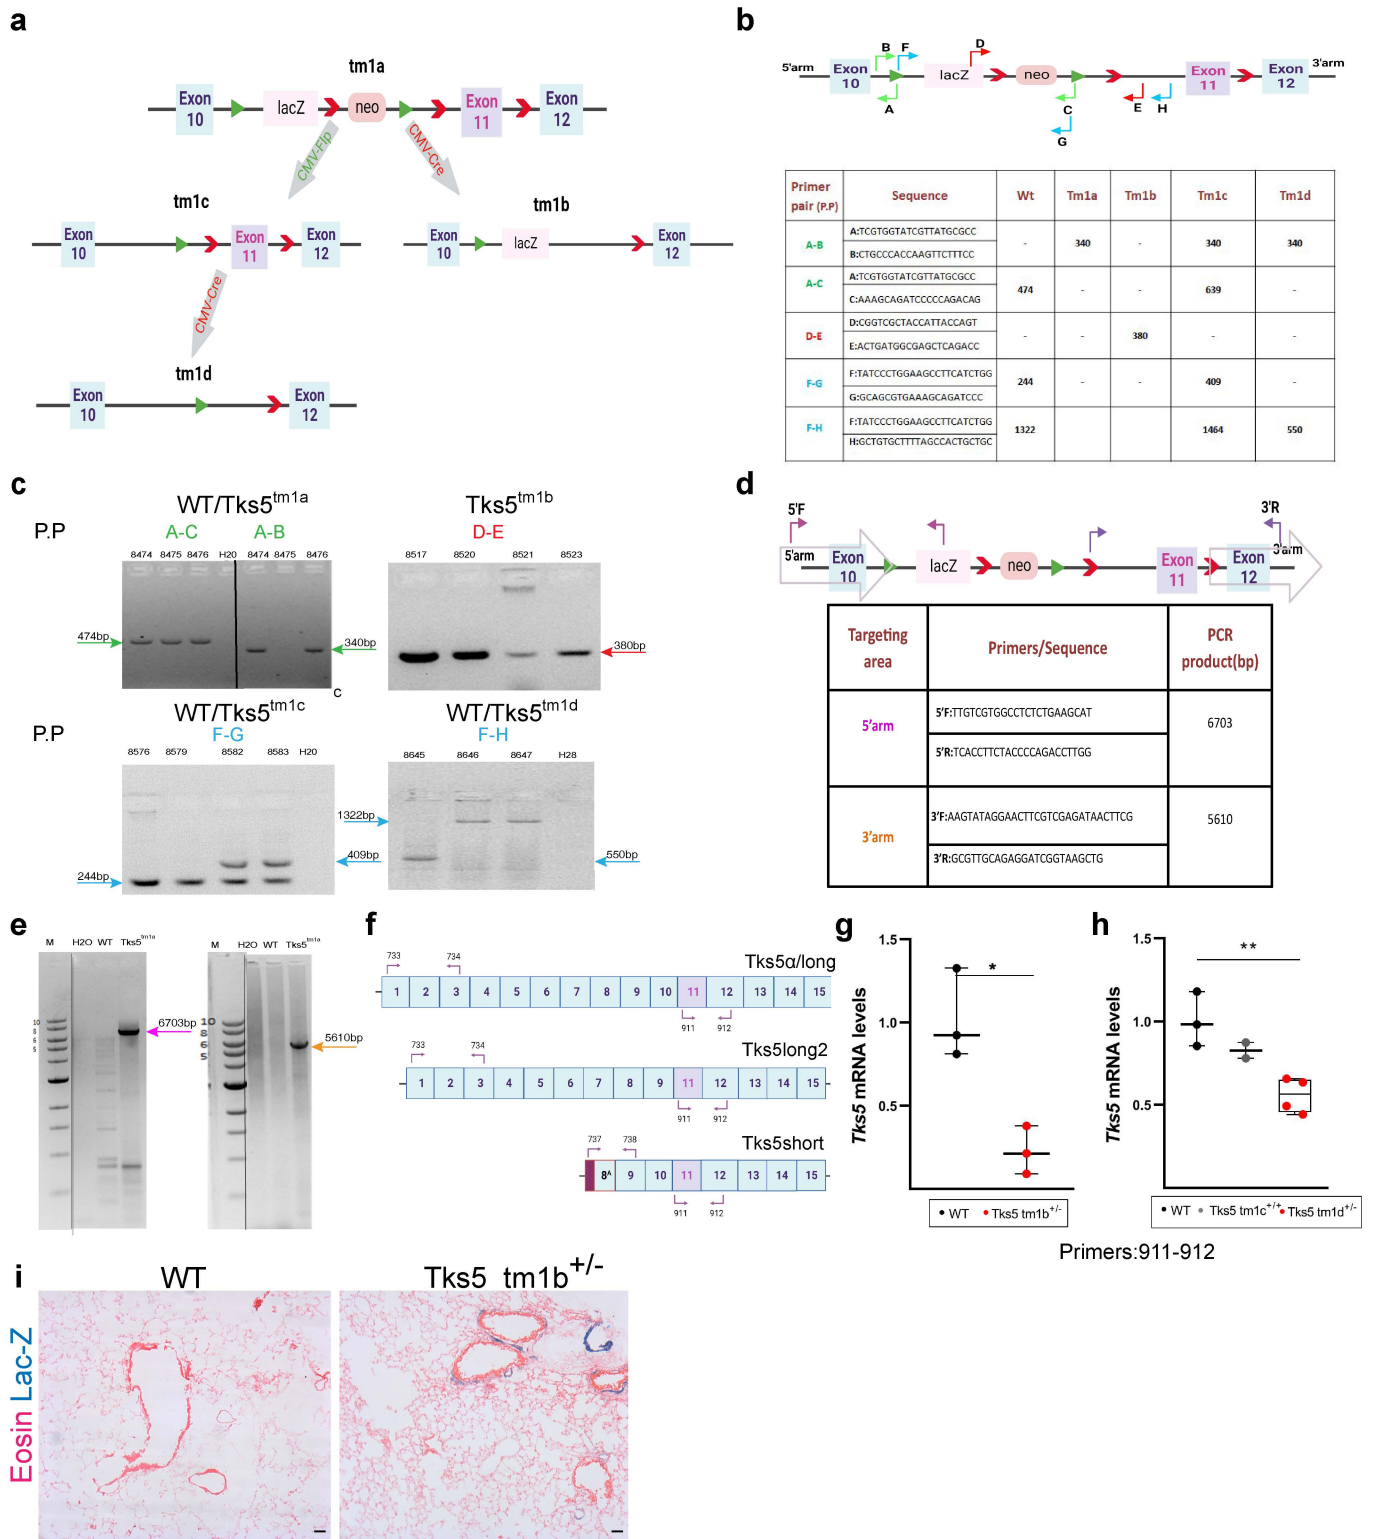

**Supplementary Fig. 8. Generation of mouse conditional or obligatory knock out alleles for *Tks5*.** **a.** Schematic presentation of knock out alleles and genetic strategy. **b.** Genotyping strategy, as well as primer sequences and the expected product length of genotyping are indicated. **c.** Confirmation of recombination for all different alleles with genomic PCR. The primer pairs (P.P) used from the Table (b) are also indicated **d.** Genotyping strategy, as well as primer sequences and the expected product length of long-range PCR are indicated. **e.** Confirmation of successful targeting with long range genomic PCR. **f.** Schematic presentation of *Tks5* mouse isoforms and the location of the real-time PCR primers, which are used to identify the deletion and the different isoforms. **g.** *Tks5* mRNA levels in lungs of tm1b mice were detected with Q-RT-PCR. Values were normalized over the expression of the housekeeping gene *B2m* and presented as fold change over control; n=3. PCR performed with primers 911-912, detecting the deletion of critical exon 11 from all isoforms. Statistical significance was assessed with two tailed t-test; \*p=0.011. **h.** *Tks5* mRNA levels in lungs of tm1d mice were detected as in g; n=3/2/4. Statistical significance was assessed with or two tailed one-way ANOVA; \*\*p=0.0075. **i.** Lac-Z staining (blue) in the lungs from *Tks5*<sup>tm1b</sup> mice and control littermates, indicating *Tks5* lifelong transcriptional activation; scale bars 50µm. All samples are biologically independent; boxplots visualize the median of each distribution; upper/lower hinges represent 1st/3rd quartiles; whiskers extend no further than 1.5 \* IQR from the respective hinge. Source data for panels g-h are provided as a Source Data file.

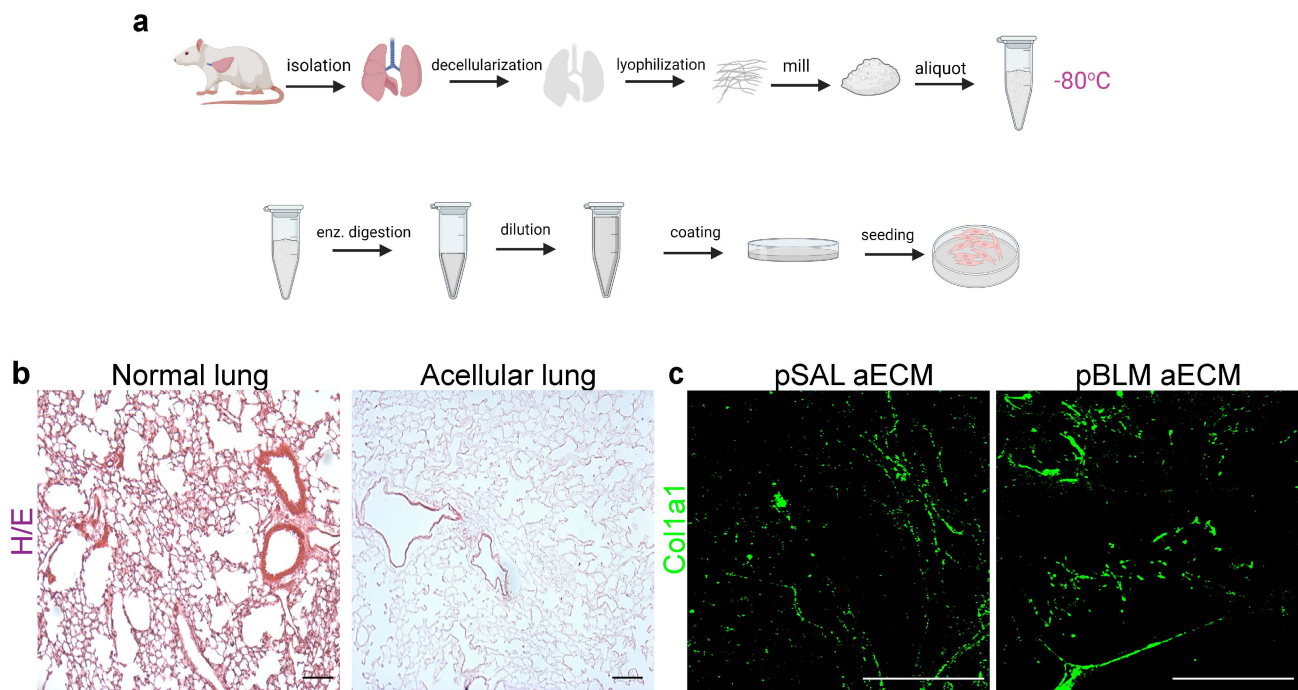

**Supplementary Fig. 9. Acellular extracellular matrix (aECM) as a cell substrate for autologous in vitro culture of lung fibroblasts.** **a.** Schematic presentation of generation of aECM from mouse lungs. **b.** Confirmation of decellularization (absence of cells) with Hematoxylin&Eosin (H&E) staining; scale bars 50µm. **c.** Representative images of immunofluorescent staining for Col1a1 (green) of aECM, generated from lungs upon BLM administration. As expected, aECM generated from mouse lungs post Bleomycin (pBLM), is enriched in Col1a1 compared with the post Saline (pSAL) aECM; scale bars 50µm. Representative experiment out of 2 successful independent ones is shown.

**Supplementary Table 1. *TKS5* mRNA expression in cohorts of IPF patients** as compared with the corresponding respective controls. All re-normalized and re-analyzed datasets are sourced from Fibromine (Fanidis, Moulos et al. 2021).

| PMID                                                                                                                | Samples                                                                                                                             | GEO dataset                                                                                                                                          | Platform                                                                                                                                          | IPF/Ctrl | FC    | FDR      |
|---------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------|----------|-------|----------|
| <a href="https://www.ncbi.nlm.nih.gov/pubmed/19363140">19363140</a><br>https://www.ncbi.nlm.nih.gov/pubmed/19363140 | Lungs of patients collected during pulmonary transplant compared with control ones derived from cancer free lung margins.           | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE10667">GSE10667</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE10667    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL4133">GPL4133</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL4133    | 21/14    | 1.29  | 3.43E-02 |
| <a href="https://www.ncbi.nlm.nih.gov/pubmed/30111332">30111332</a><br>https://www.ncbi.nlm.nih.gov/pubmed/30111332 | Fresh frozen lung samples from IPF patients were compared to normal lung tissue flanking pulmonary cancer areas.                    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE110147">GSE110147</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE110147 | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL6244">GPL6244</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL6244    | 22/11    | -1.23 | 1.95E-03 |
| <a href="https://www.ncbi.nlm.nih.gov/pubmed/21241464">21241464</a><br>https://www.ncbi.nlm.nih.gov/pubmed/21241464 | IPF lung tissue originated from LTRC were assessed in comparison to healthy lung tissue of cancer patients and a lung transplant.   | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE21369">GSE21369</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE21369    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL570">GPL570</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL570       | 11/6     | 2.09  | 4.81E-02 |
| <a href="https://www.ncbi.nlm.nih.gov/pubmed/21974901">21974901</a><br>https://www.ncbi.nlm.nih.gov/pubmed/21974901 | IPF lung samples transcriptional profile was compared to that of control samples from lung volume reduction during transplantation. | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE24206">GSE24206</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE24206    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL570">GPL570</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL570       | 8/6      | 2.10  | 1.08E-02 |
| <a href="https://www.ncbi.nlm.nih.gov/pubmed/26560100">26560100</a><br>https://www.ncbi.nlm.nih.gov/pubmed/26560100 | IPF lung samples were compared to healthy ones collected during an exploratory surgery.                                             | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47460">GSE47460</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47460    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL6480">GPL6480</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL6480    | 28/15    | 1.23  | 3.69E-03 |
| <a href="https://www.ncbi.nlm.nih.gov/pubmed/26560100">26560100</a><br>https://www.ncbi.nlm.nih.gov/pubmed/26560100 |                                                                                                                                     | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47460">GSE47460</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47460    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL14550">GPL14550</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL14550 | 84/75    | 1.31  | 1.54E-20 |
| <a href="https://www.ncbi.nlm.nih.gov/pubmed/21360508">21360508</a><br>https://www.ncbi.nlm.nih.gov/pubmed/21360508 | Microarray data from IPF patients were juxtaposed to data from control individuals.                                                 | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE48149">GSE48149</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE48149    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL16221">GPL16221</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL16221 | 12/5     | 1.56  | 2.79E-03 |
| <a href="https://www.ncbi.nlm.nih.gov/pubmed/25217476">25217476</a><br>https://www.ncbi.nlm.nih.gov/pubmed/25217476 | Differences between IPF and control transcriptomic profile were examined based on lung biopsies or explants.                        | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE53845">GSE53845</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE53845    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL6480">GPL6480</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL6480    | 39/7     | 1.28  | 1.24E-02 |
| <a href="https://www.ncbi.nlm.nih.gov/pubmed/28230051">28230051</a><br>https://www.ncbi.nlm.nih.gov/pubmed/28230051 | LTRC IPF and control samples were examined to identify transcriptional differences between disease and steady state conditions.     | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE92592">GSE92592</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE92592    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL11154">GPL11154</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL11154 | 19/18    | 1.78  | 4.24E-06 |
| <a href="https://www.ncbi.nlm.nih.gov/pubmed/29329637">29329637</a><br>https://www.ncbi.nlm.nih.gov/pubmed/29329637 | Scarred regions from explanted lungs were compared to healthy control lung tissues.                                                 | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99621">GSE99621</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99621    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL16791">GPL16791</a><br>https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL16791 | 8/8      | 1.52  | 3.70E-03 |

PMID: PubMed ID; [GEO](#): gene expression database - datasets are hyperlinked; Platform: the hyperlinked numbers indicate the profiling technology; FC: fold change; FDR: false discovery rate; IPF: idiopathic pulmonary fibrosis; LTRC: Lung Tissue Research Consortium.

**Supplementary Table 2. Demographics and clinical characteristics of lung tissue donors.**

| <b>Characteristic</b>                       | <b>IPF (n=20)</b> | <b>Control (n=9)</b> | <b>COPD (n=19)</b> |
|---------------------------------------------|-------------------|----------------------|--------------------|
| Age (yr)(Mean $\pm$ SD)                     | 64.8 $\pm$ 8.5    | 68.8 $\pm$ 14.8      | 67.9 $\pm$ 14.5    |
| Sex, n (%)                                  |                   |                      |                    |
| Males                                       | 12 (60%)          | 5 (55.6%)            | 15 (79%)           |
| Females                                     | 8 (40%)           | 4 (44.4%)            | 4 (21%)            |
| Race, n (%)                                 |                   |                      |                    |
| White                                       | 19 (95%)          | 9 (100%)             | 19 (100%)          |
| Hispanic                                    | 1 (5%)            | 0                    | 0                  |
| Pulmonary function tests<br>(Mean $\pm$ SD) |                   |                      |                    |
| FVC%                                        | 65.8 $\pm$ 14.1   | 93.9 $\pm$ 16.8      | 76.5 $\pm$ 14.7    |
| DLCO%                                       | 45.6 $\pm$ 14.9   | 85.6 $\pm$ 13.8      | 58.9 $\pm$ 21.7    |
| FEV1%                                       | 73.3 $\pm$ 14     | 92.6 $\pm$ 12.2      | 53.3 $\pm$ 21.7    |

*\*FVC%: Forced vital capacity percent predicted; DLCO%: Carbon monoxide diffusing capacity percent predicted; FEV1% Forced expiratory volume in 1 second percent predicted.*

**Supplementary Table 3. Demographics and clinical characteristics of lung fibroblasts donors**

| <b>Characteristic</b>                       | <b>IPF (n=5)</b>   | <b>Control (n=5)</b> |
|---------------------------------------------|--------------------|----------------------|
| Age (yr)(Mean $\pm$ SD)                     | 66.7 $\pm$ 2.9     | 64.8 $\pm$ 10.3      |
| Sex, n (%)                                  |                    |                      |
| Males                                       | 3 (60%)            | 3 (60%)              |
| Females                                     | 2 (40%)            | 2 (40%)              |
| Pulmonary function tests<br>(Mean $\pm$ SD) |                    |                      |
| DLCO%                                       | 47.5 $\pm$ 12.4    | 52 $\pm$ 12.4        |
| FEV1/FVC%                                   | 96 $\pm$ 7**       | 72 $\pm$ 10          |
| Podosomes                                   |                    |                      |
| % Cells with podosomes/area                 | 51.6 $\pm$ 5.7**** | 13.4 $\pm$ 2.5       |
| Podosomes/cell                              | 2.9 $\pm$ 0.4****  | 0.8 $\pm$ 0.3        |

\*FVC%: Forced vital capacity percent predicted, DLCO%: Carbon monoxide diffusing capacity percent predicted. FEV1% Forced expiratory volume in 1 second percent predicted. Statistical significance was assessed between IPF and Control groups with two-sided unpaired t-test (\*\*denote  $p=0.0029$  \*\*\*\*denote  $p<0.0001$ ).

**Supplementary Table 4. Compounds with a transcriptional profile similar to TGF $\beta$ -induced *Tks5*<sup>+/-</sup> lung fibroblasts.**

| NCS   | Name        | Main Target                | Targets                                                                                         | Cell line | PMID                                                                                                                                                                                                                           | IPF Relevance                                                                                                                                                                                                                           |
|-------|-------------|----------------------------|-------------------------------------------------------------------------------------------------|-----------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 1.760 | GSK-1070916 | Aurora kinase              | AURKB AURKC AURKA CYP2D6 CYP3A4                                                                 | BT20      | <a href="https://pubmed.ncbi.nlm.nih.gov/32761869/">32761869</a><br>https://pubmed.ncbi.nlm.nih.gov/32761869/                                                                                                                  | Inhibition of Aurora Kinase B attenuates fibroblast activation and pulmonary fibrosis                                                                                                                                                   |
| 1.733 | PSB-069     | NTPDase                    | ENTPD1 ENTPD2 ENTPD3                                                                            | MCF7      | -                                                                                                                                                                                                                              | -                                                                                                                                                                                                                                       |
| 1.716 | SANT-2      | Smoothed receptor          | SMO DHH IHH PTCH1 SHH                                                                           | HA1E      | -                                                                                                                                                                                                                              | -                                                                                                                                                                                                                                       |
| 1.697 | entinostat  | HDAC                       | HDAC1 HDAC2 HDAC3 HDAC9                                                                         | YAPC      | <a href="https://pubmed.ncbi.nlm.nih.gov/28315487/">28315487</a><br>https://pubmed.ncbi.nlm.nih.gov/28315487/                                                                                                                  | Reversion of TGF $\beta$ 1-induced, XPLN/ SPARK-mediated extracellular matrix turnover in human foetal lung fibroblast cell line                                                                                                        |
| 1.695 | pazopanib   | VEGFR  KIT  PDGFR          | KDR KIT FLT1 FLT4 PDGFRB PDGFRA BRAF CYP2B6 CYP2C8 CYP2E1 DDR2 CSF1R FGF1 FGFR1 FGFR3 ITK SH2B3 | MCF10A    | <a href="https://pubmed.ncbi.nlm.nih.gov/21992121/">21992121</a><br>https://pubmed.ncbi.nlm.nih.gov/21992121/<br><a href="https://pubmed.ncbi.nlm.nih.gov/27279371/">27279371</a><br>https://pubmed.ncbi.nlm.nih.gov/27279371/ | Tyrosine kinase inhibitor attenuated worsening of lung function, maintained quality of life and reduced acute exacerbations of IPF patients<br>PDGFR inhibition attenuated enhanced differentiation and proliferation of myofibroblasts |
| 1.683 | crizotinib  | ALK                        | ALK MET CYP2B6 CYP3A5 MST1R ROS1                                                                | TMD8      | <a href="https://pubmed.ncbi.nlm.nih.gov/15563636/">15563636</a><br>https://pubmed.ncbi.nlm.nih.gov/15563636/                                                                                                                  | PDGF $\beta$ 1-induced lung fibrosis is blocked by an orally active ALK5 kinase inhibitor                                                                                                                                               |
| 1.671 | emetine     | Protein synthesis          | RPS2                                                                                            | A375      | <a href="https://pubmed.ncbi.nlm.nih.gov/18503048/">18503048</a><br>https://pubmed.ncbi.nlm.nih.gov/18503048/                                                                                                                  | Increase of Sulf1 mRNA levels, a potential negative regulator of TGF $\beta$ -1 induced fibrogenesis, through inhibition of protein translation                                                                                         |
| 1.667 | TAK-875     | Insulin                    | FFAR1 INS                                                                                       | A375      | -                                                                                                                                                                                                                              | -                                                                                                                                                                                                                                       |
| 1.664 | filgotinib  | JAK                        | JAK1 JAK2 JAK3 TYK2                                                                             | XC.L10    | <a href="https://pubmed.ncbi.nlm.nih.gov/29440315/">29440315</a><br>https://pubmed.ncbi.nlm.nih.gov/29440315/                                                                                                                  | Block of endothelial to mesenchymal transition and artery smooth muscle cell to myofibroblast transition via JAK inhibition thus reducing bleomycin-induced pulmonary fibrosis                                                          |
| 1.664 | arofylline  | Phosphodiesterase          | PDE4A PDE4B PDE4C PDE4D                                                                         | PC3       | -                                                                                                                                                                                                                              | -                                                                                                                                                                                                                                       |
| 1.663 | raloxifene  | Estrogen receptor          | ESR1 ESR2 ACVRL1 ENG                                                                            | HT29      | <a href="https://pubmed.ncbi.nlm.nih.gov/35841004/">35841004</a><br>https://pubmed.ncbi.nlm.nih.gov/35841004/                                                                                                                  | Reduction of systemic sclerosis iPSC-derived fibroblast proliferation, production of extracellular matrix and skin fibrosis in human organoids and mouse model.                                                                         |
| 1.661 | WH-4023     | Src                        | LCK SRC ABL1                                                                                    | MCF10A    | <a href="https://pubmed.ncbi.nlm.nih.gov/35998281/">35998281</a><br>https://pubmed.ncbi.nlm.nih.gov/35998281/                                                                                                                  | Saracatinib, a Selective Src Kinase Inhibitor, Blocks Fibrotic Responses in Preclinical Models of Pulmonary Fibrosis                                                                                                                    |
| 1.661 | brefeldin-a | Protein synthesis<br> BIG1 | ARFGEF1 ARFGEF2 GBF1 ARF1 CYTH2                                                                 | HCT116    | <a href="https://pubmed.ncbi.nlm.nih.gov/8429043/">8429043</a><br>https://pubmed.ncbi.nlm.nih.gov/8429043/                                                                                                                     | Inhibition of intracellular degradation and thus secretion of collagen in normal human fetal lung fibroblasts                                                                                                                           |
| 1.655 | TGX-221     | PI3K                       | PIK3CB PIK3CD                                                                                   | MCF10A    | <a href="https://pubmed.ncbi.nlm.nih.gov/2184893/">2184893</a><br>https://pubmed.ncbi.nlm.nih.gov/2184893/                                                                                                                     | PI3K inhibition attenuates myofibroblast differentiation in the human lungs                                                                                                                                                             |
| 1.654 | motesanib   | KIT  PDGFR  VEGFR          | FLT1 FLT4 KDR KIT PDGFRA RET                                                                    | MCF10A    | -                                                                                                                                                                                                                              | -                                                                                                                                                                                                                                       |

NCS: Normalized connectivity score; PMID: PubMed ID; IPF: Idiopathic pulmonary fibrosis

**Supplementary Table 5. Primers and sequences used for RT- and genomic PCR.**

|                              | <b>Description</b>      | <b>Sequence- Lot (for taqman)</b> |
|------------------------------|-------------------------|-----------------------------------|
| <b>Human</b>                 | m1 SH3PXD2A             | Hs00206037                        |
|                              | m1 B2M                  | Hs00984230                        |
|                              | B2M F                   | AGATGAGTATGCCTGCCGTG              |
|                              | B2M R                   | CTGCTTACATGTCTGGATCCCA            |
|                              | TKS5 LONG F             | CTCCCAAGAAGGACGTGACA              |
|                              | TKS5 LONG R             | CTCTTGGACACTTCCCCAGT              |
|                              | COL1A1 F                | CGAAGACATCCCACCAATCAC             |
|                              | COL1A1 R                | CATCGCACAACACCTTGCC               |
| <b>Mouse</b>                 | B2m F                   | TTCTGGTGCTTGTCTCACTGA             |
|                              | B2m R                   | CAGTATGTTTCGGCTTCCCATTCT          |
|                              | Tks5 F                  | GGAGCCCCTCTAAACACTATGT            |
|                              | Tks5 R                  | GGCCACCTTCAATAGGAAACTT            |
|                              | Tks5 long F             | TTATCAACGTGACCTGGTCTG             |
|                              | Tks5 long R             | TTCGGATCCTTCTGGCCAC               |
|                              | Tks5short F             | TGGCTCACCGCGTGCTTTCTG             |
|                              | Tks5 short R            | CCTTGCTCTTCAGATGTGCTCACAA         |
|                              | Tks5 tm1b-d (ex11-12) F | AAGACGAGATCGGCTTCGAG              |
|                              | Tks5 tm1b-d (ex11-12) R | TCCCTATGATCTCCACCGGA              |
|                              | Coll1a1 F               | CTACTACCGGGCCGATGATG              |
|                              | Coll1a1 R               | CGATCCAGTACTCTCCGCTC              |
|                              | Mmp9 F                  | CTGGACAGCCAGACACTAAAG             |
|                              | Mmp9 R                  | CTCGCGGCAAGTCTTCAGAG              |
| <b>Mouse genomic primers</b> | (A) CAS_R1_Term         | TCGTGGTATCGTTATGCGCC              |
|                              | (B) Sh3pxd2a 270538 F   | CTGCCCACCAAGTTCTTTCC              |
|                              | (C) Sh3pxd2a 270538 R   | AAAGCAGATCCCCCAGACAG              |
|                              | (D) Tm1b prom F         | CGGTCGCTACCATTACCAGT              |
|                              | (E) Floxed LR           | ACTGATGGCGAGCTCAGACC              |
|                              | (F) Sh3pxd2a F          | TATCCCTGGAAGCCTTCATCTGG           |
|                              | (G) Sh3pxd2a R1         | GCAGCGTGAAAGCAGATCCC              |
|                              | (H) Sh3pxd2a R2         | GCTGTGCTTTTAGCCACTGCTGC           |
|                              | Long range 5' arm F     | TTGTCGTGGCCTCTCTGAAGCAT           |
|                              | Long range 5' arm R     | TCACCTTCTACCCCAGACCTTGG           |
|                              | Long range 3' arm F     | AAGTATAGAACTTCGTCTGAGATAACTTCG    |
|                              | Long range 3' arm R     | GCGTTGCAGAGGATCGGTAAGCTG          |

# Supplementary material for: SRC and TKS5 mediated podosome formation in fibroblasts promotes extracellular matrix invasion and pulmonary fibrosis
**Source:** Nat Commun. 2023 Sep 21;14:5882. doi: 10.1038/s41467-023-41614-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files Document

### **Description of Additional Supplementary Files.**

**Supplementary Data 1:** Deregulated genes upon Tks5 haploinsufficiency and treatment with TGFb

**Supplementary Data 2:** Deregulated pathways upon Tks5 haploinsufficiency and treatment with TGFb

**Supplementary Movie 1 -** The formation of podosomes is an inherent property of Idiopathic Pulmonary Fibrosis (IPF) lung fibroblasts. Primary human lung fibroblasts isolated from an IPF patient, were cultured in vitro and were stained for F-actin (red),cortactin (green) and DAPI (blue).

# Supplementary material for: SRC and TKS5 mediated podosome formation in fibroblasts promotes extracellular matrix invasion and pulmonary fibrosis
**Source:** Nat Commun. 2023 Sep 21;14:5882. doi: 10.1038/s41467-023-41614-x
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Histology images were captured by a Q Imaging EXI Aqua digital camera using the Q-Capture Pro 7 software.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data analysis   | Single cell RNA-seq data were processed using Seurat R package (v.3.1.2 & 4.0.5). Initial analysis of sequencing data was performed in the Ion Torrent server. Quant-Seq (Lexogen) sequencing data initial analysis was performed in the Ion Torrent server. Then FASTQ files were pre-processed with Trim Galore (v.0.6.51) and subsequently mapped to GRCh38 reference genome using HISAT2 (v.2.2.1) and BOWTIE2 (v.2.3.5.1) aligners. Downstream analysis of BAM files was performed using metaseqR2 R package (v.1.9.2). Other R packages used for performed in-silico analyses are clusterProfiler (v.4.0.5), XML (v.3.99.0.8), rentrez (v.1.2.3), pubmed.mineR (v.1.0.19), biomaRt (v. 2.48.3) and DoRothEA (v.1.4.2). L1000 data from Expanded CMap LINC Resource 2020 (last update 11/23/2021) were queried and processed by cmapR R package (v.1.4.0) for purposes of Connectivity Map analysis. Prism (GraphPad 8.0.1) software was used for statistical analyses. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All re-analyzed publicly available datasets are listed in Supplementary Table 1, including accession numbers and hyperlinks. Quant-Seq data have been deposited at GEO database under the accession code GSE220982. Already published, re-analyzed single cell RNA-seq data used are available at GEO database under the accession code GSE122960. All other relevant experimental data are within the paper and its supplementary information files. Data and code for the recreation of the computationally-created figures of the paper have been deposited at Zenodo with DOI: 10.5281/zenodo.8296510 and at [https://github.com/dfanidis/TKS5\\_podosomes\\_IPF](https://github.com/dfanidis/TKS5_podosomes_IPF).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Both males and females were randomly assigned to sex-matched experimental groups. No sex/gender bias has been reported for the used animal models, hence no separate sex/gender analysis has been performed, per common practices in the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Population characteristics                                         | The covariate - relevant population characteristics (age, disease or sex) of human patients (lung tissue and fibroblast donors) are included in Supplementary Tables 2 and 3 respectively.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Recruitment                                                        | Patients were recruited according to predefined inclusion and exclusion criteria in the study protocols listed below, that cannot/do not have any impact on presented results or their interpretation. All used human samples are subsets of previously collected and/or reported samples, selected for this study solely on availability and confirmed disease status, thus excluding any self-selection or other biases.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Ethics oversight                                                   | All studies with human patient samples were performed in accordance with the Helsinki Declaration principles. Lung tissue samples (Supplementary Table 2) were obtained through the University of Pittsburgh Health Sciences Tissue Bank and Yale University Pathology Tissue service, a subset of previously well characterized and published samples <sup>62</sup> ; studies had been approved by the Yale University Institutional Review Board (Yale IRB). Lung fibroblasts were isolated from the lung tissue of IPF patients and from the adjacent healthy tissue of patients undergoing open lung surgery for cancer (Supplementary Table 3) at the Department of Pulmonology, Bichat-Claude Bernard Hospital, Paris/France; studies were approved by the Committee for Personal Protection (CPP) - Ile de France 1 (#0911932). All patients consented in writing to the use of their samples for research purposes; no compensation was provided for their participation. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined based on previous studies and by using power analysis (R package pwr).                                                                                                                                        |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                   |
| Replication     | All presented experimental data have been duplicated. Shown results are representative of at least 2 successful repetitions that all yielded similar results.                                                                            |
| Randomization   | Human patients were classified to groups based on their disease. The medians for sex and age of each group have been reported.<br>wt and genetically modified littermate mice were randomly assigned to sex-matched experimental groups. |

Blinding

The investigators were blinded to group allocation during the initial data collection and analysis.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- |                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

- |                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Primary antibodies: anti-Tks5 (SH3 domain) rabbit monoclonal antibody (Merck, 3174822, 1:100), anti-SHPXD2A mouse monoclonal antibody (Origene, clone OT11F5-TA811757S, LOT F001, 1:250), col1a1 rabbit polyclonal antibody (Invitrogen, PA5-29569, LOT XK3738717 1:100), anti-A-actin (sma) mouse monoclonal antibody, (Origene, clone UM870129, LOT F001 1:250), recombinant Anti-Cortactin rabbit monoclonal (EP1922Y) antibody (Abcam, ab81208, 1:500), Alexa Fluor™ 633 Phalloidin (Invitrogen, A22284, LOT 2274768 1:50), MMP-9 XP Rabbit monoclonal (D6O3H) Antibody (Cell signaling #13667, LOT 3 1:100).

Secondary antibodies: Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody Alexa Fluor 488 (Life technologies, A11008, LOT1470706), Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 555 (Life technologies, A21428, LOT 1670185), Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody Alexa Fluor 488 (Life technologies, A11029, LOT1705900) Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody Alexa Fluor 555 (Life technologies, A22424, LOT1726548); all secondary antibodies were used at a 1:500 dilution.

### Validation

All antibodies were selected from previous publications, while all antibodies were validated by the corresponding manufacturers for the specific employed methodologies (IHC/IF).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

NIH/3T3 is a fibroblast cell line that was isolated from a mouse NIH/Swiss embryo. Purchased from ATCC (#CRL-1658).

MRC-5 is a diploid cell line made up of fibroblasts isolated from the lung tissue derived from a White, male, 14-week-old embryo by J.P. Jacobs in 1966. Purchased from ATCC (#CCL-171).

### Authentication

Cell lines have been recently purchased from ATCC for this project. Morphology and doubling times of purchased cell lines were identical to the ATCC provided info.

### Mycoplasma contamination

Cell lines were purchased mycoplasma free. No signs of mycoplasma contamination, based on the unchanged proliferation/metabolic profile of the cells as tested frequently with the MTT assay.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used in the study.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Mice were bred at the animal facilities of Biomedical Sciences Research Center 'Alexander Fleming', under SPF conditions, at 20–22°C, 55 ± 5% humidity, and a 12-h light-dark cycle; food and water were provided ad libitum. All experimentation was performed with 8-10-week-old C57Bl6/J mice.

### Wild animals

No wild animals were used in the study.

### Reporting on sex

Both males and females were randomly assigned to sex-matched experimental groups. No sex bias has been reported for the used animal models, in the reported experimental conditions, hence no separate sex analysis has been performed.

|                         |                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                     |
| Ethics oversight        | All experimentation was approved by the Institutional Animal Ethical Committee (IAEC) of Biomedical Sciences Research Center “Alexander Fleming”, as well as by the Veterinary Service of the governmental prefecture of Attica, Greece (# 8441/2017). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

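RNA of primary mouse LFs exposed to TGFβ was sequenced from the end of the transcripts, in 3 libraries of wt LFs and 3 of Tks5+/- LFs. The sample labels call the second genotype a knockout, while the paper names it Tks5+/-, and the paper's name is used here. The raw counts of reads per gene were made by the authors, who trimmed the reads with Trim Galore, aligned them with HISAT2 and then BOWTIE2 to GRCm38, counted them on UTR regions with metaseqR2 and summed them per gene. The normalized counts are used here as a score, which the authors normalized with EDASeq after removing genes with 0 counts in all libraries and rounded to whole numbers. All 6 libraries hold the same sorted values in it. The paper's text does not name the options of EDASeq or whether the counting kept to 1 strand. The tables listed 55364 genes, of which 55104 were matched to symbols, coordinates and transcript sequences of Ensembl release 96, and 33644 had no count in any library.

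The main comparison used the raw counts in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM scaling, robust quasi-likelihood F test), with an adjusted p under 0.05 and a fold change of at least 1.2. The common dispersion was 0.0429 and the median prior degrees of freedom were 19.2. CPM were computed from the scaled library sizes. Lists of genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with fry and with an estimated correlation beside it, over 18 lists with tested genes. These were the collagen, MMP, TIMP, ADAMTS, ECM structural and invasion genes, markers of macrophages, mesothelial, endothelial, alveolar and airway epithelial, smooth muscle and pericyte, and fibroblast cells, and genes of the TGFβ response, the interferon response, the acute phase and complement, the cell cycle, ribosomal proteins and podosomes. A list of mitochondrially encoded genes matched 0 genes and was not tested.

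Genes named in the text were set by a rule before the data were examined: Sh3pxd2a, the genes the paper names about this experiment or measures as podosome and fibroblast genes, the 3 members of each ECM family with the smallest adjusted p, and the 5 largest falls and rises among the called genes with at least 10 counts on average, 47 genes in all. Some of these are not reported here. Other genes are members of a list or were singled out after their values were seen. These are Tmsb4x, Ddx3y, Eif2s3y, Uty, Kdm5d, Xist, Nnt, S100a4 and Gm42674, and the list members Adamts4, Adamtsl1, Adamtsl5, Col3a1, Col8a2, Col9a3, Col15a1, Mmp12, Mmp13, Lyz2, Tyrobp, C3, Cfb, Isg15, Bst2, Ramp2, Pecam1, Kdr, Egfl7, Upk3b, Msln, Tagln, Cdk1, Birc5, Mki67, Ager and Cldn4. The genes 3110045C21Rik, Fars2, Prss57, Syn1 and Syn3 are named only because they overlap a gene named in the text. Where every library of a genotype had at most 3 counts, the fold change was computed against 3 counts and is a lower bound. Single genes were also compared by exact two-sided permutation tests of the CPM, whose smallest p is 0.1. Standard errors of log2 fold changes come from the fit.

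The alternatives set before the data were examined were DESeq2 1.42.0, RLE and upper-quartile scaling, the authors' normalized counts with limma, no filter on low counts, at least 10 counts in every library, limma-voom, no fold change threshold, a test against a fold change of 1.2, a correction of each library for its trend with GC content (loess span 0.5, prior count 2), the replicate number as a block, and each library left out in turn. Corrections for transcript length, with and without GC content, scaling by library totals alone and the ratio of mean normalized counts were chosen after seeing the data. Transcript length is that of the longest transcript of a gene. The comparison was tested on simulated data with the depth of these libraries, in which 200 of 10382 genes were changed. It recovered 81% of them, with 6.36% of the calls false, and called 0 of 20 random lists. DESeq2 recovered 75.5% and limma-voom 80%. Far more genes, 4642, were called between the real libraries, whose fold changes had a trend with transcript length that this simulation left out. These shares may therefore not hold for the real libraries. The simulated genes were drawn independently, so the random lists could not test the preset inter-gene correlation. Tables were made with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9.

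Left out were the PANDORA combination of tests, the Gene Ontology enrichment, the transcription factor targets, the text mining and the connectivity map query, whose inputs were not used here.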

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

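Lists of cell type markers and of response genes were fixed before the data were examined, and 8 of them, on genes that the paper does not discuss, differed between the libraries labelled Tks5+/- and wt LFs by camera. The tests of wt replicate 3, of the macrophage markers without it, of the acute phase genes across wt libraries and of the collagen genes, and the choice of the range as the measure for the macrophage markers, were made only after the result was seen. Of the 10 splits of the 6 libraries into 3 and 3, 1, the labelled one, gave as many genes called as the labels do. The other splits called 0 genes, with 43 to 195 genes at an unadjusted p under 0.05 against 5354 for the labels. A share of 1 in 10 is the smallest that the design allows, so the share alone cannot decide on grouping by chance. The labels called 4642 genes against 0 in each of the other splits, so the libraries divide along the labels. Each other split mixes libraries of both labels, and their difference then adds to the spread within its groups. The size of the gap therefore cannot decide on grouping by chance either. What sets the labelled groups apart is not shown by these counts. Each direction below rests on the labels, since Sh3pxd2a was not lower.

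Macrophage markers had a mean log2 fold change of -3.60 (adjusted p = 9.33e-04) over 14 genes tested, of which 7 were called, also adjusted over the list alone. Their median was -3.06, and -2.47 with genes at the floor of 3 counts set to their bounds. None of these genes is in another list, and 9 had more than 3 counts in every one of the libraries labelled Tks5+/-. Lyz2, the most abundant, had 298, 337 and 3502 counts in wt replicates 1, 2 and 3 and 139, 157 and 207 in the libraries labelled Tks5+/-, and Tyrobp had 33, 37 and 312 counts in wt replicates 1, 2 and 3 and 21, 16 and 22 in the libraries labelled Tks5+/-. Macrophages in the wt cultures would move all markers in 1 direction. The factors would be similar only if the LFs expressed no marker and no marker had few counts. The 10 markers above the floor were all lower, but spread over 4.68 log2 units, from -5.16 to -0.47. In wt replicate 3, all 20 markers with at least 10 counts in it lay above wt replicates 1 and 2, by a median of 2.43 log2 units, but spread over 3.56, from 0.62 to 4.18. For both, the shared direction is what macrophages in the wt cultures would give. The spread does not argue against them, because expression in the LFs and low counts would also spread the factors. Expression in the LFs was not measured apart from that of other cells, so it stays open. Without wt replicate 3 the mean was -2.41, the highest of -4.30 to -2.41 over the libraries left out, and the median of the markers above the floor was -1.08, with 9 of 10 lower. For this remainder, fewer macrophages in the cultures of the libraries labelled Tks5+/- and lower expression in the LFs themselves cannot be told apart, because several of the markers are also counted in the libraries labelled Tks5+/-.

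Acute phase and complement genes had a mean of -4.01 (adjusted p = 6.24e-20, -4.14 to -3.78 over the libraries left out). All 11 tested were called lower, also adjusted over the list alone. Their median was -4.50, and -3.68 with genes at the floor set to their bounds. C3 had 418, 547 and 600 counts in wt replicates 1, 2 and 3 and 9, 11 and 13 in the libraries labelled Tks5+/-, and Cfb had 1081, 1262 and 940 counts in wt replicates 1, 2 and 3 and 47, 38 and 54 in the libraries labelled Tks5+/-. If they came from macrophages in the wt cultures, these genes would follow the macrophage markers and be raised in wt replicate 3, where their median was -0.41 log2 units against wt replicates 1 and 2 (from -2.25 to 0.80 over 11 genes). Mesothelial cells in the wt cultures cannot be told apart from a change in the LFs. Msln, 1 of their markers, had at most 5 counts in any library. The mesothelial markers that were tested were lower too (mean -1.94), and they were not compared across the wt libraries. An effect of the genotype on this response stays open, as a hypothesis.

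Mesothelial markers had a mean of -1.94 (adjusted p = 0.00172, -2.49 to -1.59 over the libraries left out) and a median of -1.89, with 6 of 9 lower, also adjusted over the list alone. Upk3b had 22, 17 and 29 counts in wt replicates 1, 2 and 3 and 2, 4 and 0 in the libraries labelled Tks5+/-. Endothelial markers had a mean of -3.22 (adjusted p = 0.00158, -4.11 to -3.01 over the libraries left out). Their median was -4.45, but -1.84 with genes at the floor set to their bounds, and 5 of 7 were lower, also adjusted over the list alone. Egfl7, above the floor, changed by -1.67 (adjusted p = 7.46e-06), while Ramp2 did not fall (0.32 (adjusted p = 0.331)). Pecam1 had 7, 10 and 21 counts in wt replicates 1, 2 and 3 and 0, 0 and 0 in the libraries labelled Tks5+/-, and Kdr had 17, 17 and 28 counts in wt replicates 1, 2 and 3 and 0, 0 and 2 in the libraries labelled Tks5+/-. Endothelial cells in the wt cultures and expression in the LFs were not tested against each other.

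Interferon response genes had a mean of -2.73 (adjusted p = 3.51e-08, -2.95 to -2.37 over the libraries left out) and a median of -2.84. Of 15 tested, 14 were lower, and 15 adjusted over the list alone. Isg15 had 127, 430 and 689 counts in wt replicates 1, 2 and 3 and 77, 93 and 79 in the libraries labelled Tks5+/-, so that wt replicate 1 lay below the other wt libraries, and Bst2 had 132, 212 and 219 counts in wt replicates 1, 2 and 3 and 21, 16 and 18 in the libraries labelled Tks5+/-. The mean was -2.80 after the correction for transcript length, and no other explanation was tested. TGFβ response genes had a mean of -0.76 (adjusted p = 0.00158, -0.77 to -0.70 over the libraries left out) and a median of -0.61, with 10 of 17 lower and 1 higher (adjusted over the list alone, 11 and 1). Of these 17 genes, 11 are in another list and 3 among the invasion genes. Tagln rose by 1.99 (adjusted p = 1.73e-06), against the list.

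Ribosomal protein genes had a mean of 1.20 (adjusted p = 1.09e-23, 1.14 or more over the libraries left out) and a median of 1.21, with 64 of 72 higher (65 adjusted over the list alone). They took 5.76% to 6.02% of the counts in wt LFs and 9.92% to 10.8% in the libraries labelled Tks5+/-. Reads of their pseudogenes were not separated from theirs. Cell cycle genes had a mean of 0.83 (adjusted p = 0.00178, 0.71 to 1.11 over the libraries left out) and a median of 0.76, with 8 of 18 higher and 1 lower, also adjusted over the list alone. Cdk1 rose by 3.10 (adjusted p = 3.14e-09) and Birc5 by 2.20 (adjusted p = 2.15e-05), while Mki67 did not (-0.49 (adjusted p = 0.358)). A bias by transcript length would be removed by the length correction, after which the means were 0.76 for the ribosomal protein genes (adjusted p = 1.37e-12, against 1.16e-42 to 0.154 over all alternatives) and 0.86 for the cell cycle genes (adjusted p = 6.25e-04, against 5.51e-06 to 0.388).

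The trend of log2 fold changes with transcript length (rho = -0.397 across genes) is consistent with a difference in RNA quality or library complexity between the genotypes. At the lowest depth, 15824 to 16123 genes would be expected in wt LFs and 14691 to 15368 in the libraries labelled Tks5+/-, where the 100 most abundant genes took 30.1% to 33.3% of the counts against 24.4% to 24.8%. Differences between single libraries do not account for the trend, since rho had a size of at most 0.221 between libraries of 1 genotype and of 0.302 to 0.409 between genotypes. No batch is given by the labels or the paper, and an effect of the genotype on long transcripts was not tested. The ECM structural genes stayed lower after the correction for length (mean -0.63) and after that for GC content (-0.85), so that neither trend is their whole cause. For the collagen genes the mean after the length correction was -0.55 and no longer called, and a bias by length cannot be told apart from a change of their own, because the mean moved towards 0 without reaching it.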

How the results depend on the processing

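The tests with a correction for transcript length, scaling by library totals alone or a ratio of mean normalized counts were chosen only after the result was seen. The number of genes called, 4642 at first, stayed within 1.5 times under each alternative. It was 4094 with DESeq2, 4612 with RLE scaling, 4650 with upper-quartile scaling, 4431 on the authors' normalized counts with limma, 4579 with limma-voom and 4619 with the GC correction. Without the filter on low counts it was 4953 of 21720 genes and with at least 10 counts in every library 3705 of 7906. A test against a fold change of 1.2 called 4083. The length correction gave 4031 and that for length and GC content 3750.

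Sh3pxd2a was not called at 0.29 and stayed above 0 under the alternatives set before the data were examined. It was -0.13 with library totals alone, and called higher with the length correction (0.97) and with length and GC content (1.15); the cause was not tested.

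With the length correction the collagen genes were no longer called (-0.55, and -0.38 with length and GC content), nor were the ADAMTS genes with both (-0.79). The podosome genes, not called, changed sign with both (0.032). The TIMP genes were called on the authors' normalized counts with limma (-1.28), and the MMP genes without wt replicate 3, with means of -0.70 to -0.45 over the libraries left out. Both lists were also called by fry (adjusted p = 0.01 and 0.0177). Limited to genes with at least 10 counts in every library, the macrophage (-2.52), mesothelial (-1.17) and endothelial markers (-0.73) were no longer called and the smooth muscle and pericyte markers were 0.13, with fewer genes tested in each. The fibroblast markers were -0.099 with library totals alone. Camera with an estimated correlation called 0 lists, with adjusted p values from 0.126 to 0.841. The ECM structural, invasion, interferon, acute phase, TGFβ response, cell cycle and ribosomal protein lists kept their direction and stayed called under each of the other alternatives with a preset correlation. Apart from the smaller number of genes, the cause was not tested.

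Named genes changed sign as follows, and the cause was not tested. With the length correction Ddr2 was 0.043, Sh3rf1 0.060, Cd44 0.11 and Timp1 -0.39. With length and GC content Ddr2 was 0.019, Sh3rf1 0.14 and Timp1 -0.42. On the authors' normalized counts with limma Col1a1 was -0.11 and Timp1 -0.45, and the ratios of their means gave -0.061 and -0.46. Timp1 was -0.22 with library totals alone. Acta2 ran from -0.21 to 0.054 over the libraries left out, above 0 without Tks5+/- replicate 2. Among the other values of single genes, 21 became called, 17 were no longer called, 11 moved by more than the spread between replicates without a test, and 780 kept their direction and side of the threshold.

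The correlation of log2 fold changes with transcript length, -0.397, was -0.187 without the filter, -0.433 with the GC correction, -0.0369 with the length correction and -0.0270 with both, and ran from -0.402 to -0.367 over the libraries left out. The correlation with GC content, -0.122, was -0.0944 on the authors' normalized counts with limma, -0.0397 without the filter, -0.142 with at least 10 counts in every library, -0.00623 with the GC correction, -0.233 with the length correction and -0.0165 with both. It ran from -0.136 to -0.107 over the libraries left out. A correction removes the trend with what it corrects for by construction. For the other moves, those of the trend with GC content under the length correction and of the trend with length under the GC correction included, the cause was not tested.

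In the rankings by ratio of means, the 150 largest falls had a median of 24.8 counts per library among the genes kept for the test and 24.2 among the called genes, and the 150 largest rises 29.2 in both, against 8.83 and 4.50 among all genes, because these filters remove genes with few counts. By the fold change that edgeR fits without a filter, the median was 2.83 for the falls.

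The labels give both genotypes the replicate numbers 1, 2 and 3. With the number as a replicate block, 4668 genes were called, and 4672 with the block and the GC correction, when the correlations of the fold changes were -0.436 with length and -0.00482 with GC content. The paper does not say that the numbers pair the libraries. The deviations of same-numbered libraries from their group means had correlations of -0.00101, -0.0637 and 0.0820 across genes. The block is therefore used only as an alternative and not in the main comparison.

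With 1344507 to 2369882 counts per library, a gene with at most 3 counts in every library of a genotype has only a bound for its change. This limits Itgax, Cybb, Hcls1, Lrp2, Nrn1, Sult4a1, Mcpt8, Mir6949, Adamts8 and Bcl2a1d, and the macrophage and endothelial lists, most.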

Differences from the paper's values

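Of 30 genes whose log2 fold change could be set beside the paper's, 8 differed by more than the spread between replicates, and all had the paper's sign. The paper's values come from the copy of Supplementary Data 1. The ratio of the authors' mean normalized counts, chosen after seeing the values, equals the paper's value for each of these 8 genes, and scaling by library totals alone was also chosen after seeing the data. The number of genes called, 4642, against the paper's 3648, was within 1.5 times.

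Eln was -2.83 against the paper's -3.50. Among the alternatives set before the data were examined, the authors' normalized counts with limma (-3.39) and the fit without wt replicate 3 (-3.13) were within the spread of the paper's value and the others were not; library totals alone also were (-3.25). Ccn2 was -0.61 against the paper's -1.27. Of the alternatives set before the data were examined only the authors' normalized counts with limma came within the spread (-1.29), as did library totals alone (-1.03). For Inhba, with -0.64 against the paper's -1.20, these counts with limma (-1.21) and the fit without Tks5+/- replicate 3 (-0.90) did, the other alternatives set before the data were examined did not, and library totals alone did (-1.06). Sh3rf1 was -0.30 against the paper's -0.64. The authors' normalized counts with limma (-0.67), at least 10 counts in every library (-0.35) and the fits without wt replicate 3 (-0.39) or Tks5+/- replicate 3 (-0.44) were within the spread, the other alternatives set before the data were examined were not, and library totals alone were (-0.71).

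Acta2 was -0.11 against the paper's -0.88, and only the authors' normalized counts with limma (-0.94) closed the gap among the alternatives set before the data were examined. Col4a2 was -1.82 against the paper's -2.31. The authors' normalized counts with limma (-2.34) and the fit without Tks5+/- replicate 1 (-2.03) were within the spread, the other alternatives set before the data were examined were not, and library totals alone were (-2.22). Timp3 was -1.35 against the paper's -2.02, and Timp2 -0.88 against the paper's -1.38. For both, the authors' normalized counts with limma (-2.03 and -1.36) were the only alternative set before the data were examined within the spread, and library totals alone also were (-1.76 and -1.29).

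The paper states that both DDR genes were lower, while Ddr2 was not called here (-0.53 (adjusted p = 0.0539)). It was called lower with upper-quartile scaling, the authors' normalized counts with limma, at least 10 counts in every library, the GC correction, the replicate block with or without the GC correction, library totals alone, and without wt replicate 3 or Tks5+/- replicate 1. The paper lists Sh3rf1 among the lower invasion genes, and it was not called here (adjusted p = 0.282); it was called lower on the authors' normalized counts with limma and with library totals alone. Bcl2a1d, also listed as lower, was not kept for the test. The paper names MMPs and TIMPs among several lower ECM genes. Here 5 of 11 MMP and 2 of 3 TIMP genes were called lower, while Mmp10 (3.73) and Mmp13 (2.41) were higher under every scaling and Timp1 (0.21) was not called. In Fig. 5a the paper gives lower Tks5 expression in Tks5+/- LFs, measured with Q-RT-PCR, and does not say whether the same samples were sequenced. The legend of Fig. 5a does not name the primers. For lung tissue, the paper describes primers that detect the deletion of the targeted exon. The counts here come from UTR regions, so both measures may read different parts of the transcript. Sh3pxd2a was not lower in the libraries labelled Tks5+/- (0.29).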

Other observations

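The tests of the depth and of the scaling for Sh3pxd2a and that of Ddx3y were chosen only after the result was seen. Sh3pxd2a, with 190 to 284 counts per library, was not lower in the libraries labelled Tks5+/-. Too few counts would leave a halving within the error, but the lower 95% limit of its log2 fold change was -0.13, above -1. Of the 6 scalings, library totals alone gave the lowest value, -0.13, which is also above -1. Single libraries exchanged between the genotypes would let another split call more genes, but the other splits called 0 genes (43 to 195 at an unadjusted p under 0.05). An exchange of all 6 labels would leave the split as it is and was not tested. Whether the targeted allele still gives transcripts that end in the counted UTR was not tested either.

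Sex was read from Xist, which had 0 counts in all 6 libraries, and from Y-linked genes. Eif2s3y had 14, 13 and 35 counts in wt replicates 1, 2 and 3 and 26, 7 and 13 in the libraries labelled Tks5+/-, a log2 fold change of -0.23 (standard error 0.43). A difference in sex between the genotypes is therefore unlikely to account for the genes called. Ddx3y had 146, 159 and 210 counts against 25, 19 and 21, a log2 fold change of -2.84 (adjusted p = 1.45e-08). Female cells in the cultures of the libraries labelled Tks5+/- would lower Y-linked genes alike, but Ddx3y and Eif2s3y differed by 2.61 log2 units. Uty and Kdm5d had too few counts to be tested. Uty had 4, 15 and 23 counts against 6, 3 and 6, a log2 ratio of mean CPM of -1.24, in the direction of Ddx3y, and Kdm5d had 2, 9 and 5 against 3, 8 and 2, a ratio of -0.11. No other explanation for Ddx3y was tested.

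Tmsb4x, singled out after its values were seen, took 0.524% to 0.644% of the counts in wt LFs and 2.77% to 3.31% in the libraries labelled Tks5+/-, a log2 fold change of 2.76 (adjusted p = 7.87e-09). Nnt was listed under 2 identifiers with nearly the same counts, 47, 89 and 107 in wt LFs under one and 47, 89 and 104 under the other. The libraries labelled Tks5+/- had 36, 18 and 19 counts and 35, 17 and 19. Nnt was called lower in them under both (-1.56, adjusted p = 2.38e-04, and -1.58, adjusted p = 2.07e-04), and the cause was not tested. Gm42674, which overlaps S100a4 on the same strand, had 12824, 15652 and 29159 counts in wt LFs against 12765, 15595 and 29031 for S100a4. The near-equal counts point to the same reads being counted for both members of these pairs, and each such pair adds 2 genes to a count of genes. Other genes that overlap on 1 strand were not examined for this.

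Podosome and fibroblast genes that the paper measured in other experiments had these values. Cttn rose by 0.71 (adjusted p = 0.0127), but single libraries of the genotypes overlapped (exact two-sided permutation test, p = 0.2). It was not called with library totals alone (0.31), without Tks5+/- replicate 1 (0.57) or without wt replicate 3 (0.59), with adjusted p values from 0.00144 to 0.284 over all its alternatives. Acta2 at -0.11 (adjusted p = 0.711), Src at -0.74 (adjusted p = 0.204), Mmp14 at -0.42 (adjusted p = 0.184) and Cd44 at -0.26 (adjusted p = 0.307) were not called. With library totals alone all 4 were called lower (-0.52, -1.16, -0.82 and -0.68), and on the authors' normalized counts with limma Acta2 (-0.94) and Cd44 (-0.52) were. Mmp9 was at least 3.93-fold lower and Cd274 at least 1.62-fold, neither of them tested. Both rest on wt replicate 3, without which the bounds were 2.41-fold and 1.07-fold, and for Cd274 single libraries of the genotypes overlapped (exact two-sided permutation test, p = 0.2). The podosome genes as a list had a mean of -0.25 (adjusted p = 0.295), from -0.38 to -0.23 over the libraries left out, with -0.38 without wt replicate 1 and -0.38 without Tks5+/- replicate 1.

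Of the other lists, the alveolar and airway epithelial markers had a mean of -1.35 (adjusted p = 0.783) over 2 tested genes, Cldn4 and Ager. These went opposite ways, so the mean describes neither. Ager was called higher (1.82, adjusted p = 4.53e-05). Cldn4 was called lower, with a bound of -3.07, as it had at most 3 counts in every one of the libraries labelled Tks5+/-. Of the 17 members of this list, 8 had 0 counts in every library. The mean ran from -4.64 to -1.15 over the libraries left out, which also changed the genes tested, and was -4.64 without Tks5+/- replicate 2, -3.20 without Tks5+/- replicate 1, -3.14 without Tks5+/- replicate 3, -2.24 without wt replicate 1 and -2.57 without wt replicate 2. The smooth muscle and pericyte markers had a mean of -0.46 (adjusted p = 0.499, -0.53 to -0.33 over the libraries left out), with 3 higher and 5 lower, and the fibroblast markers 0.32 (adjusted p = 0.281, 0.23 to 0.39), with 5 higher and 1 lower. For the cell cycle genes, higher as a list in the libraries labelled Tks5+/-, the paper reports less proliferation of Tks5+/- LFs by another assay (Fig. 5d). The relation of the 2 was not tested.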
